# Long-Read RNA Sequencing Reveals an Isoform Switching Pattern in Healthy Microglial Cell Lines Exposed to Radiotherapy

**DOI:** 10.3390/ncrna12040031

**Published:** 2026-08-06

**Authors:** Tatiana Zuppelli, Laura Orlando, Giuseppe N. Conti, Sofia P. Lombardo, Lucia Longhitano, Giulia Chisari, Cesarina Giallongo, Francesco Bellia, Maria Gabriella Sabini, Stefania Mele, Ignazio A. Barbagallo, Nunzio Vicario, Rosalba Parenti, Michelino Di Rosa, Enrico La Spina, Stefano Forte, Daniele Tibullo, Giovanni Li Volti

**Keywords:** long-read RNA sequencing, transcriptomic variants, radiotherapy, tumor microenvironment, computational biology, transcriptomic regulation

## Abstract

**Background/Objectives**: Radiotherapy (RT) is a fundamental treatment for brain tumors but often leads to long-term neurotoxicity, partly caused by microglial dysfunction. In this study, we used long-read RNA sequencing (LR-RNA-seq) to map the isoform-specific transcriptome of human microglial HMC3 cells after RT exposure. **Methods**: The HMC3 human microglial cell line was treated with standard radiotherapy and, after RNA extraction and library preparation, LR-RNA-seq was performed. Further bioinformatic analyses allowed to investigate on the isoform switching pattern after radiotherapy exposure. **Results**: Gene-level analysis found 591 differentially expressed genes, with positive enrichment of PI3K/AKT-related pathways and negative enrichment of translation-associated processes. Isoform-level analysis uncovered 827 significant isoform switching events across 420 genes, often involving shifts from protein-coding transcripts to non-coding variants. Functional annotation showed that most isoform switches resulted in the loss of open reading frames and protein domains, especially in ribosomal proteins and translation machinery components. Exploratory proteomic analysis identified 191 differentially abundant proteins, including a significant reduction in RPL7A, providing partial protein-level support for translation-associated transcriptomic remodeling. **Conclusions**: RT-induced stress causes qualitative transcriptomic remodeling beyond changes in overall gene expression. These findings indicate that radiotherapy induces coordinated gene-, transcript-, and isoform-level changes in HMC3 cells. The alterations observed in translation-associated genes, together with partial proteomic concordance, identify candidate mechanisms for future functional investigation.

## 1. Introduction

Traditional short-read RNA sequencing, while powerful, often struggles to fully characterize isoform diversity and detect complex structural variations in the transcriptome [1]. In contrast, long-read RNA sequencing (LR-RNA-seq) technologies offer a significant advantage by capturing full-length transcripts, thereby enabling comprehensive identification of novel isoforms, alternative splicing events, and gene fusions that are often missed by shorter reads [2,3]. This enhanced capability is particularly crucial in discerning the nuanced cellular responses to external stressors like ionizing radiation, which can profoundly impact transcriptional landscapes [4,5]. The ability to sequence entire mRNA molecules in a single read overcomes limitations of reference-based annotations and facilitates the discovery of rare or cell-type-specific isoforms that might be critical in understanding microglia’s response to radiation [2]. Furthermore, the high-throughput nature of next-generation sequencing, including long-read platforms, has catalyzed a new era of genomic research by enabling extensive and cost-effective analysis of DNA and RNA, thereby providing insights into gene expression, alternative splicing, and novel transcript identification [6].

This advancement is particularly relevant for microglial cells. Microglia serve as the resident innate immune cells of the central nervous system, playing a pivotal role in maintaining neural homeostasis, synaptic pruning, and the initial response to injury [2,7]. However, these cells are highly sensitive to environmental stressors, particularly ionizing radiation, which is a cornerstone of treatment for primary and metastatic brain tumors [8,9]. While radiotherapy (RT) is essential for controlling tumor growth, it often results in unintended radiation-induced brain injury, characterized by chronic neuroinflammation, oxidative stress, and cognitive decline, often referred to as “brain fog” [10,11]. In the context of the tumor microenvironment, irradiated microglia can undergo a phenotypic shift from a homeostatic state to an activated, often tumor-favorable state, which can promote radioresistance and glioma progression in the surrounding normal parenchyma [7,12,13].

Traditional transcriptomic studies of irradiated microglia have largely relied on short-read RNA sequencing. While these methods have identified “aging-like” signatures and inflammatory gene expression patterns in irradiated cells, they struggle to resolve the full complexity of the microglial transcriptome [14]. Short-read technologies often fail to fully characterize isoform diversity, as they cannot sequence full-length transcripts in a single pass, leading to ambiguities in detecting alternative splicing and structural variations [1,3]. This limitation is particularly significant because cellular stress response—such as that induced by radiotherapy—is often associated not only with changes in total gene expression, but with qualitative shifts in transcript usage, known as isoform switching [15,16].

Recent advancements in LR-RNA-seq, such as those provided by Oxford Nanopore and Pacific Biosciences, have revolutionized our ability to map the “isoform-centric” landscape of the brain [2,6]. By capturing entire mRNA molecules, LR-RNA-seq enables the comprehensive identification of novel isoforms and complex splicing events that are frequently missed by shorter reads [17,18]. These technologies have revealed that many genes respond to stress by switching from functional, coding isoforms to non-coding variants or those sensitive to nonsense-mediated decay, a process often termed “ribostress” or translational reprogramming [19,20]. Such isoform-level changes can result in a loss of functional protein domains, even when overall gene expression levels appear stable or upregulated [21,22].

Given the critical role of microglia in mediating both the therapeutic and adverse effects of radiotherapy, a high-resolution understanding of their transcriptomic response is essential. This study aims to characterize the complex modification of the transcriptomic landscape in human microglial cell lines following radiotherapy exposure. By utilizing LR-RNA-seq, we seek to identify specific isoform switching patterns and functional alterations that may drive microglial dysfunction and contribute to the remodeling of the brain tumor microenvironment after conventional radiotherapy. This detailed profiling is of critical importance for identifying novel biomarkers and therapeutic targets that could mitigate off-target effects of radiotherapy while potentially enhancing treatment efficacy.

## 2. Results

### 2.1. Radiotherapy-Treated Microglia Show Differential Expression Patterns at Both Gene and Transcript Levels

To profile gene-level transcriptional changes, transcript counts assigned to the same gene were aggregated and analyzed using DESeq2. 

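HMC3 is an immortalized human microglial cell line. RNA from 3 independent control cultures (0 Gy) and from 3 independent cultures irradiated with 15 Gy was collected after 24 h, and polyadenylated RNA was sequenced as PCR-amplified cDNA on Oxford Nanopore flow cells. The authors aligned the reads with minimap2 and counted them per transcript with Salmon on GRCh38, and the deposited values used here are whole-number counts per transcript and library. Controls 1, 2 and 3 held 4870897, 8552647 and 9082409 counts, and irradiated cultures 1, 2 and 3 held 6292049, 6392130 and 6909420. Transcripts and genes were filtered by the paper's limits, which kept between 95.63% and 96.45% of each library's counts, and the kept counts were summed per gene. Genes and transcripts were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment, and were called differentially expressed or abundant at an adjusted p under 0.05 with an absolute log2 fold change over 1, the paper's limits. The tests, the gene lists, the rule for the named genes and the main alternatives were fixed before the data were examined.

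TMM factors were 0.849, 0.793 and 0.928 in the controls and 1.24, 1.09 and 1.18 in the irradiated libraries. Scaling by library totals alone therefore moves the median log2 fold change of all genes from 0.08 to 0.528, a shift of 0.449, and changes are given relative to the TMM scale. The 10 most abundant genes held 10.3 to 11.3% of the counts in controls and 9.14 to 9.51% in irradiated libraries. Expression is given as CPM, the count per library scaled to an equal library size. Pearson's r of log2 CPM across genes, which are not independent replicates, was 0.9566 to 0.9638 among the controls and 0.967 to 0.972 among the irradiated libraries. Control 3 lay nearer to the irradiated libraries (0.9535 to 0.9614) than controls 1 and 2 did (0.924 to 0.9401). The kit carries unique molecular identifiers, but the paper's text names no step that collapses reads by them. Whether the counts are reads or molecules, and whether PCR copies of a molecule were told apart, is therefore not known here.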

Transcript-level differential abundance was analyzed using the same statistical framework, with each transcript treated as an independent molecular feature. Differentially expressed genes and differentially abundant transcripts were defined using an adjusted *p*-value < 0.05 and an absolute log2 fold change > 1.

Among 11,116 genes, 591 were differentially expressed, including 220 downregulated and 371 upregulated genes (Figure 1A). 

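CDKN1A encodes the cell cycle inhibitor p21 and lies on chromosome 6 of GRCh38 from 36676460 to 36687339 (GENCODE release 29). It rose 3.41-fold, from 183.4 ± 16.4 CPM (SD, n = 3 cultures) in control cells to 625.5 ± 9.61 (SD, n = 3) in irradiated cells (log2 fold change 1.77, standard error 0.116, adjusted p = 6.3e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FDXR, a mitochondrial ferredoxin reductase on chromosome 17 from 74862497 to 74873031, rose from 15.11 ± 3.81 to 78.03 ± 0.401 CPM (log2 fold change 2.38, standard error 0.185, adjusted p = 3.76e-06 from the same edgeR test). MDM2, the ubiquitin ligase of p53, on chromosome 12 from 68808176 to 68850686, rose by 1.64 on the log2 scale (standard error 0.177, adjusted p = 0.000121, edgeR). PKP3, a desmosomal plakophilin, rose from 1.942 ± 0.521 to 14.91 ± 3.65 CPM. DGKA, a diacylglycerol kinase, rose by 1.24 on the log2 scale. COL8A1, a short-chain collagen on chromosome 3 from 99638475 to 99799226, fell from 90.61 ± 17.5 to 30.48 ± 2.12 CPM (log2 fold change −1.57, standard error 0.162, adjusted p = 9.43e-05, edgeR). NNMT, which methylates nicotinamide, fell from 215.6 ± 17.7 to 92.9 ± 9.21 CPM.

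Among genes with a mean of at least 10 CPM and no overlap between the groups, the 10 largest increases also held LZTS3, DNAJB2 (a co-chaperone), PLXNB2 (a semaphorin receptor), ENSG00000293347, STARD3 (a cholesterol transporter), METRNL and SCARB1 (a lipoprotein receptor), with log2 fold changes from 1.53 in SCARB1 and METRNL to 1.97 in LZTS3. The 10 largest decreases held 5 non-coding genes besides COL8A1, namely SNHG1 (−1.53), DLEU2 (−1.52), ZNF674-AS1 (−1.59), SNHG10 (−1.41) and LINC01116 (−1.36), together with LETM2 (−1.48), the histone gene H2BC12 (−1.41), ANXA3 (−1.36) and RPL17-C18orf32 (−1.34). NUDCD2 (−1.21), the snoRNA host SNHG17 (−1.21) and the complex I subunit NDUFS7 (−1.10) fell as well. NPM1 (−0.95), a nucleolar chaperone, and PTMA (−0.90), RAN (−0.89), TALDO1 (−0.91) and BOLA2-SMG1P6 (−0.96) fell at an adjusted p under 0.05 by less than 1 on the log2 scale.

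Of 11118 genes, 634 were differentially expressed, 445 higher and 189 lower in irradiated cells. In 605 of them (95.4%) the 3 irradiated and the 3 control values did not overlap, against 42.7% of all genes and 10% by chance. The 605 cannot support the calls, since the genes were selected by a test on the same values. DESeq2's Wald test called 591 genes, 371 higher and 220 lower, the same counts as the paper reports. With edgeR, library totals alone gave 1927 higher and 22 lower genes. Leaving out control 2 gave 387 genes (279 higher, 108 lower), leaving out control 3 gave 1215 (835 higher, 380 lower), and leaving out irradiated culture 1 gave 412 (287 higher, 125 lower), while without irradiated culture 2 the lower genes numbered 292. Of the 634 genes, 269 had a mean of at least 10 CPM, a limit chosen after seeing the data (177 higher, 92 lower, among 6171 genes). The read-through genes RPL17-C18orf32 and BOLA2-SMG1P6 overlap neighboring genes, and ZNF674-AS1 lies antisense to a gene, so their values are uncertain.

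**Figure D1:**
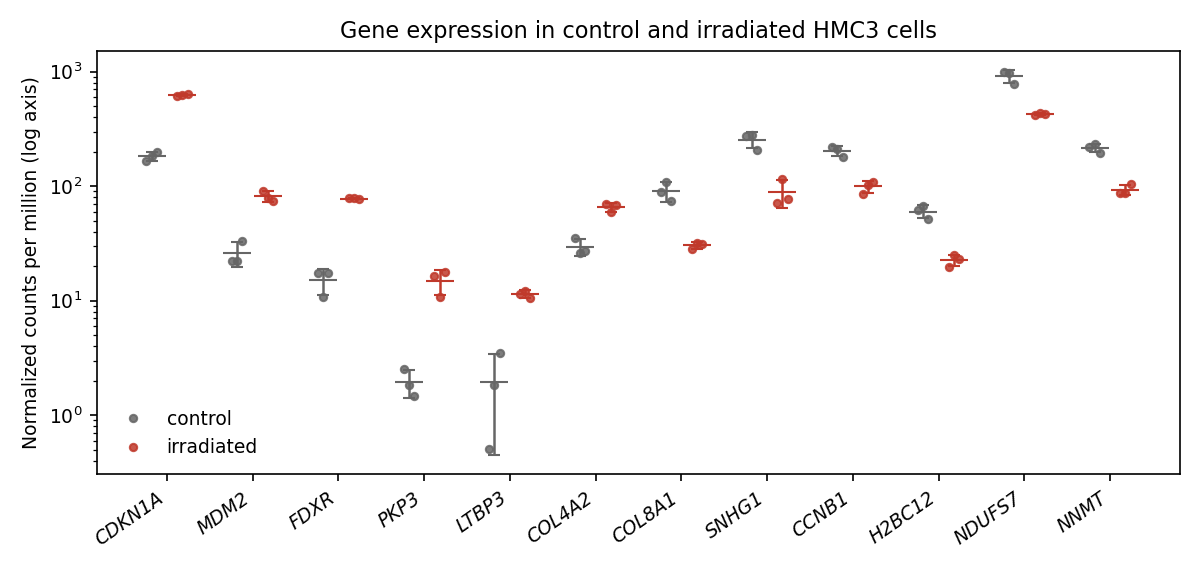
Expression of 12 named genes per culture, in CPM normalized by TMM on a log axis, in control (gray) and irradiated (red) HMC3 cells. Points are the 3 cultures of each group, horizontal marks are means and bars are SDs. CDKN1A lies near 183.4 in control and 625.5 in irradiated cells, COL8A1 near 90.61 and 30.48.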

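At the level of single transcripts, CDKN1A ENST00000448526 and ENST00000615513 both rose from 29.8 to 115 CPM (log2 fold change 1.93, standard error 0.169, adjusted p = 1.14e-25 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both had nearly the same share of the gene's counts in each library, so they are not independent results. COL8A1 ENST00000474648, a non-coding transcript, fell from 59.2 to 13 CPM (log2 fold change −2.19, standard error 0.176, adjusted p = 1.99e-30, edgeR). TPM1, an actin-binding tropomyosin, had the transcript ENST00000358278 fall from 187 to 56.2 CPM, while the gene as a whole had a log2 fold change of −0.27 (adjusted p = 0.0873, edgeR). Retained-intron transcripts of the glycolytic enzymes enolase (ENO1 ENST00000645609, −1.79) and GAPDH (ENST00000492719, −1.83) and of beta-actin (ACTB ENST00000462494, −1.65) fell. Their genes had log2 fold changes of −0.425 for ENO1, −0.75 for GAPDH and −0.42 for ACTB. Transcripts of PHGDH (ENST00000641597, −1.75), the mitochondrial chaperonin HSPD1 (ENST00000678621, −1.54), NNMT (ENST00000713573, −1.58), SNHG17 (ENST00000781194, −1.73) and the histone variant H2AZ1 (ENST00000296417, −1.41) fell too.

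Of 74843 transcripts tested, 5758 were differentially abundant, 2516 higher and 3242 lower (56.3% lower). They lay in 2613 genes, of which 554 were differentially expressed as genes and 2059 were not, and 123 genes held both a higher and a lower transcript. Library totals alone gave 12545 higher and 640 lower transcripts. DESeq2's Wald test gave an adjusted p for 38567 transcripts and called 2963, 782 higher and 2181 lower, of which 2620 were also called by edgeR. Without control 2 edgeR called 3085 (1358 higher, 1727 lower), without control 3 it called 9638 (4725 higher, 4913 lower), and without irradiated culture 1 it called 3740 (1674 higher, 2066 lower).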

At the transcript level, 3401 out of 53,662 transcripts were differentially abundant, including 839 upregulated and 2562 downregulated transcripts (Figure 1B).

Gene-level and transcript-level DESeq2 analyses are listed in Supplementary Tables S1 and S2, respectively.

### 2.2. Gene Set Enrichment Analysis Identifies Positive Enrichment of Signaling Pathways and Negative Enrichment of Translation-Related Processes

The Gene Set Enrichment Analysis (GSEA) performed on the complete gene-level ranked list allowed us to obtain the most affected pathways. 

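Genes of the cytosolic ribosome fell almost throughout: of 79 listed subunits, 78 were lower and 0 higher in irradiated cells at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The counts were the same adjusted over the list alone, at an unadjusted p under 0.05 and by DESeq2. RPS27A fell from 5245 ± 883 to 2313 ± 462 CPM (SD, n = 3 each), a log2 fold change of −1.18 (standard error 0.16, adjusted p = 0.000429, edgeR), and RPL3, RPL35A and RPL27 had log2 fold changes of −1.001, −0.98 and −0.89. Of 68 mitochondrial ribosomal proteins, 46 fell and 0 rose (51 and 1 adjusted over the list alone, 53 and 1 unadjusted, 48 and 0 by DESeq2), with MRPS24 (−1.07), MRPL15 (−1.01) and MRPL36 (−0.95) among the lower ones. Of 29 genes of mitochondrial protein import, 19 fell and 1 rose (20 and 1 adjusted over the list alone), among them the chaperonin HSPD1 (−0.83) and the translocase subunit TOMM5 (−0.90). Of 36 proteasome subunits, 23 fell and 2 rose (26 and 2 adjusted over the list alone), with a median log2 fold change of −0.45 that becomes 0.00 with library totals alone, and PSMB10 (−1.05) and PSMA2 (−0.87) fell furthest among the named subunits. Of 14 subunits of the chaperonin CCT and its partner prefoldin, which fold actin and tubulin, 5 fell and 0 rose (6 and 0 adjusted over the list alone, 9 and 0 unadjusted, 6 and 0 by DESeq2), with a median of −0.31 that becomes 0.145 with library totals alone, PFDN4 at −0.72. Median log2 fold changes were −0.69 for the cytosolic ribosome, −0.56 for the mitochondrial ribosome and −0.60 for protein import, and −0.239, −0.105 and −0.14 with library totals alone. Genes with shorter transcripts had lower log2 fold changes in general: the medians of random lists matched to the cytosolic ribosome on length and expression centered on −0.546, with a central 95% from −0.615 to −0.48. In such comparisons chosen after seeing the data, the medians of the mitochondrial ribosome and of import lay below their matched central 95%. Those of the proteasome (−0.525 to −0.218) and the chaperonin (−0.594 to −0.105) lay inside theirs.

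limma's fry, which tests whether the genes of a list move on balance in a shared direction and does not compare them with other genes, called 23 of the 25 lists at a Benjamini-Hochberg adjusted p under 0.05, 7 higher and 16 lower. Its adjusted p was 0.0129 for the cytosolic ribosome and the proteasome, 0.0113 for the mitochondrial ribosome and 0.00836 for import and the chaperonin. limma's camera called 0 lists with an estimated correlation (adjusted p = 0.202 to 0.204 for these 5 lists), 6 lists at an unadjusted p under 0.05 (1 higher, 5 lower), and 19 with a preset correlation (4 higher). Preranked enrichment on the DESeq2 Wald statistic, the paper's ranking, called 19 lists (4 higher), with normalized enrichment scores of −3.53 for the cytosolic ribosome, −2.85 for the mitochondrial ribosome, −2.42 for the proteasome and −2.40 for import. Without control 1 fry called 5 lists (2 higher, 3 lower), with adjusted p = 0.0521 for the cytosolic and mitochondrial ribosome, import and the chaperonin and 0.057 for the proteasome. Higher lists numbered 4 without irradiated culture 1 and 4 without irradiated culture 2, and library totals alone gave 15 higher and 5 lower.

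**Figure D2:**
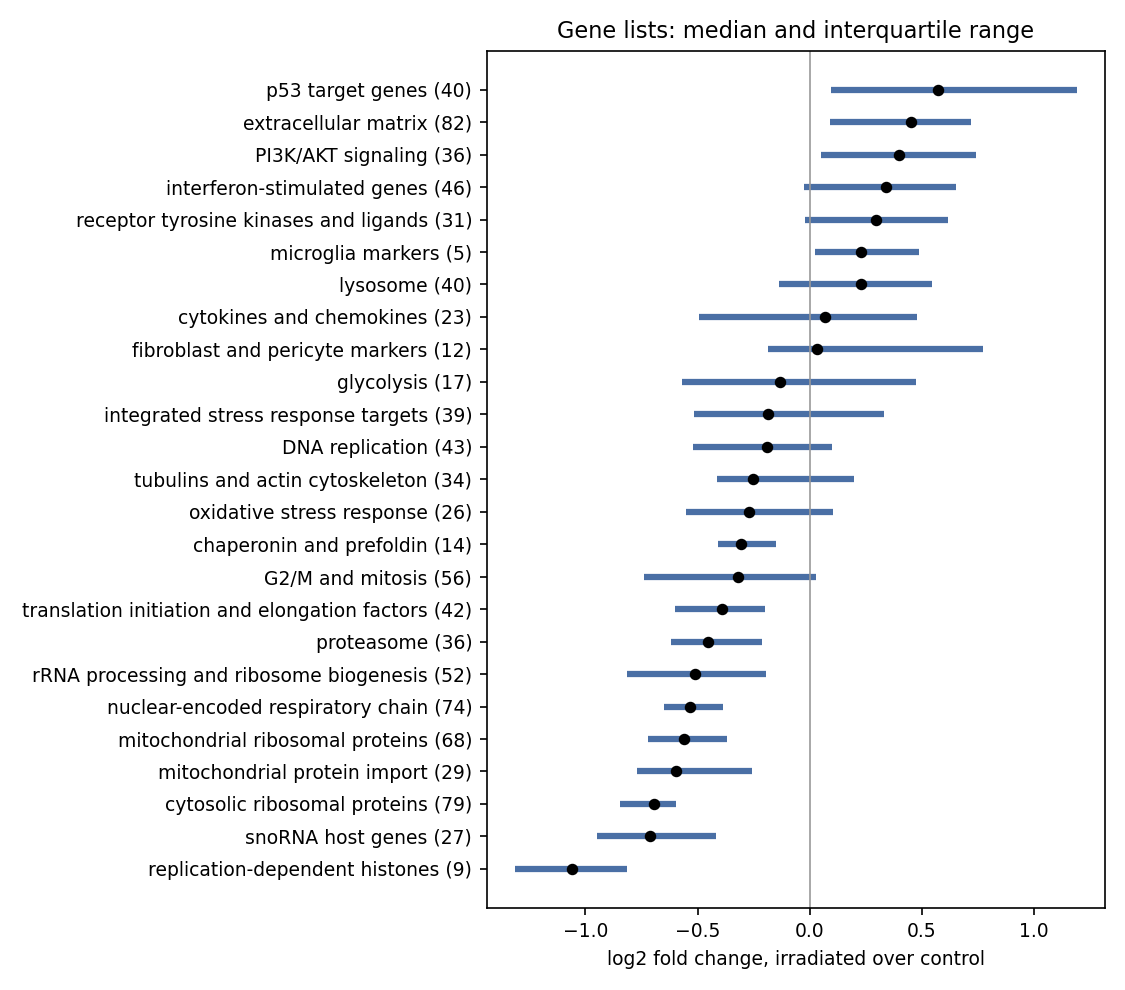
Log2 fold changes, irradiated over control, of the genes in 25 lists, with the number of tested genes in parentheses. Points are medians and bars run from the lower to the upper quartile, on the TMM scale. Medians run from −1.06 for replication-dependent histones to 0.573 for p53 target genes, and with library totals alone the medians of the translation factors, proteasome, chaperonin, DNA replication, G2/M, integrated stress response, oxidative stress, glycolysis and cytoskeleton lists are at or above 0.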

The ten most positively enriched and ten most negatively enriched significant Reactome pathways are shown in the ridgeplot in Figure 2. 

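Genes of the extracellular matrix rose in irradiated cells, 30 of 82 tested, while 4 fell (34 and 5 adjusted over the list alone, edgeR's quasi-likelihood test). LTBP3, which binds latent TGF-beta, rose from 1.933 ± 1.48 to 11.42 ± 0.894 CPM (SD, n = 3 cultures each), a log2 fold change of 2.41 (standard error 0.397, adjusted p = 0.000904, edgeR with Benjamini-Hochberg adjustment). The basement membrane collagen COL4A2 rose from 29.67 ± 5.17 to 65.55 ± 5.53 and COL6A1 from 33.94 ± 5.25 to 74.72 ± 8.27 CPM, whereas COL8A1 fell. The median log2 fold change of the list was 0.45 (fry adjusted p = 0.0162, and adjusted p = 0.203 with an estimated correlation by camera), and its normalized enrichment score was 2.43. Without control 1 fry's adjusted p was 0.0521.

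Of 12 tested markers of fibroblasts and pericytes, 4 rose and 2 fell, the same counts as adjusted over the list alone. ACTA2, smooth muscle actin (log2 fold change 1.80), COL1A2 (1.35), ENG (0.85) and MCAM (0.65) rose, and THY1 (−0.63) and NT5E (−0.65) fell. ENG did not pass without irradiated culture 1 (adjusted p = 0.0789, edgeR), nor THY1 with library totals alone (−0.179, adjusted p = 0.229). The list's median was 0.03 and was −0.003 with RLE factors and −0.033 without irradiated culture 1, with a fry adjusted p of 0.038 (adjusted p = 0.393 with an estimated correlation). The fry call was lost with RLE factors (0.074) and without control 1 (0.136), control 2 (0.0858), control 3 (0.206) and irradiated culture 1 (0.0798) or 2 (0.108).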

Extracellular matrix organization and PI3K/AKT-related pathways showed positive normalized enrichment scores, indicating enrichment toward genes with higher expression in irradiated cells, whereas translation-related pathways showed negative enrichment scores.

### 2.3. Radiotherapy Induces Widespread Changes in Relative Isoform Usage

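For each kept transcript, the isoform fraction (IF) was its count divided by the summed counts of its gene in that library, and dIF was the mean IF of the 3 irradiated libraries minus the mean IF of the 3 controls. Usage was tested with edgeR's diffSpliceDGE, which asks whether a transcript's log2 fold change departs from that of its gene, and an isoform was called switched at a Benjamini-Hochberg adjusted p under 0.05 with an absolute dIF of at least 0.1, the paper's limits. IsoformSwitchAnalyzeR was not used here. On counts simulated for this comparison with 67422 transcripts, the test recovered 353 of 400 changed isoforms (88.2%) and called 1 isoform of an unchanged gene. limma's diffSplice, the alternative tool, recovered 399 of 400 (99.8%) and called 6. Whether these shares hold for the measured counts was not tested. Of 1231 measured isoforms with a control IF over 50% and an absolute dIF of at least 0.1, edgeR called 31 and limma's diffSplice 438. The IF could not be computed for 36 transcripts of 7 genes that had no count in some library.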

Using the IsoformSwitchAnalyzeR package (ver. 2.12.0), we performed an isoform-level analysis to detect potential switches from a canonical isoform to alternative variants. 

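Among isoforms whose usage rose by at least 10 percentage points, those with the smallest adjusted p belonged to PSMA7, a subunit of the proteasome core, AAMP, ARPC1A, a subunit of the actin-nucleating Arp2/3 complex, ENSG00000293320 and PFDN1, a prefoldin subunit. PSMA7 ENST00000442551 rose from an IF of 7.67% ± 3.16 in control to 19.5% ± 2.25 in irradiated cells (SD, n = 3 each, adjusted p = 8.88e-08 from edgeR's diffSpliceDGE). ARPC1A ENST00000477240, a retained-intron transcript, rose from 8.95% ± 3.59 to 23.9% ± 4.62 (adjusted p = 1.83e-06, edgeR), and PFDN1 ENST00000514611 from 12.4% ± 2.97 to 28.7% ± 3.91 (adjusted p = 5.89e-06, edgeR). AAMP ENST00000475678, with a retained intron, rose from 7.79% ± 1.77 to 18.8% ± 2.57, but its dIF was 0.097 without irradiated culture 1 and 0.092 with counts divided by transcript length. ENSG00000293320 ENST00000418824 rose from 7.15% to 21.1%, while its dIF with counts divided by transcript length is 0.00 by construction, since the gene's other transcript has no length in GENCODE release 29. Among isoforms whose usage fell by at least 10 percentage points, TPM1 ENST00000358278 on chromosome 15 from 63042685 to 63071889 went from 19.1% ± 3.6 to 7.26% ± 1.84 (adjusted p = 1.33e-10, edgeR, dIF −0.081 with counts divided by length). BSCL2 ENST00000407022, of the lipid droplet protein seipin, fell from 19.6% ± 3.63 to 5.77% ± 1.76, TUBB ENST00000327892, a beta-tubulin, from 38.1% ± 6.12 to 22.5% ± 1.93, and DNER ENST00000482831 from 19.0% ± 6.88 to 4.4% ± 1.46. NTM ENST00000425719 fell from 13.0% ± 3.86 to 2.4% ± 0.349, with a dIF of −0.095 without control 1 and −0.094 without control 2.

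The test called 302 isoforms in 287 genes, 201 with higher and 101 with lower usage. The median absolute dIF was 0.132. Gained isoforms had a median IF of 11.2% in control and 23.6% in irradiated cells, and reduced isoforms 36% and 22.4%. Of the gained isoforms 0 were the most used isoform of their gene in control cells, against 72 of the reduced ones. limma's diffSplice called 913 isoforms in 742 genes (330 gained, 583 reduced), including 297 of the 302, and IFs from counts divided by transcript length gave 543 in 505 genes (381 gained, 162 reduced). Library totals alone gave 61 reduced isoforms, and the limit of at least 10 counts in 3 libraries gave 155. Without control 1, control 2, irradiated culture 1 and irradiated culture 3 the isoforms numbered 131, 109, 110 and 109, and without control 3 they numbered 771.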

We identified 1364 isoform switches, of which 827 were significant (q < 0.05, |dIF| ≥ 0.1), spanning 420 genes. Specifically, considering normalized expression at both gene and isoform levels, we computed the Isoform Fraction (IF) as described in Section 4. This metric is crucial for determining isoform usage, that is, how much a given isoform contributes to its gene’s overall expression.

After calculating IF values for each condition, dIF was defined as IF_Treated − IF_CTRL. Positive dIF values indicate increased relative isoform usage in irradiated cells, whereas negative dIF values indicate reduced relative usage after RT.

To visualize the relationship between transcript-level differential abundance and isoform switching, we classified all isoforms according to their significance in the two analyses. This showed that 401 isoforms were supported by both significant isoform switching and transcript-level DESeq2 differential abundance, whereas 426 isoforms were significant only at the isoform-switching level (q < 0.05, |dIF| > 0.1). Conversely, 121 isoforms were significant only according to transcript-level DESeq2 (adjusted *p*-value < 0.05, |log2FC| > 1). These results are shown in Supplementary Figure S1.

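Of the 302 switched isoforms, 76 were also differentially abundant by edgeR's quasi-likelihood test and 226 (74.8%) were called for usage alone. COL8A1 ENST00000474648 was called in both, with an IF of 63.5% ± 4.08 in control and 43.3% ± 5.81 in irradiated cells (SD, n = 3 each, adjusted p = 0.0379 from edgeR's diffSpliceDGE). TPM1 ENST00000358278, BSCL2 ENST00000407022 (log2 fold change of abundance −2.19), DNER ENST00000482831 (−2.14) and NTM ENST00000425719 (−2.87) were also called in both. PSMA7 ENST00000442551, whose usage rose, had a log2 fold change of abundance of 0.53 (standard error 0.161) and was called for usage alone. Of the isoforms called in both, 42 gained and 34 lost usage. With limma's diffSplice for usage, 164 isoforms were called in both tests and 749 for usage alone.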

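In the 287 genes with a switched isoform, 212 further isoforms were differentially abundant by edgeR's quasi-likelihood test without a called change in usage, 57 higher and 155 lower in irradiated cells. Their median IF was 3.91% in control cells and their median absolute dIF was 0.0255. Not all were minor isoforms or steady in usage. TIMM13 ENST00000215570, the most used isoform of its gene, had an IF of 92.3% in control and 79.1% in irradiated cells. Its fall mirrors the rise of TIMM13 ENST00000591871 from 7.71% to 20.9%, which was called, so both belong to the same switch. The lack of a usage call therefore does not show steady usage. Outside the switching genes, 5470 transcripts were differentially abundant, among them CDKN1A ENST00000448526, whose IF was 15.8% ± 2.04 in control and 18.7% ± 0.377 in irradiated cells (SD, n = 3 each), and NNMT ENST00000713573 (32.2% ± 0.961 and 26.0% ± 2.1). With DESeq2's Wald test for abundance, the isoforms of switching genes called for abundance alone numbered 118, and with limma's diffSplice for usage and edgeR for abundance they numbered 457.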

Accordingly, all switches were displayed in a volcano plot (Figure 3) using statistical and biological cutoffs of q-value < 0.05 and |dIF| > 0.1, respectively.

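Of 12 isoforms that Figure 3 labels, 3 were called switched by edgeR's diffSpliceDGE, and all 3 gained usage. limma's diffSplice called 9, edgeR with counts divided by transcript length 6, and limma with that division 12, a pairing chosen after seeing the data. MTHFS ENST00000559722, of a folate enzyme, rose from an IF of 8.13% ± 1.68 in control to 24.7% ± 2.15 in irradiated cells (SD, n = 3 each, adjusted p = 9.36e-05, edgeR). TIMM13 ENST00000591871, of a mitochondrial import chaperone, rose from 7.71% ± 1.38 to 20.9% ± 3 (adjusted p = 3.1e-05, edgeR). ARPC3 ENST00000467622, a retained-intron transcript of the Arp2/3 complex, rose from 8.11% ± 1.83 to 21.3% ± 1.9 (adjusted p = 1.17e-05, edgeR). SIVA1 ENST00000347067 (7.5% and 16.9%), PSMB2 ENST00000630477 (4.38% and 10.9%) and NSA2 ENST00000515524 (2.43% and 8.69%) also passed the adjusted p, at 1.93e-06, 3.01e-05 and 1.52e-06, with differences of 9.42, 6.54 and 6.26 percentage points, under the limit of 10.

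The most used isoforms of SIVA1, MTHFS, PSMB2, TIMM13, ARPC3 and ADH5 had lower IFs in all 3 irradiated libraries than in any control, without passing the adjusted p of edgeR's diffSpliceDGE. SIVA1 ENST00000329967 had 83.6% in control and 65.8% in irradiated cells (adjusted p = 0.264), MTHFS ENST00000258874 91% and 74.9% (0.616), PSMB2 ENST00000373237 88.3% and 72.2% (0.418), TIMM13 ENST00000215570 92.3% and 79.1% (0.713), ARPC3 ENST00000228825 91.1% and 78.2% (0.793) and ADH5 ENST00000296412 78.7% and 65.3% (0.648). A two-sided exact permutation test cannot give less than 0.1 for 3 cultures against 3, and 0.1 was its p for each of the 12. Over all genes, of the isoforms with an absolute dIF of at least 0.1, edgeR called 78 of 499 with a control IF under 10%, 193 of 2121 between 10 and 50% and 31 of 1231 over 50%, where limma's diffSplice called 86, 389 and 438.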

The full list of significant switching genes and transcripts is provided in Supplementary Table S3.

### 2.4. Pathway Enrichment Analysis Identifies Cell-Cycle and Translation-Related Pathways Among Genes Affected by Isoform Switching

To investigate the biological processes associated with radiotherapy-induced isoform switching, we performed Reactome pathway enrichment analysis on genes carrying significant isoform-switching events. Because pathway annotations are assigned at the gene/protein level rather than at the individual isoform level, enrichment analysis was used to identify biological pathways over-represented among genes affected by isoform switching. The corresponding switched isoforms were then mapped back to the enriched pathways and stratified according to their direction of usage change and transcript biotype-derived isoform class.

The top Reactome pathways enriched among genes with significant isoform switching were mainly related to cell-cycle regulation, mitotic progression, chromatid segregation, DNA replication, translation, mitochondrial respiration and mitochondrial protein import (Figure 4).

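The chaperonin and prefoldin list held the largest share of switching genes, 6 of 14 (odds ratio 28.8, Fisher's exact test with Benjamini-Hochberg adjustment, adjusted p = 1.77e-05), against 2.58% of all tested genes. These were CCT3, CCT5, CCT6A and TCP1 of the chaperonin and PFDN1 and VBP1 of prefoldin. Tubulins and actin regulators followed with 8 of 34 (odds ratio 11.9, adjusted p = 2.26e-05), namely ACTR3, ARPC1A, ARPC3 and ARPC5 of the Arp2/3 complex, MYL12B, TPM1, TPM3 and TUBB. Translation initiation and elongation factors had 7 of 42 (odds ratio 7.71, adjusted p = 0.000735) and the proteasome 6 of 36 (odds ratio 7.68, adjusted p = 0.00178). Mitochondrial protein import had 4 of 29, SAMM50, TIMM13, TIMM17A and TIMM44 (odds ratio 6.11, adjusted p = 0.031). This last call was lost among genes with a mean of at least 50 counts (adjusted p = 0.117) and with at least 10 counts in 3 libraries per transcript (adjusted p = 0.147).

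DNA replication had 3 switching genes of 43, FEN1, ORC6 and RPA1 (adjusted p = 0.353), and G2/M and mitosis 2 of 56, CCNB2 and PRC1 (adjusted p = 0.863), which did not pass Fisher's exact test. FEN1 ENST00000535307, of a flap endonuclease, rose from an IF of 7.59% to 21.1%, and CCNB2, cyclin B2, had an isoform rise from 15.5% to 31%. With limma's diffSplice, 9 of 43 genes of DNA replication (adjusted p = 0.00645) and 7 of 56 of G2/M and mitosis (adjusted p = 0.189) were switching genes. Members of switching lists were named after their values were seen.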

To avoid combining reciprocal isoform-switching events into a single undirected category, switched isoforms belonging to genes in the top enriched pathways were further separated according to whether their usage was reduced or gained after radiotherapy. This analysis showed that both reduced and gained isoforms contributed to the same major Reactome pathways, consistent with the reciprocal nature of isoform switching within genes involved in shared biological processes. 

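Some lists held isoforms of both directions, and others gained or reduced isoforms alone. In the chaperonin and prefoldin list 4 isoforms gained and 2 lost usage: VBP1 ENST00000625964 rose from an IF of 15.7% to 32.1%, TCP1 had an isoform rise from 18.1% to 29.3%, and CCT3 ENST00000295688 (52.2% to 35.3%) and CCT5 ENST00000280326 (60.5% to 41.6%) fell. Among tubulins and actin regulators 4 gained and 4 lost usage, with ARPC5 from 17.8% to 35.1% and TPM3 ENST00000368533 from 42.7% to 26.8%. In the proteasome 6 gained and 1 lost usage and in mitochondrial import 3 gained and 2 lost usage, while 7 gained and 0 lost usage in the translation factors, 4 and 0 in DNA replication, 2 and 0 in G2/M and mitosis, 3 and 0 in mitochondrial ribosomal proteins and 3 and 0 in rRNA processing. Integrated stress response targets had 0 gained and 2 reduced isoforms, in MARS1 and SHMT2, and the extracellular matrix, receptor tyrosine kinases and fibroblast markers 0 gained and 1 reduced each. Within single genes, MICA, a stress-induced ligand of natural killer cells, PSMD11 of the proteasome cap and VDAC1, the channel of the outer mitochondrial membrane, were called in both directions, 3 of 287 genes. MICA ENST00000421350 rose from 10.3% to 20.5% while ENST00000449934 fell from 61.7% to 38.9%. PSMD11 ENST00000649012 rose from 15.4% to 26.7% and ENST00000457654 fell from 31.1% to 18.8%, and VDAC1 ENST00000265333 rose from 16.1% to 31.5% and ENST00000395047 fell from 32.2% to 19.7%. All were called by edgeR's diffSpliceDGE at an adjusted p under 0.05 and were named after their values were seen. The tallies of direction depend on the tool. Of 1231 isoforms with a control IF over 50% and an absolute dIF of at least 0.1, edgeR called 31 and limma's diffSplice 438. Over all genes limma called 330 gained and 583 reduced isoforms.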

Protein-coding isoforms represented the dominant class in both directions. However, gained isoforms after radiotherapy also included NMD-associated and retained-intron isoforms across several enriched pathways, particularly those related to cell-cycle checkpoints, mitotic progression, translation and mitochondrial processes.

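Annotated classes were taken from GENCODE release 29, which held 295 of the 302 switched isoforms (97.7%). The version number of the transcript was identical for 224 switched isoforms. The class, length and start of the other matched isoforms come from another version of the transcript. Protein-coding isoforms made up 94 of 197 gained isoforms (47.7%) and 82 of 98 reduced isoforms (83.7%), a difference that passed Fisher's exact test (odds ratio 0.179, 95% confidence interval 0.0911 to 0.335, Benjamini-Hochberg adjusted p = 6.71e-09 over the 4 classes). Retained-intron isoforms were 47 of the gained (23.9%) and 6 of the reduced (6.12%) isoforms (odds ratio 4.78, adjusted p = 0.000189). Other non-coding isoforms were 45 (22.8%) and 7 (7.14%) (odds ratio 3.83, adjusted p = 0.000804), and NMD-associated isoforms 11 (5.58%) and 3 (3.06%) (odds ratio 1.87, adjusted p = 0.4). Without control 1 the odds ratio for protein-coding isoforms was 0.423 (p = 0.135) and without irradiated culture 1 it was 0.411 (p = 0.174), both by Fisher's exact test and on fewer isoforms. With limma's diffSplice, 53.5% of gained and 91.7% of reduced isoforms were protein-coding. Of gained isoforms with a start, 77.4% began at least 50 nt downstream of the gene's most used reduced isoform, against 56.2% of uncalled isoforms. Gained isoforms had a median control IF of 11.2% and reduced isoforms 36%, and 72 of the reduced but 0 of the gained ranked first in control cells. The classes were not compared among isoforms matched on control IF. The test therefore cannot separate the direction of change from the starting usage. Whether differences between libraries contribute to the difference in classes was not tested.

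**Figure D3:**
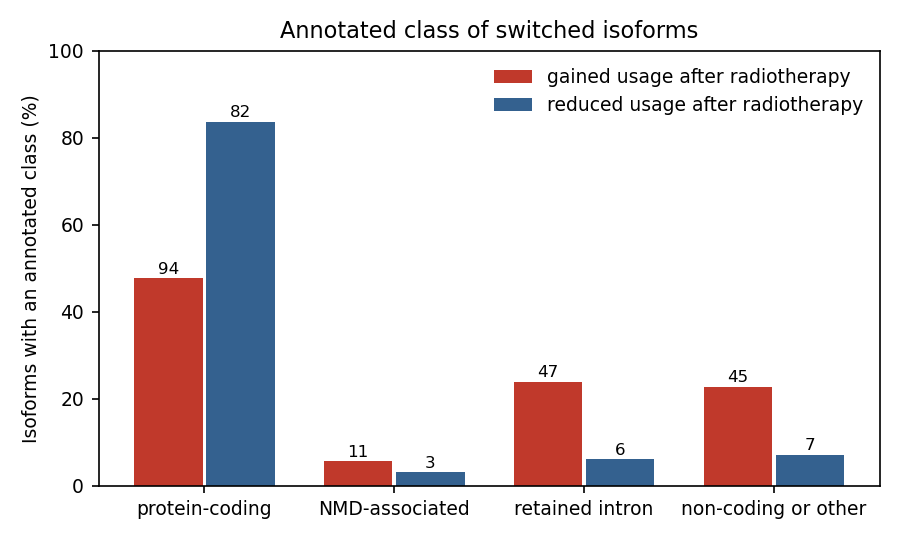
Share of gained and reduced isoforms in each annotated class, in percent of the isoforms with a class, with the number of isoforms above each bar. Red bars are isoforms with gained usage after radiotherapy (197), blue bars those with reduced usage (98). Protein-coding isoforms make up 47.7% of gained and 83.7% of reduced isoforms.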

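Gained NMD-associated isoforms, which carry a premature stop and are open to nonsense-mediated decay, numbered 11. YWHAE ENST00000466227, of the 14-3-3 epsilon adapter, rose from an IF of 10.9% ± 2.76 in control to 22.5% ± 2.67 in irradiated cells (SD, n = 3 each, adjusted p = 8.05e-06 from edgeR's diffSpliceDGE). HAT1 ENST00000412731, of a histone acetyltransferase, rose from 13.5% to 23.7%, and TIMMDC1 ENST00000498399, of a complex I assembly factor, from 9.16% to 20%. DUSP12 ENST00000484291 (14.3% to 30.7%) and FBXO22 ENST00000569022 (16.3% to 28.7%) were others of this class. Of the 47 gained retained-intron isoforms, 2 lay in translation factors, EIF3D ENST00000462641 (15.4% to 28.3%) and EIF2B2 ENST00000556668 (5.91% to 17.3%), and 3 in tubulins and actin regulators. The G2/M and mitosis list had 0 gained NMD-associated or retained-intron isoforms among its 2 gained isoforms by edgeR, with 8 of its genes switching at an unadjusted p under 0.05 and 7 by limma, and DNA replication had 1 with a retained intron, ORC6 ENST00000567000 (9.94% to 20.2%). These isoforms were named after their values were seen.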

### 2.5. Reactome GSEA Pathways Contain Genes Undergoing Coding and Non-Coding Isoform Remodeling

To integrate gene-level pathway enrichment with isoform-level regulation, we intersected Reactome GSEA core-enrichment genes with genes undergoing significant isoform switching. This analysis was designed to identify pathway-associated genes for which gene-level enrichment coexisted with changes in transcript isoform usage. Since Reactome GSEA is based on gene-level ranking and Reactome annotations are assigned at the gene/protein level, this overlap was interpreted as a prioritization strategy rather than as direct evidence of altered protein output.

Table 1 reports representative non-redundant Reactome pathways with positive or negative normalized enrichment scores (NES) and overlapping significant switching genes. Negative NES values indicate enrichment toward the downregulated side of the gene-level ranked list in treated versus control cells, whereas positive NES values indicate the opposite enrichment. For each pathway, Table 1 summarizes the transcript biotype-derived classes of isoforms showing increased or decreased relative usage after radiotherapy. 

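The genes with a switched isoform leaned toward lower expression: their median log2 fold change was −0.22, against 0.08 over all genes. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 84 of the 287 were lower and 11 higher in irradiated cells. Examples are PSMA7, which fell from 804.8 ± 81.6 to 468.3 ± 45.2 CPM (SD, n = 3 each, log2 fold change −0.78, standard error 0.123, adjusted p = 0.000776, edgeR), the translation factor EIF2S1 (−0.65) and the complex I subunit NDUFA9 (−0.73). With library totals alone EIF2S1 (−0.196, adjusted p = 0.199) and NDUFA9 (−0.273, adjusted p = 0.126) did not pass.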

The most recurrent overlaps were observed among negatively enriched pathways, including Translation, rRNA processing, Metabolism of amino acids and derivatives, DNA Replication, and mitochondrial respiratory pathways. These pathways contained multiple switching genes, including ribosomal proteins, translation initiation factors, mitochondrial ribosomal proteins, proteasome subunits, and respiratory chain-related genes. 

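Of 50 genes that Table 1 lists or the paper treats as representative, 22 held a switched isoform by edgeR's diffSpliceDGE, 38 by limma's diffSplice. With counts divided by transcript length these were 41 by edgeR and 45 by limma, the latter pairing chosen after seeing the data. GLB1, STOM and BST2, which Table 1 also lists, were not among the 50. edgeR called 11 of the 50 without control 1, control 2 or irradiated culture 3. It called 13 without irradiated culture 1 and 34 without control 3. Cytosolic ribosomal proteins had 0 switching genes of 79 by edgeR, 1 at an unadjusted p under 0.05, 4 by limma and 8 by edgeR with counts divided by transcript length, among them RPS6, RPL4, RPL5, RPL7A and RPLP1. The 7 switching translation factors were EEF2, EIF2B2, EIF2S1, EIF3D, EIF3G, EIF3M and EIF4EBP1. EIF3G ENST00000593054 rose from an IF of 14.6% ± 4.18 in control to 32.1% ± 0.733 in irradiated cells (SD, n = 3 each, adjusted p = 3.58e-05, edgeR), EIF4EBP1 ENST00000520657, of an inhibitor of cap-dependent initiation, from 16.6% to 32%, and EEF2 ENST00000600794, of the translocase of the ribosome, from 17.7% to 28.2%. Mitochondrial ribosomal proteins had 3 of 68, MRPL38, MRPL9 and MRPS35 (adjusted p = 0.46 by Fisher's exact test), with MRPL38 ENST00000486101 from 13% to 26.2%. The proteasome had PSMA5, PSMA7, PSMB7, PSMB9, PSMD11 and PSMD14, with PSMB7 ENST00000498485 from 8.02% to 19%. The respiratory chain had 4 of 74, ATP5F1B, ATP5PB, NDUFA9 and NDUFS3 (adjusted p = 0.388 by Fisher's exact test), and rRNA processing had EBNA1BP2, EXOSC3 and RIOK2, 3 of 52 (adjusted p = 0.417 by Fisher's exact test). With limma's diffSplice, mitochondrial ribosomal proteins had 14 of 68 (adjusted p = 0.000538) and rRNA processing 13 of 52 (adjusted p = 0.000163).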

Although protein-coding isoforms represented the dominant class in both directions, several negatively enriched pathways also showed gained retained-intron isoforms, while respiratory electron transport-related pathways included gained NMD-associated isoforms.

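By annotated class, the 7 gained isoforms of translation factors comprised 4 protein-coding, 2 retained-intron and 1 other non-coding isoform. The 3 gained isoforms of mitochondrial ribosomal proteins comprised 1 of each of these classes, the retained intron lying in MRPL38. In rRNA processing 2 of the 3 gained isoforms were protein-coding and 1, in EXOSC3, the nuclease exosome, retained an intron (11.3% to 21.8%). The proteasome had 3 protein-coding, 1 retained-intron and 2 other gained isoforms, the retained intron lying in PSMD14 (8.9% to 19.6%). In the respiratory chain list the 4 gained isoforms comprised 1 protein-coding and 3 other non-coding isoforms, and 0 were NMD-associated by edgeR's diffSpliceDGE, while the complex I assembly factor TIMMDC1, outside that list, gained an NMD-associated isoform. They were ATP5PB ENST00000468818 (7.07% to 17.5%) and ENST00000369721 (11% to 21%) and ATP5F1B ENST00000548474 (11.2% to 22.6%) of ATP synthase and NDUFA9 ENST00000540688 (4.89% to 15%) of complex I, while NDUFS3 ENST00000263774 fell from 59.3% to 37.6%. TIMMDC1, the complex I assembly factor with a gained NMD-associated isoform, was not in that list.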

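The extracellular matrix list had 1 switching gene of 82, COL8A1 (adjusted p = 0.908 by Fisher's exact test), and PI3K/AKT signaling had 0 of 36 by edgeR's diffSpliceDGE, 0 at an unadjusted p under 0.05 and 0 by limma. Receptor tyrosine kinases and their ligands had FGF1, a fibroblast growth factor, 1 of 31 (adjusted p = 0.772 by Fisher's exact test), with ENST00000359370 falling from an IF of 35.9% to 22% (adjusted p = 0.00364 from edgeR's diffSpliceDGE). At the gene level PLOD1, a collagen lysyl hydroxylase, rose from 26.01 ± 4.06 to 37.25 ± 2.36 CPM (SD, n = 3 each, log2 fold change 0.51, standard error 0.173, adjusted p = 0.0423 from edgeR's quasi-likelihood test). That call was lost with RLE factors (adjusted p = 0.0553), with no filter (0.0627), with filterByExpr (0.0501), with DESeq2 (0.0607) and without control 1 (0.155), control 2 (0.0717), irradiated culture 1 (0.0776), 2 (0.114) or 3 (0.109). SHARPIN, of the linear ubiquitin ligase complex, had 8.917 ± 4.5 and 15.02 ± 1.5 CPM (adjusted p = 0.0558, edgeR) and ID3, an inhibitor of helix-loop-helix factors, 54.25 ± 4.54 and 65.35 ± 2.09 (adjusted p = 0.151, edgeR).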

Positively enriched pathways showed a more limited overlap with switching genes and were mainly represented by specific genes such as PLOD1 in extracellular matrix/collagen-related pathways, SHARPIN in neuronal or synapse-related pathways, and ID3 in NTRK signaling. In these cases, overlapping switched isoforms were classified as protein-coding in the compact pathway-level summary.

Representative genes were prioritized among significant isoform-switching genes that also belonged to the core-enrichment subset of significant Reactome GSEA pathways. Selection was based on pathway relevance, isoform-switch significance, magnitude of the isoform-fraction change, and the presence of transcript isoforms belonging to distinct biotype classes. RPS6, RPL4, RPL5, and RPL7A were selected as representative genes involved in negatively enriched translation- and ribosome-related pathways. PLOD1, SHARPIN, and ID3 were selected as representative switching genes associated with positively enriched non-translation pathways, including extracellular matrix organization, neuronal signaling, and NTRK signaling. These examples were used to illustrate distinct patterns of radiotherapy-associated isoform remodeling and were not intended to represent the complete set of significant switching events.

RPS6 showed reduced usage of the protein-coding transcript ENST00000380394 and increased usage of the NMD-insensitive non-coding transcript ENST00000498815 after radiotherapy (Figure 5A). 

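RPS6, a protein of the small ribosomal subunit, lies on chromosome 9 of GRCh38 from 19375715 to 19380254. Its protein-coding isoform ENST00000380394 had an IF of 78.5% ± 3.03 in control and 64.6% ± 4.09 in irradiated cells (SD, n = 3 cultures each), lower in every irradiated culture than in any control. The usage test did not pass for it (adjusted p = 0.636 from edgeR's diffSpliceDGE), while limma's diffSplice gave 0.000189. ENST00000498815, a processed transcript of 480 nt without a coding sequence, had 2.28% ± 1.16 and 7.92% ± 1.74 (adjusted p = 1.81e-08, edgeR), a difference of 5.65 percentage points, under the limit of 10, while counts divided by transcript length gave a dIF of 0.129 and called it switched. The coding isoforms ENST00000380384 and ENST00000315377 had 12.9% and 19.1% (adjusted p = 0.0787, edgeR) and 5.83% and 7.92% (adjusted p = 0.243, edgeR). RPS6 as a gene fell from 3411 ± 514 to 1899 ± 256 CPM (log2 fold change −0.85, standard error 0.142, adjusted p = 0.000997 from edgeR's quasi-likelihood test). Of the 24 isoforms shown for the 7 representative genes, edgeR called 1 switched, limma 4, and edgeR with counts divided by transcript length 5, and without control 3 or irradiated culture 2 edgeR called 2. An exact permutation test on 3 cultures against 3 cannot give a p under 0.1, and gave 0.1 for these 4 isoforms.

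**Figure D4:**
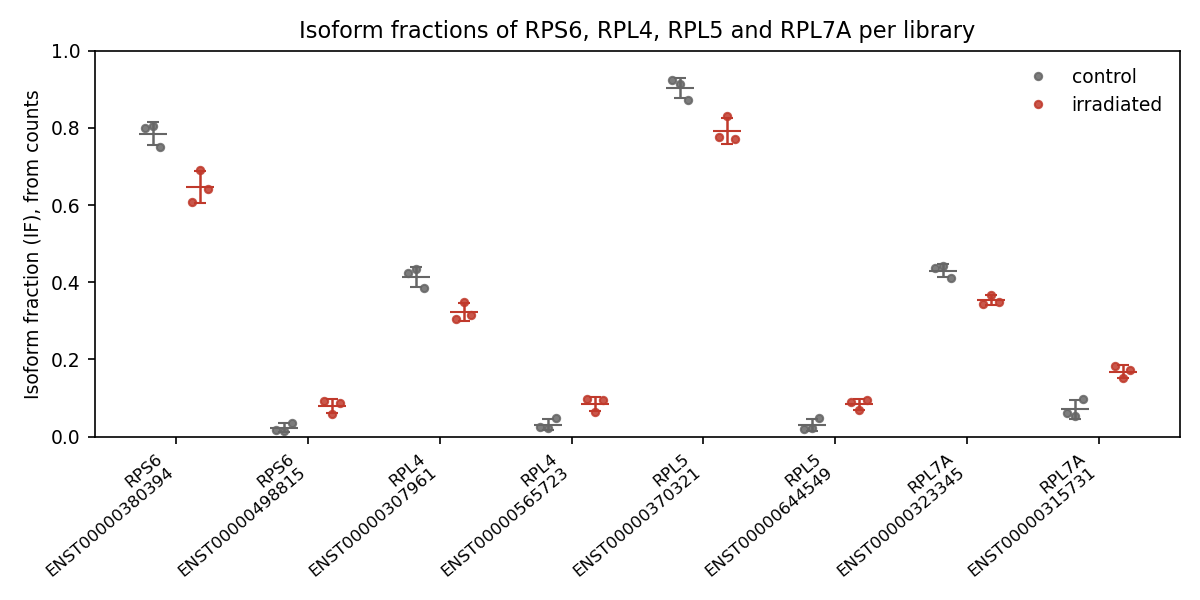
Isoform fraction, from 0 to 1 and from counts, of 8 isoforms of RPS6, RPL4, RPL5 and RPL7A in control (gray) and irradiated (red) cells. Points are the 3 cultures of each group, horizontal marks are means and bars are SDs. RPS6 ENST00000380394 lies near 0.785 in control and 0.646 in irradiated cells, ENST00000498815 near 0.0228 and 0.0792.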

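RPL4, a protein of the large ribosomal subunit, lies on chromosome 15 of GRCh38 from 66498015 to 66524532 and was measured with 5 isoforms. ENST00000307961, protein-coding, had an IF of 41.4% ± 2.6 in control and 32.2% ± 2.36 in irradiated cells (SD, n = 3 cultures each), below every control in all 3 irradiated cultures (adjusted p = 0.488 from edgeR's diffSpliceDGE, exact permutation test p = 0.1, the smallest possible). ENST00000565723, a processed transcript, had 3.13% ± 1.39 and 8.54% ± 1.84 (adjusted p = 5.48e-07, edgeR), a difference of 5.41 percentage points, while counts divided by transcript length gave a dIF of 0.175 and called it switched. The coding ENST00000568588 had 10.4% and 17.7% (adjusted p = 0.0143, edgeR), and of the retained-intron isoforms ENST00000561775 had 4.7% and 9.73% (0.000249) and ENST00000567229 35.9% and 29.6% (0.7). As a gene RPL4 fell from 2688 ± 183 to 1930 ± 106 CPM (log2 fold change −0.48, standard error 0.119, adjusted p = 0.00844 from edgeR's quasi-likelihood test), with −0.02 and no call with library totals alone and an adjusted p of 0.0511 without control 1.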

RPL4 showed increased usage of the NMD-insensitive non-coding transcript ENST00000565723 and relatively higher usage of the protein-coding transcript ENST00000307961 in control cells (Figure 5B).

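RPL5, a protein of the large ribosomal subunit that binds 5S rRNA, lies on chromosome 1 of GRCh38 from 92831983 to 92841924. ENST00000370321, protein-coding, had an IF of 90.3% ± 2.65 in control and 79.2% ± 3.37 in irradiated cells (SD, n = 3 cultures each), with every irradiated culture below every control (adjusted p = 0.9 from edgeR's diffSpliceDGE and 0.000278 from limma's diffSplice). ENST00000644549, a fragment of 271 nt annotated as a retained intron in GENCODE release 29, had 3.03% ± 1.47 and 8.42% ± 1.41 (adjusted p = 1.07e-06, edgeR), 5.39 percentage points apart, and was called switched with counts divided by transcript length (dIF 0.143). ENST00000645119, coding, had 4.7% ± 1.35 and 10.1% ± 1.4 (adjusted p = 0.000152, edgeR). RPL5 as a gene fell from 927.9 ± 98.9 to 565.5 ± 39.5 CPM (log2 fold change −0.71, standard error 0.121, adjusted p = 0.00106 from edgeR's quasi-likelihood test).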

RPL5 showed reduced usage of the protein-coding transcript ENST00000370321 and increased usage of the NMD-insensitive non-coding transcript ENST00000644549 after radiotherapy (Figure 6A). 

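RPL7A, a protein of the large ribosomal subunit, lies on chromosome 9 of GRCh38 from 133348214 to 133351426. ENST00000323345, protein-coding, and ENST00000463740, a processed transcript of 1164 nt, had nearly equal fractions. The former had 43.0% ± 1.79 in control and 35.4% ± 1.28 in irradiated cells, the latter 43.3% ± 1.75 and 35.6% ± 1.24 (SD, n = 3 cultures each). Their adjusted p was 0.537 and 0.545 from edgeR's diffSpliceDGE and 0.000505 and 0.000528 from limma's diffSplice. Counts divided by transcript length gave them dIFs of −0.117 and −0.09. ENST00000315731, coding, had 7.06% ± 2.38 and 16.8% ± 1.61 (adjusted p = 5.16e-07, edgeR), a difference of 9.79 percentage points, and was called switched with counts divided by transcript length (dIF 0.113), without control 3 (0.111) and without irradiated culture 2 (0.107). ENST00000492798, a processed transcript of 374 nt, had 2.29% ± 0.863 and 6.22% ± 0.442 (adjusted p = 4.64e-08, edgeR). Every irradiated culture lay outside the control range for each of the 4 (exact permutation test p = 0.1, the smallest possible). RPL7A as a gene had 2313 ± 161 and 1771 ± 83 CPM (log2 fold change −0.39, standard error 0.118, adjusted p = 0.0248 from edgeR's quasi-likelihood test). The gene's log2 fold change was 0.07 with library totals alone, and the call was lost without control 1 (adjusted p = 0.102), control 2 (0.0712), irradiated culture 1 (0.0962) or irradiated culture 3 (0.0964).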

RPL7A showed reciprocal changes among four major transcripts, including protein-coding and NMD-insensitive non-coding isoforms (Figure 6B).

Among positively enriched non-translation pathways, PLOD1 showed increased usage of ENST00000491536 after radiotherapy, SHARPIN showed increased usage of ENST00000532536, and ID3 showed increased usage of the NMD-insensitive transcript ENST00000463312 (Figure 7 and Figure 8).

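ID3 ENST00000463312, a processed transcript of a gene on chromosome 1 of GRCh38 from 23557918 to 23559794, rose from an IF of 13.9% ± 5.32 in control to 29.6% ± 3.54 in irradiated cells (SD, n = 3 cultures each, adjusted p = 0.000929 from edgeR's diffSpliceDGE) and was called switched. The coding ID3 ENST00000374561 had 85.1% ± 4.6 and 69.7% ± 3.67 (adjusted p = 0.529, edgeR, and 0.00183 by limma's diffSplice). PLOD1, on chromosome 1 from 11934205 to 11975538, had the non-coding ENST00000491536 at 12.0% ± 1.09 and 19.6% ± 4.61 (adjusted p = 0.32, edgeR), the coding ENST00000196061 at 58.1% ± 6.89 and 44.8% ± 4.48 (0.558) and the retained-intron ENST00000481933 at 26.2% and 32.4% (0.939). SHARPIN, on chromosome 8 from 144098633 to 144108124, had ENST00000532536 at 17.5% ± 4.8 and 30.6% ± 0.721 (adjusted p = 0.279, edgeR), ENST00000398712 at 65.9% ± 5.57 and 45.6% ± 2.22 (0.497) and the NMD-associated ENST00000359551 at 16.6% and 23.9% (0.627). The libraries with the fewest reads held 37 counts for SHARPIN, 86 for PLOD1 and 236 for ID3. The exact permutation test gave 0.3 for PLOD1 ENST00000481933 and 0.1, the smallest possible, for the other 7 isoforms.

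**Figure D5:**
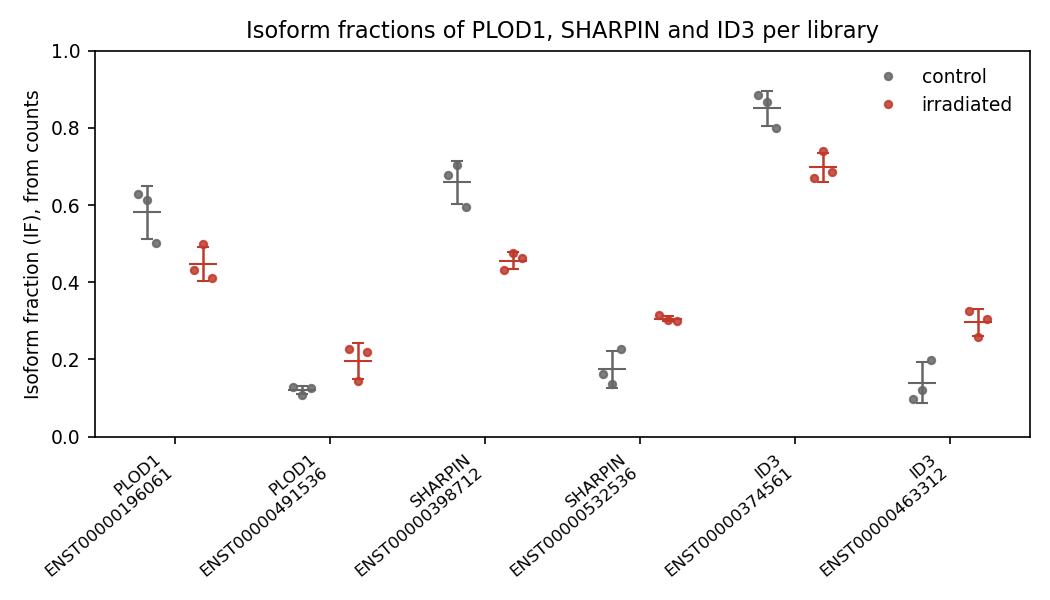
Isoform fraction, from 0 to 1 and from counts, of 6 isoforms of PLOD1, SHARPIN and ID3 in control (gray) and irradiated (red) cells. Points are the 3 cultures of each group, horizontal marks are means and bars are SDs. ID3 ENST00000463312 lies near 0.139 in control and 0.296 in irradiated cells.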

Predicted functional consequences were then assessed for significant switches using coding potential (CPAT), open reading frame, protein-domain (PFAM), intron-retention, and NMD-related annotations. The most frequent consequence combination was concurrent ORF loss and protein-domain loss, observed in 147 switching events. ORF loss alone was detected in 64 events, whereas domain loss alone was detected in 32. Fourteen switches showed increased usage of NMD-sensitive isoforms, 14 combined ORF loss, domain loss, and intron-retention gain, and 9 combined ORF loss with intron-retention gain. Additional, less frequent consequence patterns included domain loss with NMD sensitivity, intron-retention gain alone, domain loss with intron-retention gain, and intron-retention gain with NMD sensitivity. All these predicted functional consequences are shown in Figure 9. Fisher’s exact test indicated a strong association between ORF loss and protein-domain loss (odds ratio = 8.26, 95% CI: 5.19–13.38; *p* < 2.2 × 10^−16^), suggesting that these predicted consequences frequently co-occurred. However, these annotations represent predicted transcript-level consequences and should not be interpreted as direct evidence of altered protein abundance or function.

### 2.6. Proteomic Analysis Supports Radiotherapy-Associated Remodeling of the Translation Machinery

To determine whether the transcript-level remodeling observed after radiotherapy was accompanied by changes in protein abundance, we performed an exploratory proteomic analysis in control and irradiated HMC3 cells. Protein abundance was quantified in three biological replicates per condition, and differential abundance was assessed using a limma-based statistical framework with Benjamini–Hochberg correction for multiple testing.

Among the 1157 quantified proteins, 191 showed significantly altered abundance after radiotherapy at an adjusted *p*-value < 0.05. Of these, 131 displayed negative log2 fold changes, and 60 displayed positive log2 fold changes in irradiated versus control cells. Among the proteins with reduced abundance, 15 were encoded by genes showing increased usage of at least one non-coding, retained-intron, or NMD-associated transcript after radiotherapy. Three proteins with increased abundance were encoded by genes showing the same type of transcript remodeling. These results are summarized in Figure 10.

Full results regarding differential protein abundance are listed in Supplementary Table S6.

We next examined RPS6, RPL4, RPL5, and RPL7A, which were selected because they belonged to negatively enriched translation-related pathways and showed significant changes in isoform usage. RPL7A protein abundance was significantly reduced after radiotherapy following proteome-wide multiple-testing correction (FDR = 0.024). RPL4 also showed reduced abundance, with a nominal *p*-value of 0.039, although this association did not remain significant after correction (FDR = 0.121). No statistically significant differences were observed for RPS6 or RPL5 (Figure 11).

## 3. Discussion

The findings of this study underscore an important shift in our understanding of the microglial response to radiotherapy, moving from a simple model of gene-level activation to a complex, isoform-centric functional modification. By utilizing LR-RNA-seq, we have demonstrated that the microglial transcriptome undergoes significant structural reorganization following radiotherapy, a process often invisible to traditional short-read sequencing technologies [3,23]. From a clinical perspective, the speed and resolution provided by LR-RNA-seq platforms are increasing the importance of this methodology; these technologies can identify complex genomic alterations and variants, offering a potential pathway for molecular monitoring of patients for diagnosis and prognosis in a wide variety of clinical fields [24]. This high-resolution mapping is particularly critical in neuro-oncology, where the interplay between the tumor and the irradiated normal parenchyma dictates long-term neurological outcomes [13].

Although direct longitudinal sampling of microglial tissue is not clinically feasible, previous studies provide proof-of-principle that transcript- and isoform-related signals can be monitored over time in accessible patient-derived samples. Serial analysis of circulating tumor cells in prostate cancer demonstrated that splice-variant status can change dynamically during therapy and can be repeatedly assessed through blood-based sampling [25]. In glioblastoma, longitudinal profiling of serum-derived extracellular-vesicle RNA showed that circulating RNA signatures can distinguish patients from healthy controls and may reflect therapeutic response [26]. In parallel, Oxford Nanopore-based long-read sequencing has been applied to longitudinally track leukemia subclones, fusion transcripts, and isoform landscapes at single-cell resolution [27].

Our results demonstrate that while RT induces significant differential gene expression, one of the most profound functional changes occurs at the isoform level, where genes frequently switch toward non-coding or truncated variants characterized by the loss of functional protein domains.

Importantly, the integration of transcript-level DESeq2 differential abundance with IsoformSwitchAnalyzeR highlighted the complementary nature of these two analytical layers. 

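Of the 226 switched isoforms that were not differentially abundant, 132 had an adjusted p under 0.05 for abundance from edgeR's quasi-likelihood test with an absolute log2 fold change of at most 1, and the median log2 fold change of the 226 was 0.42. TIMM13 ENST00000591871 is such a case, at 9.04 and 13.1 CPM in control and irradiated cells (log2 fold change 0.54, adjusted p = 0.0377, edgeR), and ARPC3 ENST00000467622 another (20.2 and 39.4 CPM, log2 fold change 0.96). TUBB ENST00000327892, whose usage fell, had 807 and 532 CPM (log2 fold change −0.60, adjusted p = 0.00405, edgeR). With DESeq2's Wald test for abundance, 51 of the 302 isoforms were called in both tests and 251 for usage alone.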

A substantial fraction of significant isoform-switching events was not classified as differentially abundant at the transcript level by DESeq2. This observation is consistent with the conceptual distinction between absolute transcript abundance and relative isoform usage within a gene. Thus, transcript-level differential abundance and isoform-switching analysis provide non-redundant information: the former captures changes in transcript abundance, whereas the latter detects remodeling of isoform composition that may occur even in the absence of large absolute expression changes.

Previous transcriptomic studies of irradiated microglia identified aging-like changes and persistent innate immune reprogramming, including inflammatory and priming-associated features [10,14]. The present results only partially overlap with these previously reported responses. 

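Receptor tyrosine kinases and their ligands had 3 of 31 tested genes higher and 3 lower (3 and 2 adjusted over the list alone, edgeR's quasi-likelihood test), with DDR1, a collagen receptor, at a log2 fold change of 1.12 and the growth factors FGF2 at 0.89 and FGF5 at −0.48. The list's median was 0.30 (fry adjusted p = 0.038, and 0.364 with an estimated correlation), its normalized enrichment score was 1.26 (adjusted p = 0.161), and the fry call was lost without control 1 (0.0681) and without irradiated culture 1 (0.098), 2 (0.0973) or 3 (0.103). With the length trend removed, an offset chosen after seeing the data, its median was 0.02 (adjusted p = 0.233). FGF5 (−0.02, adjusted p = 0.903) and INHBA (−0.291, adjusted p = 0.0897) did not pass with library totals alone. Of 23 cytokine, chemokine and NF-kappaB genes, 4 rose and 3 fell (7 and 5 adjusted over the list alone), with the NF-kappaB subunits NFKB2 (1.45) and NFKB1 (1.06) and the inhibitor NFKBIA (0.77) higher and INHBA (−0.75), a subunit of activin, lower. Their median was 0.07 (fry adjusted p = 0.3, and 0.667 with an estimated correlation).

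DNA replication had 12 of 43 genes lower and 3 higher (13 and 3 adjusted over the list alone), with a median of −0.19 on the TMM scale and 0.273 with library totals alone. PRIM1, a primase subunit, fell (−1.25, standard error 0.212, adjusted p = 0.00102, edgeR), as did FEN1 (−0.66) and thymidine kinase TK1 (−0.60), while UHRF1 (0.81) rose, and with library totals alone FEN1 (−0.204, adjusted p = 0.227) and TK1 (−0.139, adjusted p = 0.179) did not pass. The fry call of this list (adjusted p = 0.0168, and 0.203 with an estimated correlation) was lost without control 1 (0.0856), control 2 (0.0858) and irradiated culture 1 (0.0638), 2 (0.0516) or 3 (0.0588). G2/M and mitosis genes fell, 23 of 56 with 1 higher (23 and 2 adjusted over the list alone), with a median of −0.32 that becomes 0.132 with library totals alone, and cyclin B1 (CCNB1) fell from 203.4 ± 19.8 to 99.48 ± 12.2 CPM (SD, n = 3 each), and PLK1 (−1.07) and AURKA (−0.88) fell too (fry adjusted p = 0.00545, and 0.196 with an estimated correlation). Of 74 nuclear-encoded respiratory chain genes 57 fell and 1 rose (62 and 2 adjusted over the list alone), with a median of −0.535 that lies inside the central 95% of random lists matched on length and expression (−0.554 to −0.388), and the ATP synthase subunits ATP5F1E (from 2349 ± 323 to 1174 ± 174 CPM) and ATP5MC3 (−0.83) and the complex II subunit SDHB (−0.80) fell together with NDUFS7. The mRNAs encoded in mitochondria, of which 0 of 13 were tested, held 0.315, 0.445 and 0.539% of all counts in the controls. In the irradiated libraries they held 0.709, 0.623 and 0.551%. These shares are on the scale of library totals, where the respiratory chain median was −0.079. The TMM scale lowers irradiated relative to control values, so the shares do not show a rise on that scale. For the respiratory chain list the fry adjusted p was 0.0129 (0.203 with an estimated correlation), and the call was lost without control 1 (0.0602) and with library totals alone (median −0.079, adjusted p = 0.0695).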

At the gene-expression level, irradiated HMC3 cells showed enrichment of pathways related to extracellular matrix organization, receptor signaling, neuronal communication, and cytokine-associated processes, together with negative enrichment of translation, ribosome biogenesis, DNA replication, and mitochondrial respiratory pathways. These alterations are compatible with a broader stress-associated and remodeling response, although they do not establish the presence of a complete canonical aging-like or inflammatory state.

These findings are also consistent with previous evidence linking defective G2/M checkpoint regulation to genomic instability under genotoxic stress conditions [28].

Such stress-associated remodeling may also intersect with cytoprotective pathways involved in oxidative and inflammatory responses, including the heme oxygenase-1/carbon monoxide axis, which has been implicated in vascular protection and inflammatory injury responses [29].

Long-read RNA sequencing provides a complementary layer of information by resolving transcript diversity and relative isoform usage within individual genes [2]. In the present study, radiotherapy-associated isoform remodeling was observed even in genes whose total expression remained relatively stable or changed in a direction that did not fully reflect the behavior of individual transcripts. 

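Of the 287 genes with a switched isoform, 8 were differentially expressed as genes, COL8A1, COQ3, EIF2B2, ENSG00000260000, ENSG00000285508, NDUFAF4, PGAP6 and XPNPEP3, and 279 (97.2%) were not. These 8 and the genes below were named after their values were seen. In 192 the gene-level adjusted p from edgeR's quasi-likelihood test was 0.05 or more, as for the folate enzyme MTHFS (log2 fold change −0.16, adjusted p = 0.511) and TUBB (0.21, adjusted p = 0.189). Of 80 gained isoforms that belong to genes lower at an adjusted p under 0.05, 31 were themselves higher in abundance at an adjusted p under 0.05 (edgeR). PSMA7 is such a gene: ENST00000442551 rose from 61 to 88.9 CPM while the gene fell. ARPC1A likewise fell as a gene (−0.54, adjusted p = 0.00709, edgeR), a call lost with library totals alone (−0.088, adjusted p = 0.507), while its isoform ENST00000477240 rose from 13.7 to 24.9 CPM. From isoforms that were called for usage but not for abundance, the paper reasons that the 2 tests give non-redundant information, with abundance tests capturing how much of a transcript there is and usage tests how the isoforms of a gene are composed, and it holds that aging-like and inflammatory patterns from earlier gene-level studies and the switches seen here complement each other without being directly equivalent.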

Similar dissociation between gene-level abundance and transcript-specific regulation has been observed in long-read studies of microglial and neurological transcriptomes and in analyses of the response to ionizing radiation [2,5,18]. Therefore, the aging-like and inflammatory patterns previously identified through gene-level transcriptomic analyses and the isoform-switching events described here should be viewed as complementary, rather than directly equivalent, components of the microglial response to RT.

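In PI3K/AKT signaling 11 of 36 tested genes were higher and 1 lower in irradiated cells (12 and 1 adjusted over the list alone, edgeR's quasi-likelihood test), and 24 did not pass. PIK3R2, a regulatory subunit of PI3K, rose from 13.74 ± 4.69 to 31.64 ± 2.43 CPM (SD, n = 3 each, log2 fold change 1.17, standard error 0.227, adjusted p = 0.0021, edgeR) and the nuclear receptor NR4A1 from 3.624 ± 0.659 to 10.47 ± 3.14 (log2 fold change 1.53). CDKN1A and MDM2, which are p53 targets, belong to this list as well. AKT2 had a log2 fold change of 0.95, AKT1 of 0.62 and MTOR of 0.83, and TRIB3, a pseudokinase that binds AKT, of −0.55, named after their values were seen. The list's median was 0.40 (fry adjusted p = 0.0129, and 0.203 with an estimated correlation by camera), and its normalized enrichment score was 2.30. The central 95% of random lists matched on length and expression, a comparison chosen after seeing the data, ran from −0.047 to 0.4 and takes in that median. Without control 1 fry's adjusted p was 0.0521.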

At the gene-set level, positively enriched PI3K/AKT-related pathways were observed after radiotherapy. However, this result reflects the distribution of pathway-associated genes within the ranked expression list and should not be interpreted as direct evidence of increased AKT protein activity or phosphorylation. In the context of the brain tumor microenvironment, PI3K/AKT signaling has been implicated in the regulation of microglial phenotypes [30]. Specifically, radiation-induced AKT phosphorylation has been shown to increase the expression of anti-inflammatory/immunosuppressive markers and decrease pro-inflammatory markers [31]. This shift is of critical relevance within the tumor since it may promote a tumor-favorable microenvironment [7].

Our finding that this pathway remains positively enriched post-RT aligns with previous reports of sustained glial activation intended to repair radiation-induced damage, which may inadvertently support tumor growth [32,33].

A major finding of this study is the downregulation of translation mechanisms at the gene level, a hallmark of the “integrated stress response” where cells attenuate global protein synthesis to prioritize survival and repair [20,34]. 

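Translation initiation and elongation factors fell in irradiated cells on the TMM scale, 20 of 42 tested with 0 higher (24 and 2 adjusted over the list alone, 24 and 3 at an unadjusted p under 0.05, 22 and 0 by DESeq2), with a median log2 fold change of −0.39 that becomes 0.062 with library totals alone (adjusted p = 0.264, fry). EEF1E1 fell from 85.85 ± 16.4 to 37.97 ± 2.92 CPM (SD, n = 3 each, log2 fold change −1.17, standard error 0.161, adjusted p = 0.000458 from edgeR's quasi-likelihood test), and the elongation factor subunit EEF1G (−0.88) and the eIF3 subunits EIF3H (−0.81) and EIF3I (−0.75) fell too. Of 52 genes of rRNA processing and ribosome biogenesis 28 fell and 0 rose (31 and 0 adjusted over the list alone, 34 and 0 unadjusted, 30 and 0 by DESeq2), with a median of −0.51. Among them were DKC1 (−1.10), the pseudouridine synthase of H/ACA particles, NHP2 (−0.98), WDR12 (−0.97) and NOP16 (−0.95). fry's adjusted p was 0.0113 for the translation factors (0.203 with an estimated correlation, 0.0521 without control 1) and 0.00289 for rRNA processing (0.13 with an estimated correlation), the latter call being lost with library totals alone (median −0.061, adjusted p = 0.138).

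Targets of the integrated stress response, which ATF4 and CHOP activate, had 11 of 39 genes lower and 3 higher (13 and 6 adjusted over the list alone), with a median of −0.19 on the TMM scale and 0.258 with library totals alone. The serine synthesis enzymes PSAT1 (−1.22, standard error 0.161, adjusted p = 0.000401, edgeR) and PHGDH (−0.98), the amino acid transporter subunit SLC3A2 (−0.78) and MTHFD2 (−0.73) fell, SLC3A2 not passing with library totals alone (−0.321, adjusted p = 0.0541). ATF4 itself had a log2 fold change of −0.48, DDIT3, which encodes CHOP, of −0.65 and ATF3 of 1.012, named after their values were seen. The fry adjusted p was 0.038 (0.364 with an estimated correlation), and the call was lost without control 1 (0.0521), control 2 (0.0791), control 3 (0.0874) and irradiated culture 1 (0.107) or 3 (0.103).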

The “ribostress” and translational reprogramming observed through isoform switching in ribosomal proteins suggest that the cognitive decline often reported by patients may contribute to a qualitative loss of functional protein domains rather than a simple reduction in cell number [11,16,19].

Four representative translation-related genes were selected as the most overlapping with the gene set enrichment analysis: RPS6, RPL4, RPL5, and RPL7A. These genes displayed reciprocal changes in the usage of protein-coding and non-coding or NMD-related transcripts. Such alterations are consistent with a transcriptomic pattern suggestive of ribosomal stress and translational reprogramming. Nevertheless, predicted changes in coding potential, open reading frames, or protein domains do not by themselves demonstrate impaired ribosome function or reduced protein synthesis. Such isoform remodeling may represent one mechanism through which cells modulate coding output during stress, although this interpretation requires isoform-specific experimental validation [35].

The proteomic analysis provided an important orthogonal layer for interpreting these transcriptomic findings. Among 1157 quantified proteins, 191 showed significantly altered abundance after radiotherapy, with 131 displaying negative and 60 positive log2 fold changes. Fifteen proteins with reduced abundance were encoded by genes showing increased usage of at least one non-coding, retained-intron, or NMD-associated transcript, whereas three proteins with increased abundance were associated with the same type of transcript remodeling. This partial correspondence indicates that isoform-level changes may accompany altered protein abundance in a subset of genes but also demonstrates that transcript remodeling does not uniformly translate into detectable changes in total protein levels.

Among the selected translation-related candidates, RPL7A showed a significant reduction in protein abundance after proteome-wide multiple-testing correction. This result provides the strongest protein-level support for the transcriptomic alterations affecting ribosomal genes. RPL4 also showed reduced protein abundance and a nominally significant difference, although it did not remain significant after correction for multiple testing. In contrast, RPS6 and RPL5 did not show significant protein-level changes. These results argue against a simple one-to-one relationship between isoform switching and total protein abundance and suggest that the consequences of transcript remodeling may depend on transcript stability, translation efficiency, protein turnover, and the ability of the proteomic workflow to detect isoform-specific products.

The predicted functional-consequence analysis showed a strong association between open-reading-frame loss and protein-domain loss. This indicates that these computationally predicted consequences frequently co-occurred among significant switching events. However, this association should not be interpreted as evidence that the corresponding non-functional proteins were produced. Rather, it identifies a subset of transcript switches with a higher predicted potential to alter coding output and provides a basis for prioritizing future experimental validation.

Our findings are conceptually consistent with recent transcript-level profiling of ex vivo human microglia in Alzheimer’s disease, which showed that disease-associated transcript heterogeneity can reveal regulatory changes missed by gene-level analyses, including truncated NMD-predicted isoforms. Although that study differs from ours in disease context, cellular model and sequencing strategy, it supports the broader concept that microglial dysfunction may involve transcript- or isoform-specific remodeling beyond changes in total gene abundance. In this sense, our LR-RNA-seq data extend this concept to radiation-induced stress, showing that irradiated microglia undergo isoform switching toward non-coding or potentially non-functional transcript variants [36].

In addition to translation-associated genes, isoform switching was observed in genes linked to extracellular matrix organization, neuronal signaling, and receptor pathways, including PLOD1, SHARPIN, and ID3. PLOD1 has been associated with extracellular matrix remodeling and glioma progression [37,38], while SHARPIN and ID3 participate in signaling processes relevant to cellular stress and tissue remodeling. In the present study, these genes should be regarded as representative examples of pathway-associated isoform remodeling rather than as validated mediators of tumor progression or radiation-induced neurotoxicity. The shift toward specific isoforms of these genes in microglial cells suggests that even normal-appearing brain parenchyma can be reprogrammed by RT to express biomarkers typically associated with malignant progression [9,39].

Translating these molecular insights into clinical practice requires a focus on therapeutic modulation of the microglial phenotype. The shift toward tumor-supportive or dysfunctional isoforms identified in our study provides a mechanistic target for interventions aimed at preserving cognitive function. For instance, the use of CSF1R inhibitors to deplete and subsequently repopulate the brain with “fresh” microglia has shown promise in mitigating radiation-induced injury by resetting the inflammatory environment [40]. Furthermore, targeting specific signaling axes like the MIF-CD74 pathway could theoretically prevent the transition toward tumor-favorable states, instead promoting a pro-inflammatory phenotype that synergizes with radiotherapy to eliminate residual tumor cells [7]. By identifying specific isoform-level biomarkers in the blood or cerebrospinal fluid, clinicians might be able to detect the earliest signs of radiation-induced brain injury before irreversible structural damage or cognitive impairment manifests [41]. Ultimately, this research may help bridge basic transcriptomics and clinical application, suggesting that the molecular state of the normal brain could be monitored and potentially protected through isoform-targeted precision medicine [12,42].

Despite the advantages of LR-RNA-seq, several limitations should be considered. First, the study was conducted exclusively in the immortalized HMC3 cell line. Although HMC3 cells represent a widely used human microglial model, they may not fully reproduce the transcriptional, phenotypic, and functional properties of primary human microglia or their interactions with other central nervous system cell types [43]. Therefore, the isoform-switching patterns identified here should be regarded as specific to the HMC3 model under the experimental conditions tested and should not be generalized to primary or in vivo microglia without independent validation.

Second, although the 24-h transcriptome has been shown to be strikingly similar to the chronic 1-month signature in irradiated microglia [14], the study was conducted using a single radiation dose, a single post-irradiation time point, and three biological replicates per condition, limiting the assessment of dose-dependent and temporal changes.

The present study was primarily designed to characterize radiotherapy-associated transcriptomic remodeling, including changes in transcript abundance, isoform usage, and predicted transcript-level consequences. Although the proteomic analysis provided partial orthogonal support for selected translation-associated alterations, it quantified total protein abundance and did not resolve isoform-specific protein products. Moreover, no direct phenotypic assays were performed to determine whether the observed molecular changes were associated with cell death, growth inhibition, altered proliferation, inflammatory activation, or other microglial functional outcomes. Therefore, the identified isoform-switching events should not be interpreted as direct evidence of microglial dysfunction.

Future studies should combine isoform-specific validation with functional assays and independent cellular models, including primary human microglia or induced pluripotent stem cell-derived microglia. Longitudinal and dose–response experiments will also be required to establish whether the observed transcriptomic remodeling is transient, persistent, or linked to specific phenotypic consequences after irradiation.

## 4. Materials and Methods

### 4.1. Cell Culture and Treatment

The human microglia cell line (HMC3) was purchased from ATCC Company (Milan, Italy). HMC3 cells were cultured according to the recommendations by ATCC, where EMEM (ATCC^®^ 30–2003TM) was used as the base medium and completed by adding 56 mL FBS (ATCC^®^ 30–2020TM) to 500 mL of base EMEM [44]. Experiments were performed in triplicate biological replicates (*n* = 3 independent cell cultures per condition). Radiotherapy was delivered using a 6 MV X-ray beam from an Elekta Synergy linear accelerator (Elekta AB, Stockholm, Sweden) (Radiotherapy Department, Cannizzaro Hospital, Catania, Italy) at a dose rate of 3 Gy/min. HMC3 cells were exposed to 0 Gy (control) or 15 Gy (treated). After RT, cells were incubated at 37 °C in a humidified atmosphere of 5% CO_2_ for 24 h [13].

### 4.2. RNA Extraction and Library Preparation

Total RNA was extracted using the RNeasy Mini Kit (Qiagen, Germantown, MD, USA, 74104). RNA integrity was assessed using the Agilent 2100 Bioanalyzer with the Eukaryote Total RNA Nano 6000 Assay (Agilent, Santa Clara, CA, USA, 5067-1511), and quantification was performed using the Qubit RNA Broad Range Assay Kit (Invitrogen™, ThermoFisher, Carlsbad, CA, USA, Q32851), with 500 ng of total RNA used as input for library preparation.

Full-length cDNA libraries were prepared using the Oxford Nanopore Technologies (ONT) cDNA-PCR Barcoding Kit V14 (SQK-PCB114.24, Oxford Nanopore Technologies, Oxford, UK). The protocol included a reverse transcription step with strand-switching primers, enabling capture of full-length polyadenylated transcripts and incorporation of unique molecular identifiers (UMIs) to enhance isoform-level resolution.

Reverse transcription was followed by PCR amplification using rapid attachment barcode primers, allowing multiplexing of up to 24 samples without the need for ligation-based adapter attachment. After 40 min of amplification, a bead-based clean-up was performed to remove short cDNA fragments. The barcoded PCR products were then pooled, and sequencing adapters were ligated using the Rapid Adapter Mix in a 5 min reaction. The final libraries were loaded onto PromethION flow cells (Oxford Nanopore Technologies, Oxford, UK, FLO-PROMIN114) and sequenced using MinKNOW software (Version 24.11.11, Oxford Nanopore Technologies, Oxford, UK). Sequencing was conducted on R10.4.1 flow cells using Kit 14 chemistry, optimized for high accuracy (Q20+) and efficient isoform detection.

### 4.3. Bioinformatic Analyses

Data generated during the sequencing were basecalled with MinKNOW (https://nanoporetech.com/document/experiment-companion-minknow, accessed in 23 March 2025). The obtained reads were processed using the Epi2me Labs (https://github.com/epi2me-labs, accessed in 23 March 2025), “wf-transcriptome pipeline”. The alignment to the reference genome was performed using Minimap2 [45], followed by transcript assembly (StringTie2) [46], annotation (GffCompare) [47], and quantification (Salmon) [48]. Differential gene expression and transcript usage were analyzed with DESeq2 [49], DRIMSeq [50], and DEXSeq [51], with stageR [52] applied for multi-stage false discovery rate control.

A minimum of 3 million reads per sample was obtained, with an average read length of 910 bp and a median Q-score > 12.

Differential expression analysis was performed at both gene and transcript level using DESeq2. For the gene-level analysis, counts assigned to the same gene were summarized to estimate total gene abundance. For the transcript-level analysis, each annotated transcript isoform was retained as an independent molecular feature and tested separately between irradiated and control HMC3 microglial cells. For differential transcript usage analysis, genes were retained when their summed transcript counts reached at least 10 raw counts in at least three samples. Individual transcripts were retained when they reached at least three raw counts in at least one sample. Genes represented by fewer than two retained transcripts were subsequently excluded. The resulting matrix contained 74,843 transcripts assigned to 11,118 genes. 

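The deposited table holds 153848 transcripts of 31768 genes, and the paper's limits (genes with at least 10 counts in 3 libraries, transcripts with at least 3 counts in 1 library, and 2 or more such transcripts per gene) left 74843 transcripts of 11118 genes here. A further 1738 genes had 1 transcript left and were tested only as an alternative. GENCODE release 29 held 70.2% of the kept transcripts and 86% of their counts, and 96% of the genes had an annotated length. Of the kept transcripts, 2975 (3.97%) had counts identical in all 6 libraries to another transcript of the gene, and 0 of the switched isoforms did. That share covers exact ties only, not near ties such as CDKN1A ENST00000448526 and ENST00000615513. Genes detected numbered 19333, 21602 and 22260 in controls 1, 2 and 3 and 22053, 21955 and 22024 in the irradiated cultures. The mean annotated length of the counted transcripts, over transcripts with a length, was 1561, 1510 and 1607 nt in the controls and 1801, 1707 and 1762 nt in the irradiated libraries.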

Differential expression or differential transcript abundance was assessed using the Wald test, and *p*-values were adjusted for multiple testing using the Benjamini–Hochberg method. Features with an adjusted *p*-value < 0.05 and |log2 fold change| > 1 were considered significantly differentially expressed or differentially abundant.

Gene set enrichment analysis was performed using Reactome gene sets and a pre-ranked gene list derived from the DESeq2 gene-level analysis. Genes were ranked according to the DESeq2 Wald statistic. Therefore, GSEA considered the distribution of all ranked genes within each pathway, rather than only genes passing the adjusted *p*-value and log2 fold-change thresholds used to define differentially expressed genes in the volcano plot.

Differential isoform expression and isoform switch analysis were performed using the IsoformSwitchAnalyzeR package (Version 2.12.0) [53]. Isoform fraction (IF) was calculated as the abundance of each transcript divided by the total transcript abundance of the corresponding gene. Delta Isoform Fraction (dIF) was defined as IF_Treated − IF_CTRL. An isoform switch was defined as a significant change in isoform fraction with an isoform-switch q-value < 0.05 and |dIF| ≥ 0.1 between conditions, as implemented in IsoformSwitchAnalyzeR. To functionally characterize genes affected by isoform switching, Reactome pathway enrichment analysis was performed. GeneRatio was defined as the number of input genes annotated to a given Reactome pathway divided by the total number of input genes used for enrichment analysis.

### 4.4. Proteomic Analysis by LC-MS

Sample preparation for MS-based proteomic analysis was carried out as previously reported [54] with minor modifications. The cell pellets were sonicated at 4 °C for 2 min in a lysis buffer (RIPA), containing protease inhibitors (10 μL/mg) and incubated. After centrifugation at 13,000× *g* for 10 min at 4 °C, the protein content was precipitated from the supernatants by combining them with prechilled acetone (−20 °C). The mixtures were centrifuged at 10,000× *g*, and the pellet was resuspended in 8 M urea. The protein concentration was quantified via the BCA protein assay kit (Thermo Fisher Scientific, Waltham, MA, USA). The protein sulfhydryl groups were reduced and alkylated using DTT (1.6 mM) and iodoacetamide (7 mM), respectively. Samples were diluted 1:10 with 50 mM NH_4_HCO_3_ and treated with trypsin at 37 °C for 15 h (protein-to-trypsin ratio being 50:1 *w*/*w*). The hydrolytic peptides were separated and detected via a UHPLC system (Thermo Fisher Scientific Dionex UltiMate 3000 RSLCnano) coupled with an Orbitrap Fusion Tribrid mass spectrometer (Q-OT-qIT, Thermo Fisher Scientific, Waltham, MA, USA). An aqueous solution containing 5% formic acid (FA) was used to dilute the samples. Peptides were eluted on a PepMap^®^ RSLC C18 column (EASYSpray, 75 μm × 50 cm, 2 μm, 100 Å, Thermo Fisher Scientific, Waltham, MA, USA) and separated by elution at a flow rate of 0.250 μL/min at 40 °C, with a linear gradient of solvent B (CH_3_CN + 0.1% FA) in solvent A (H_2_O + 0.1% FA). The eluted peptides were ionized via a nanospray (Easy-spray ion source, Thermo Scientific, Waltham, MA, USA) using a capillary temperature and voltage set to 275 °C and 2.0 kV, respectively. Peptide precursor scans in the *m*/*z* range of 400–1600 were performed with a resolution of 120,000 (200 *m*/*z*) with an AGC target for Orbitrap detection of 4.0 × 10^5^ and a maximum injection time of 50 ms. MS/MS spectra were acquired using a normalized collision energy (HCD) of 35. The dynamic exclusion duration was set to 60 s with a tolerance of 10 ppm around the selected precursor and its isotopes. The AGC target values and maximum injection times (ms) for the MS/MS spectra were 1.0 × 10^4^ and 100, respectively. The mass spectrometer was calibrated with Pierce^®^ LTQ Velos ESI positive ion calibration solution (Thermo Fisher Scientific, Waltham, MA, USA). MS data acquisition was performed via Xcalibur software v. 3.0.63 (Thermo Fisher Scientific, Waltham, MA, USA). The mass spectra were analyzed via MaxQuant software (version 2.8.0.0). The initial maximum allowed mass deviation was set to 6 ppm for monoisotopic precursor ions and 0.5 Da for MS/MS peaks. The enzyme specificity was set to trypsin, defined as the C-terminus to arginine and lysine, excluding proline, with a maximum of 2 missed cleavages allowed. Carbamidomethyl cysteine was set as a fixed modification, whereas N-terminal acetylation and methionine oxidation were set as variable modifications. The spectra were analyzed via the Andromeda search engine against the *Homo sapiens* UniProt sequence database (11 June 2026). Quantification in MaxQuant was performed via the integrated Label-Free Quantification (LFQ) algorithm, which is based on extracted ion chromatograms (XIC) and employs fast LFQ. To facilitate the intersection between proteomics and transcriptomics, proteins were labeled as the genes encoding them. Differential protein abundance analysis was carried out using a Limma-integrated approach [55], and a statistical significance cutoff was set to an adjusted *p*-value level of <0.05 to consider a protein as differentially abundant between treated and control HMC3 cells.

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [56] partner repository with the dataset identifier PXD081768.

## 5. Conclusions

This study identifies coordinated gene-, transcript-, and isoform-level changes in irradiated HMC3 microglial cells. Long-read RNA sequencing revealed significant remodeling of relative isoform usage, particularly in genes involved in translation, ribosome biology, mitochondrial respiration, and cell-cycle regulation. The integration of transcriptomic and proteomic data provided partial protein-level support for selected translation-associated alterations, including a significant reduction in RPL7A abundance.

These findings demonstrate that gene-level expression alone may not fully capture the molecular response of HMC3 cells to radiotherapy. However, the functional consequences of the identified isoform switches remain to be established in independent microglial models and through isoform-specific, biochemical, and phenotypic validation.

## Figures and Tables

**Figure 1:**
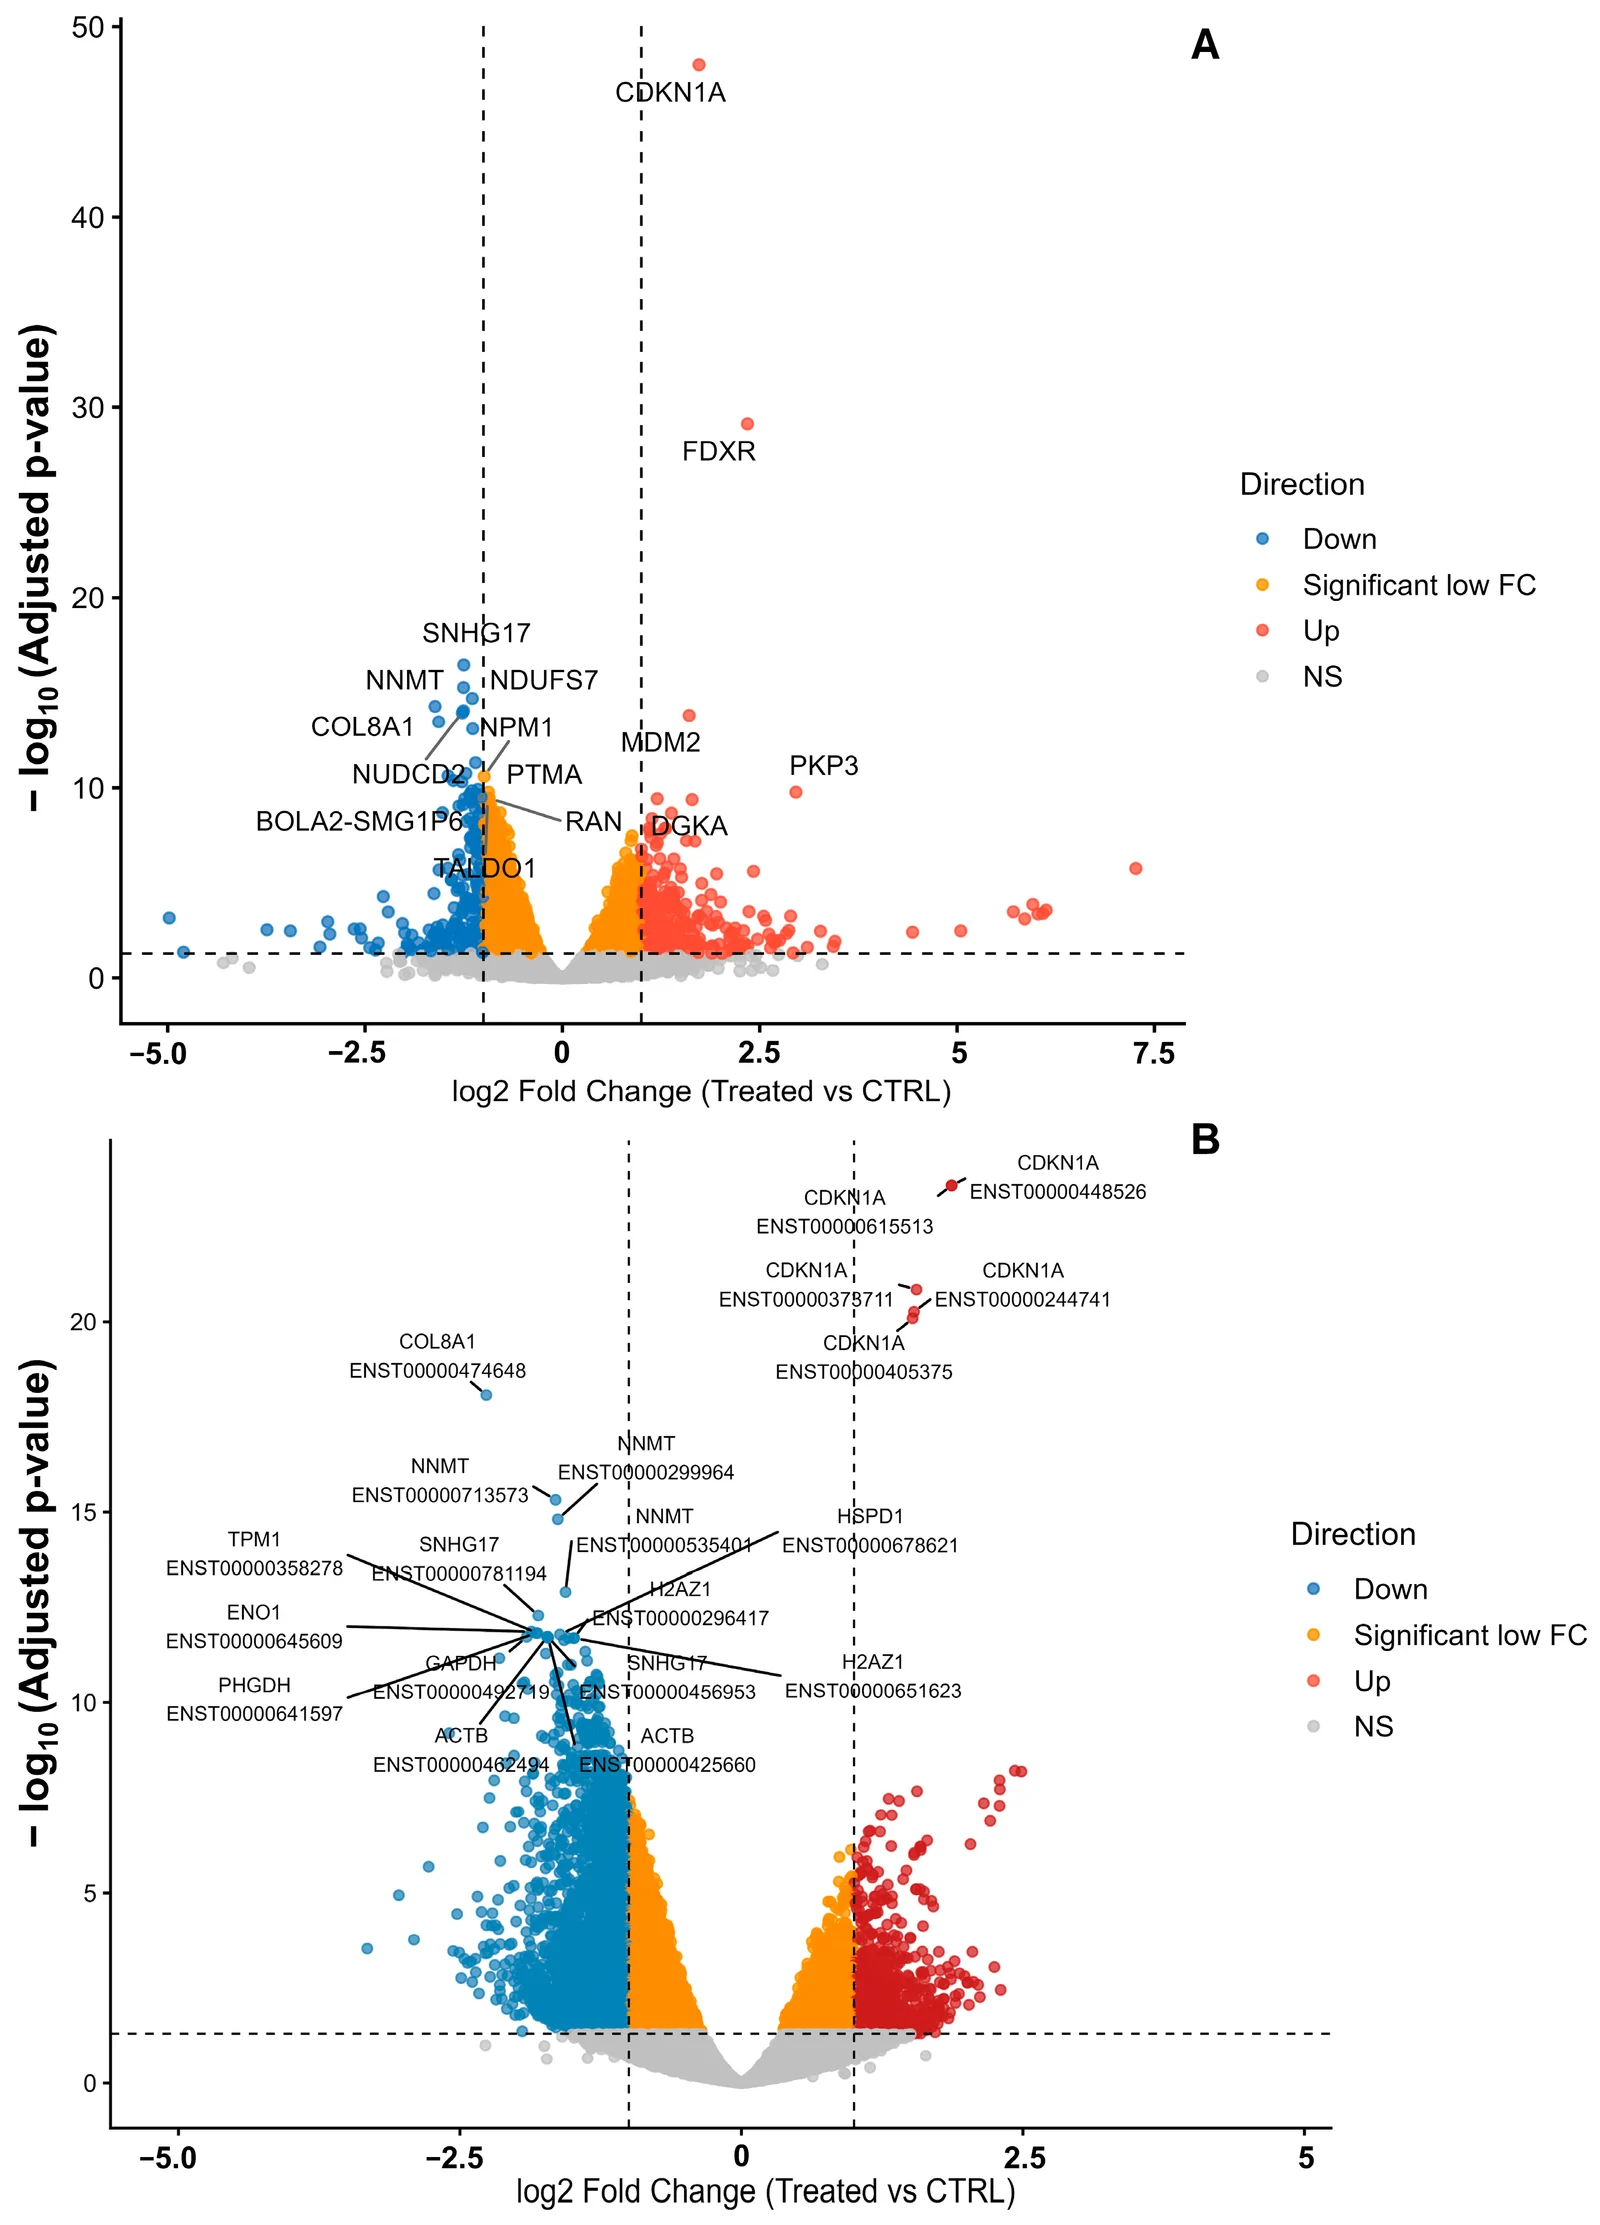
Volcano plots representing differentially expressed genes (**A**) and transcripts (**B**) between treated and control microglial cell lines. The *X*-axis reports the log2 Fold change in each gene between the two conditions. Statistical significance, indicated as −log10(FDR), is reported on the *Y*-axis. The dashed lines represent the statistical and biological cutoffs set, respectively: Adjusted *p*-value < 0.05; Absolute Log_2_ Fold Change > 1.

**Figure 2:**
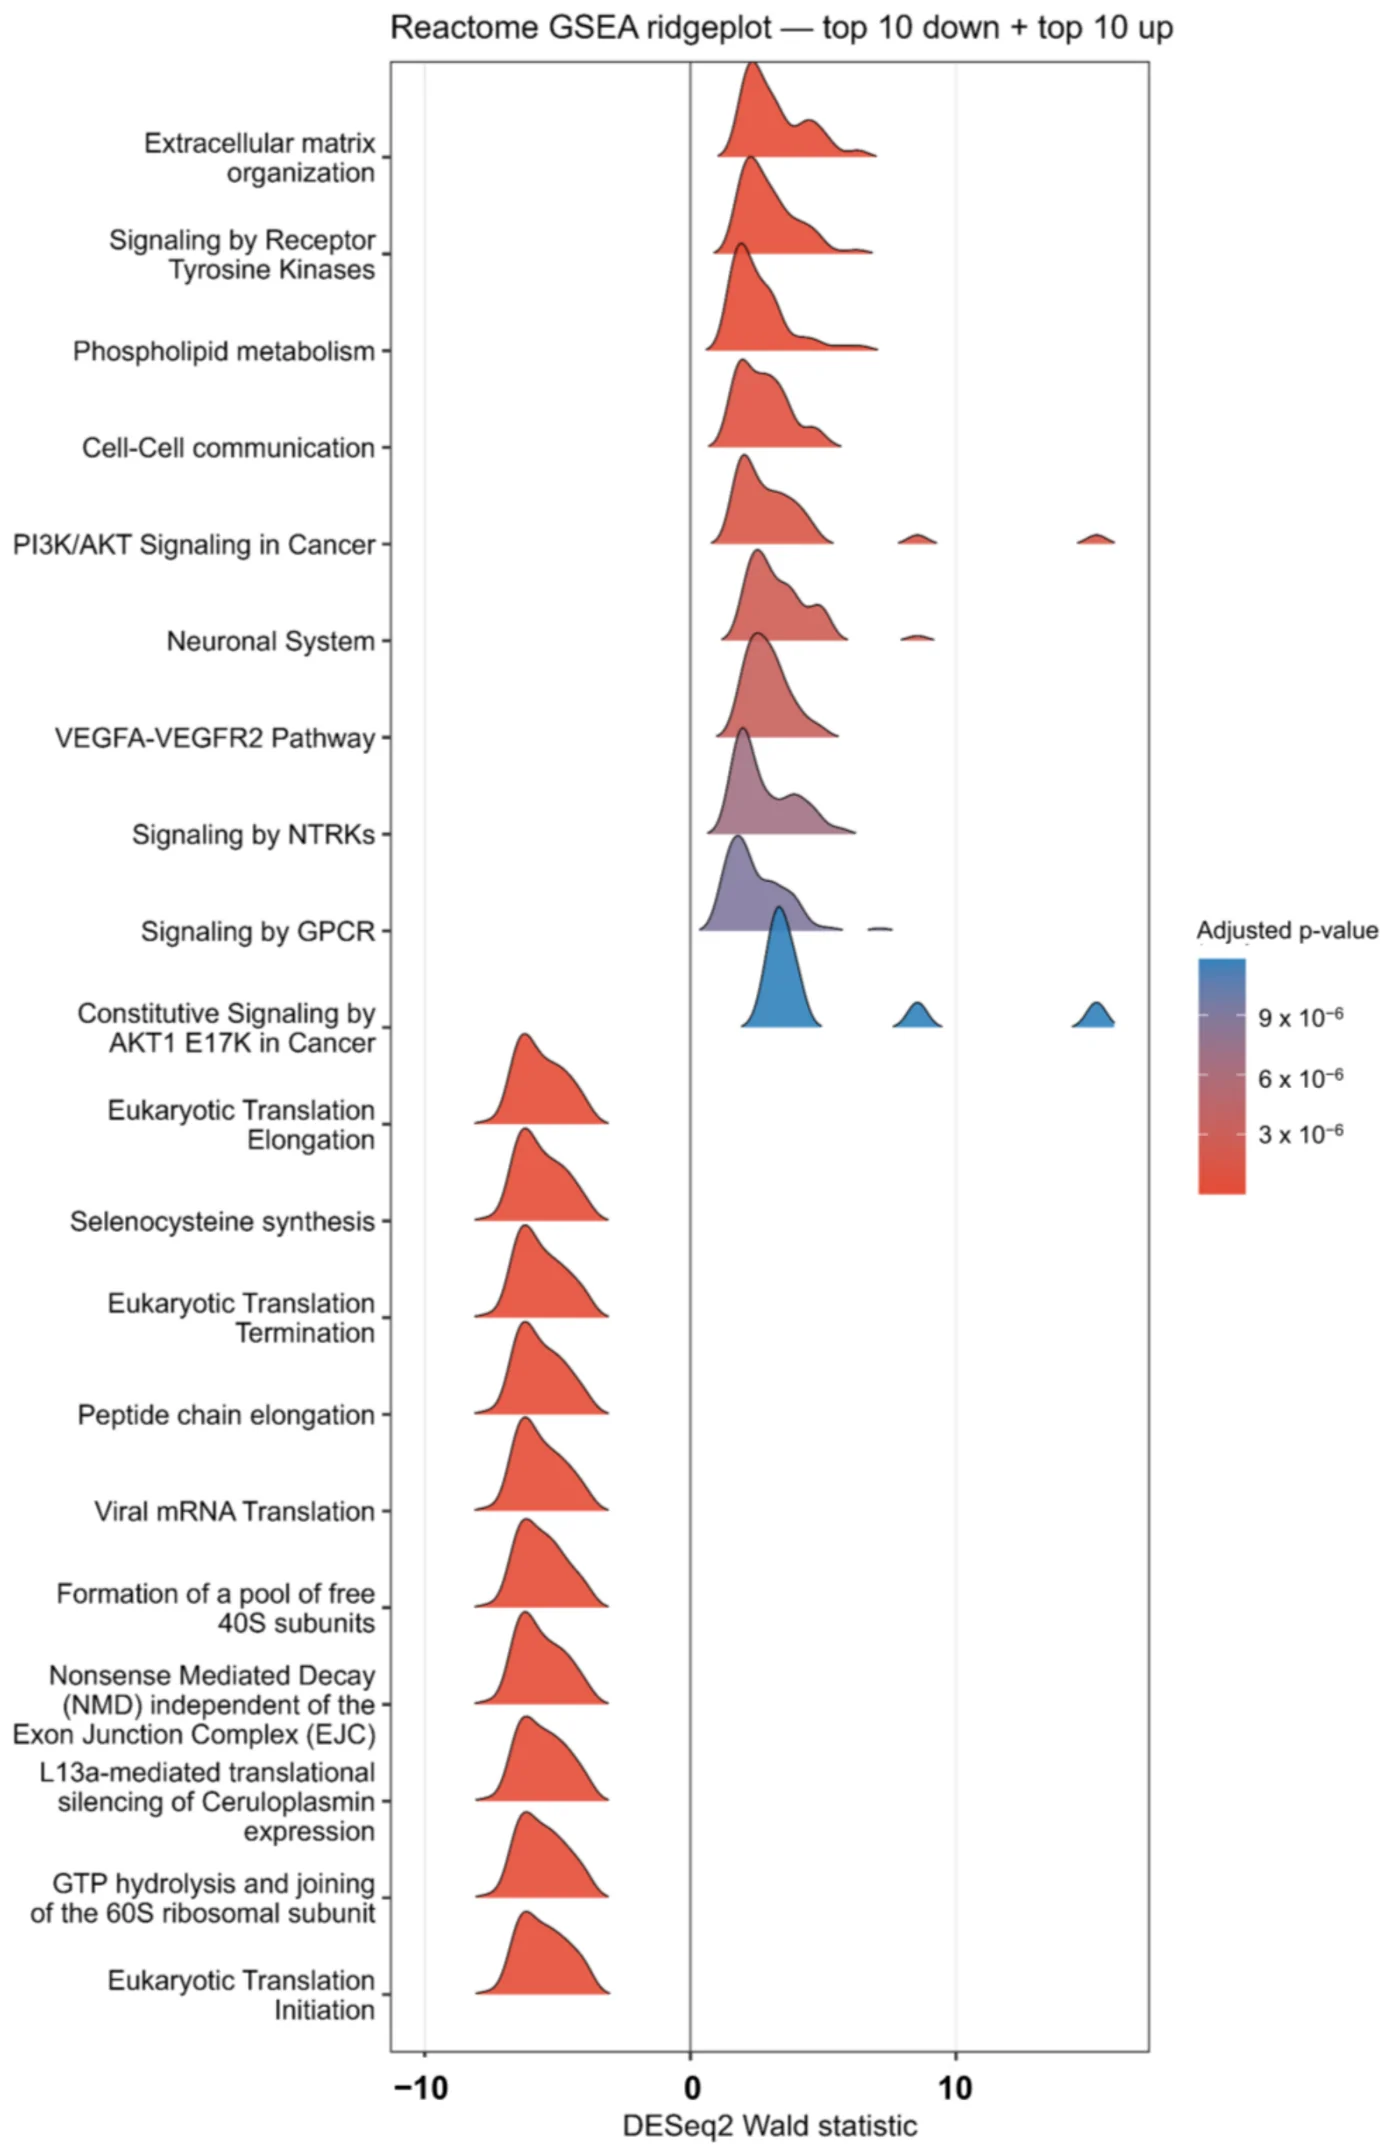
GSEA ridgeplot showing the distribution of the gene-level ranking metric across the most significantly enriched Reactome pathways in irradiated versus control microglial cells. The x-axis represents the DESeq2 Wald statistic used to rank genes for GSEA. Pathways enriched toward positive values are associated with genes relatively upregulated after radiotherapy, whereas pathways enriched toward negative values are associated with genes relatively downregulated after radiotherapy.

**Figure 3:**
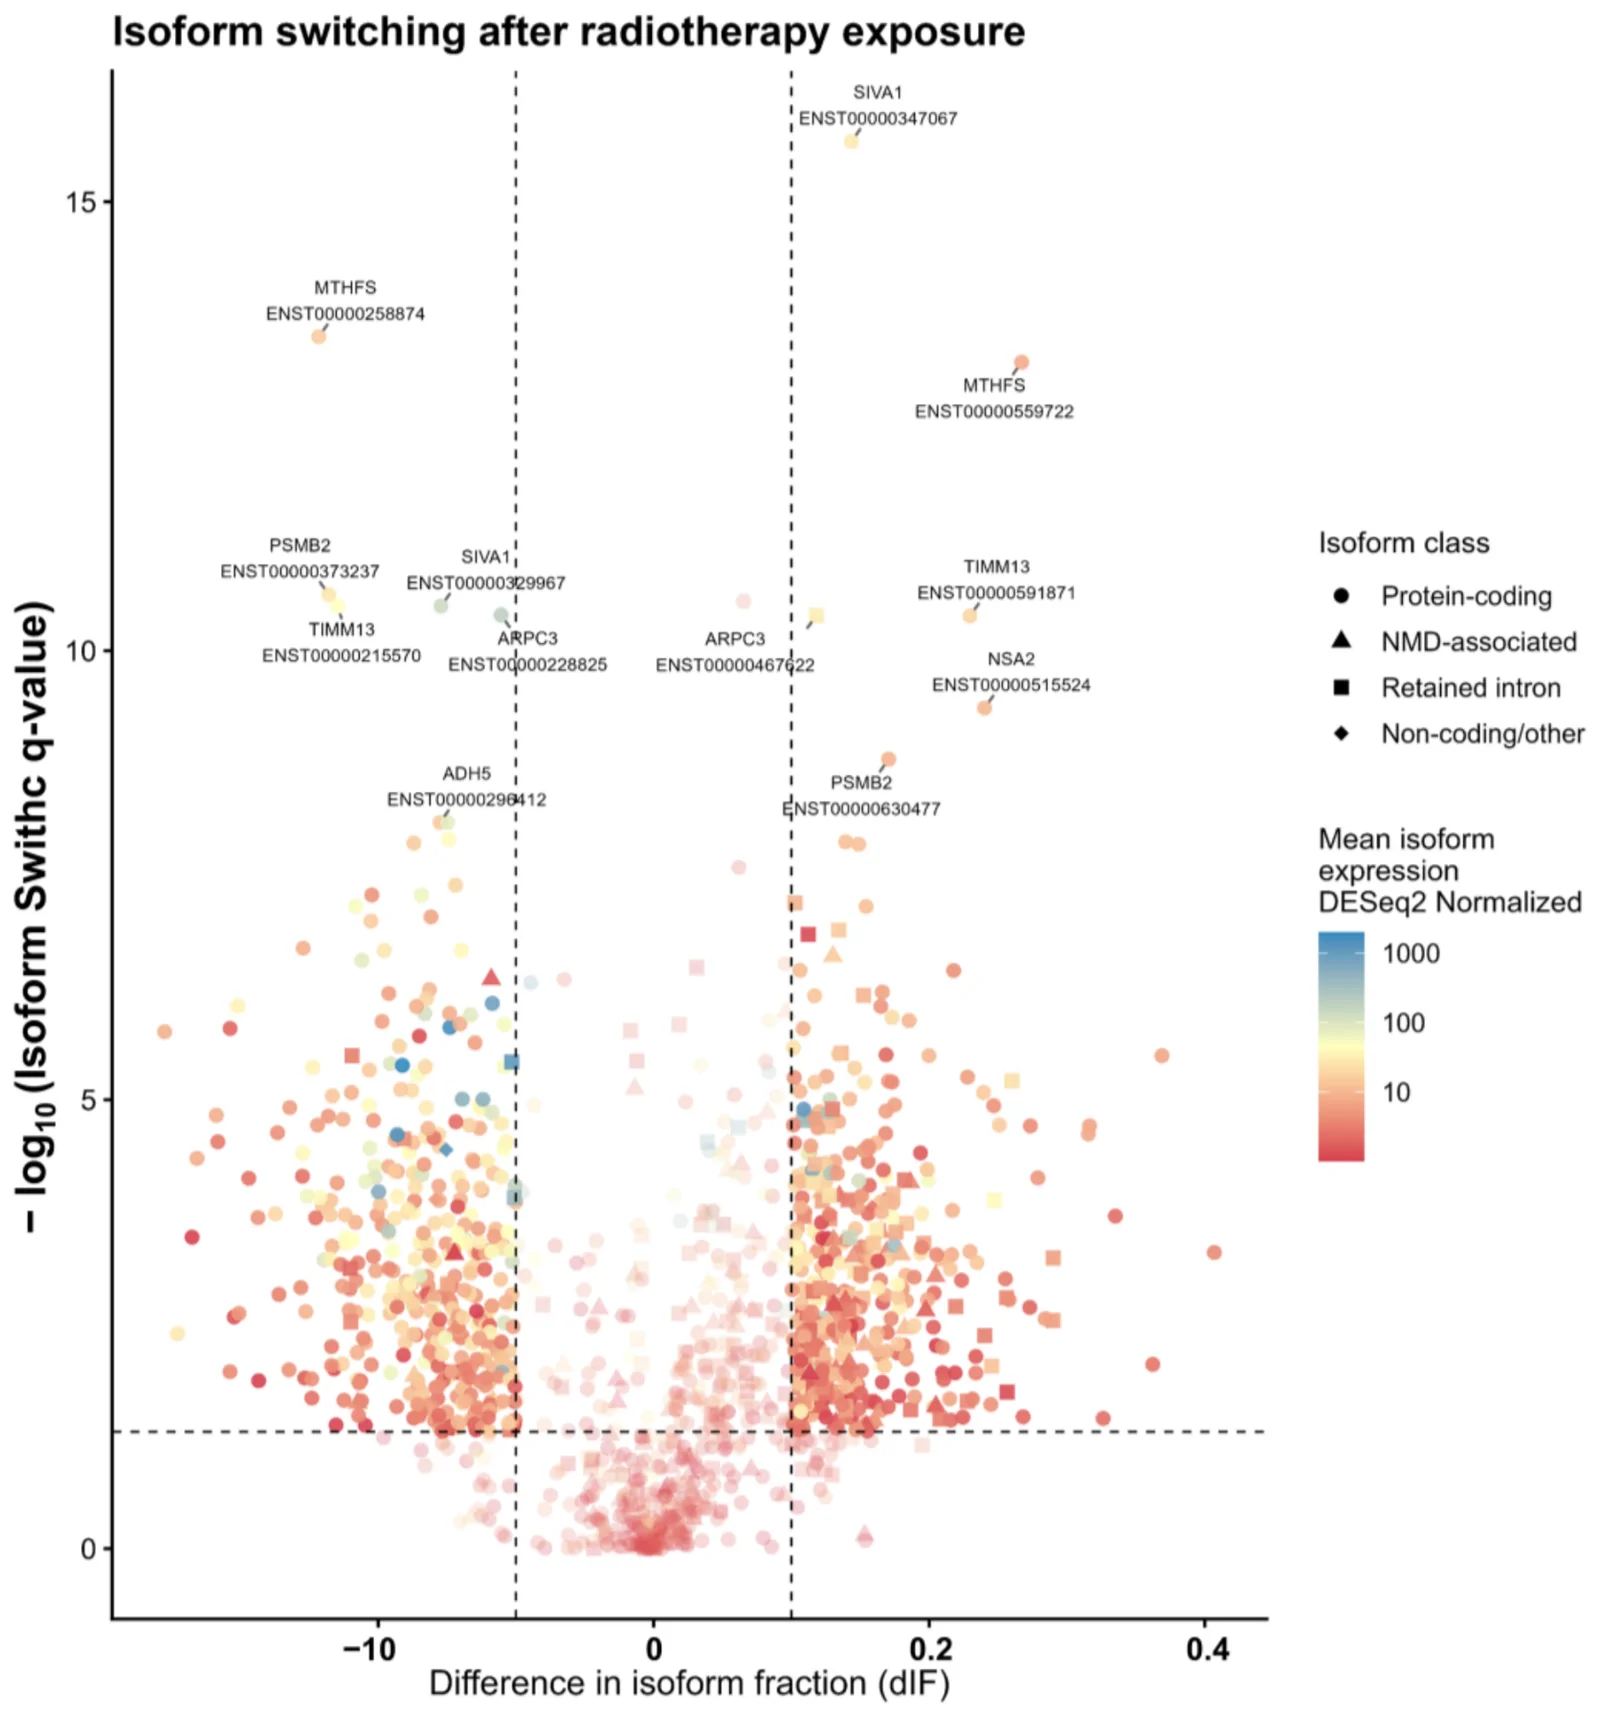
Isoform class and abundance of radiotherapy-associated isoform switches. Volcano plot showing isoform switching events according to the difference in isoform fraction (dIF) and isoform switch q-value. Dashed vertical lines indicate |dIF| = 0.10, while the dashed horizontal line indicates isoform switch q-value = 0.05. Point shape indicates transcript biotype-derived isoform class, whereas point color represents mean isoform expression across control and irradiated cells. Most significant isoforms are labeled with both gene symbol and transcript identifier.

**Figure 4:**
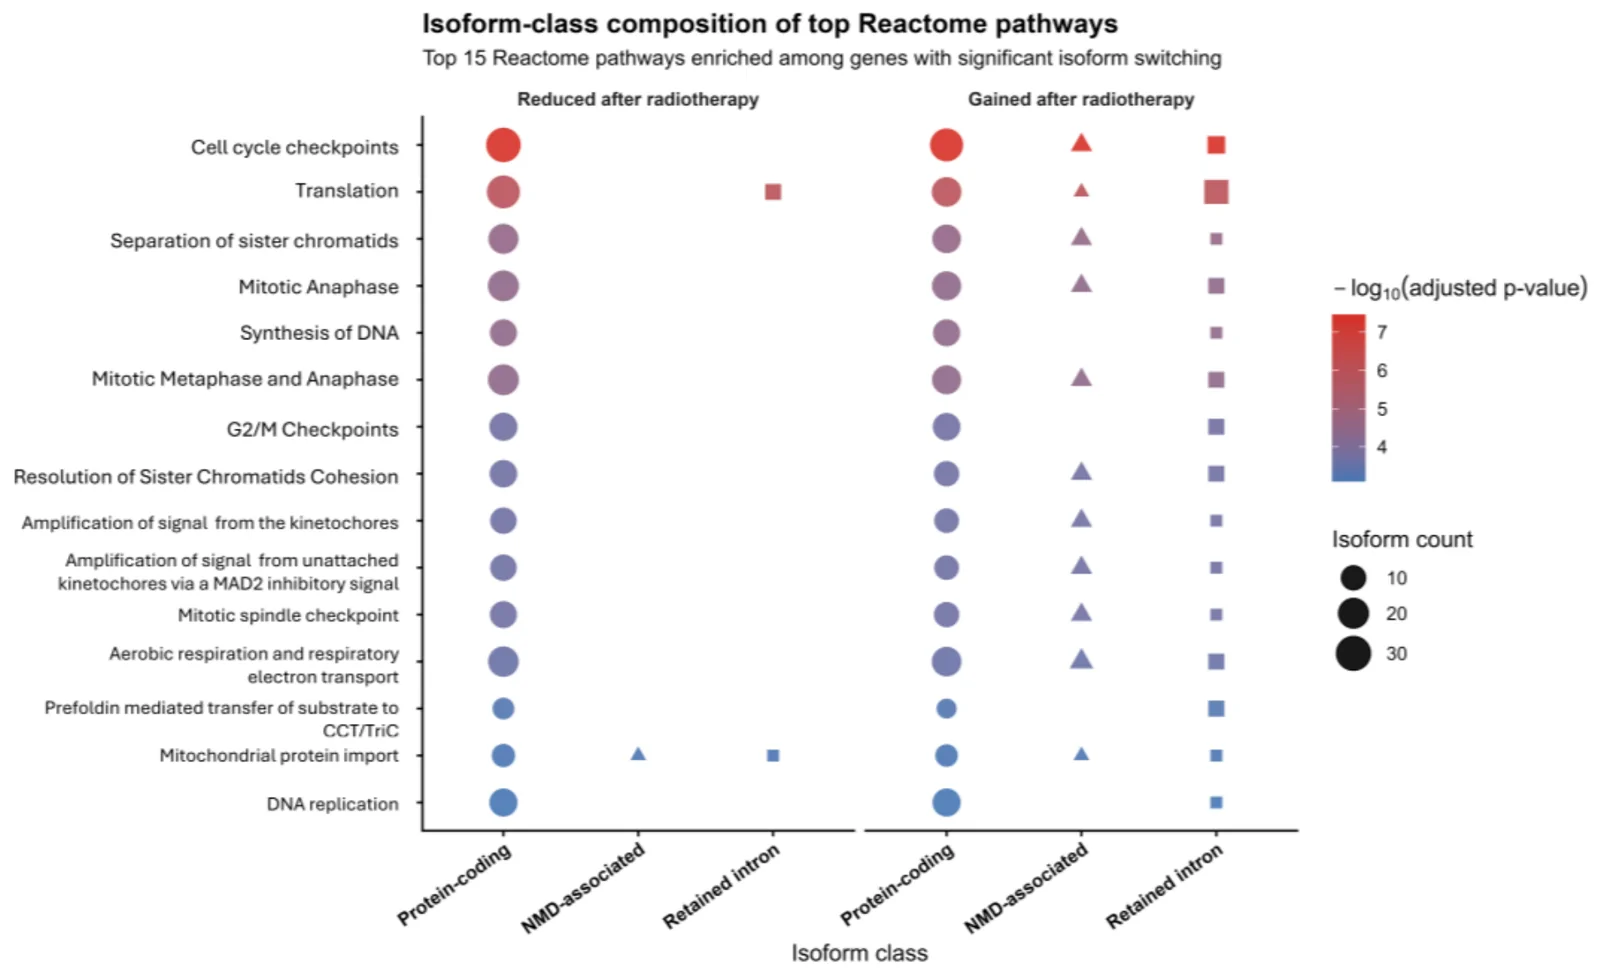
Isoform-class composition of the top Reactome pathways associated with significant isoform switching. The top 15 Reactome pathways were selected according to adjusted *p*-value among genes carrying significant isoform-switching events. For each pathway, switched isoforms belonging to pathway-associated genes were stratified according to whether their usage increased or decreased after radiotherapy. Point size indicates the number of switched isoforms in each isoform class, while point color indicates Reactome enrichment significance. Isoform classes were derived from transcript biotype annotation. The complete list of pathway-associated genes and switched isoforms is provided in Supplementary Table S4.

**Figure 5:**
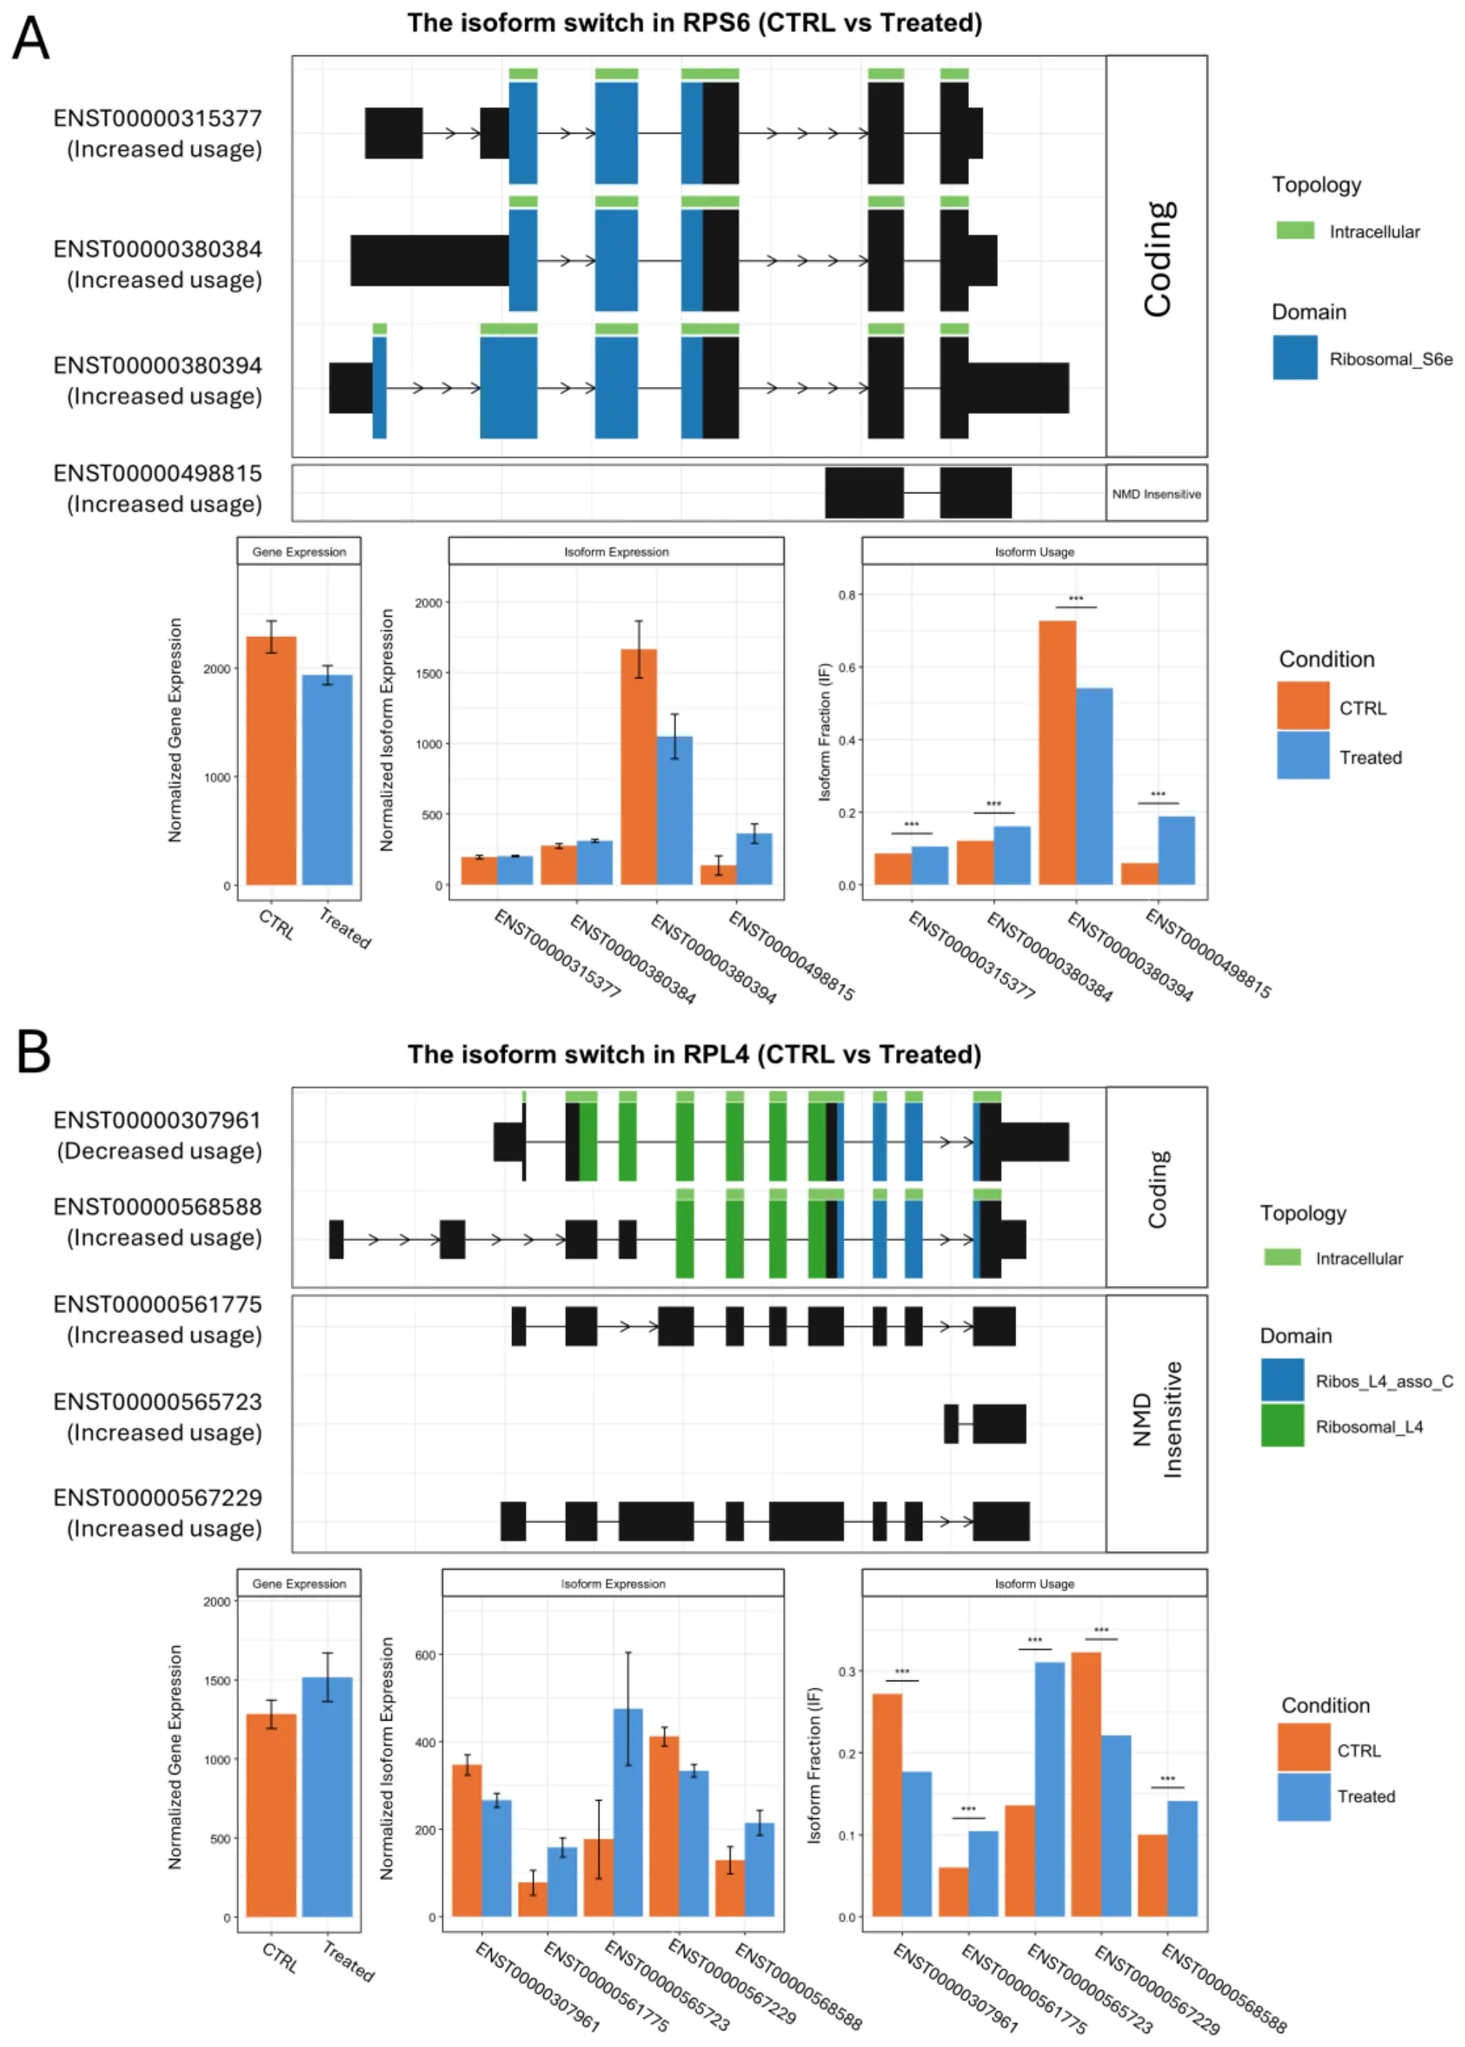
Switch plots of representative translation-related genes affected by isoform switching. (**A**) RPS6; (**B**) RPL4. For each gene, the left panel shows normalized gene expression, the middle panel shows normalized isoform expression, and the right panel shows isoform fraction (IF), defined as the relative contribution of each isoform to total gene expression. Control and radiotherapy-treated cells are shown separately. Transcript structures, predicted coding regions, protein domains, and transmembrane topology are shown when available. (*** = adjusted *p*-value < 0.001).

**Figure 6:**
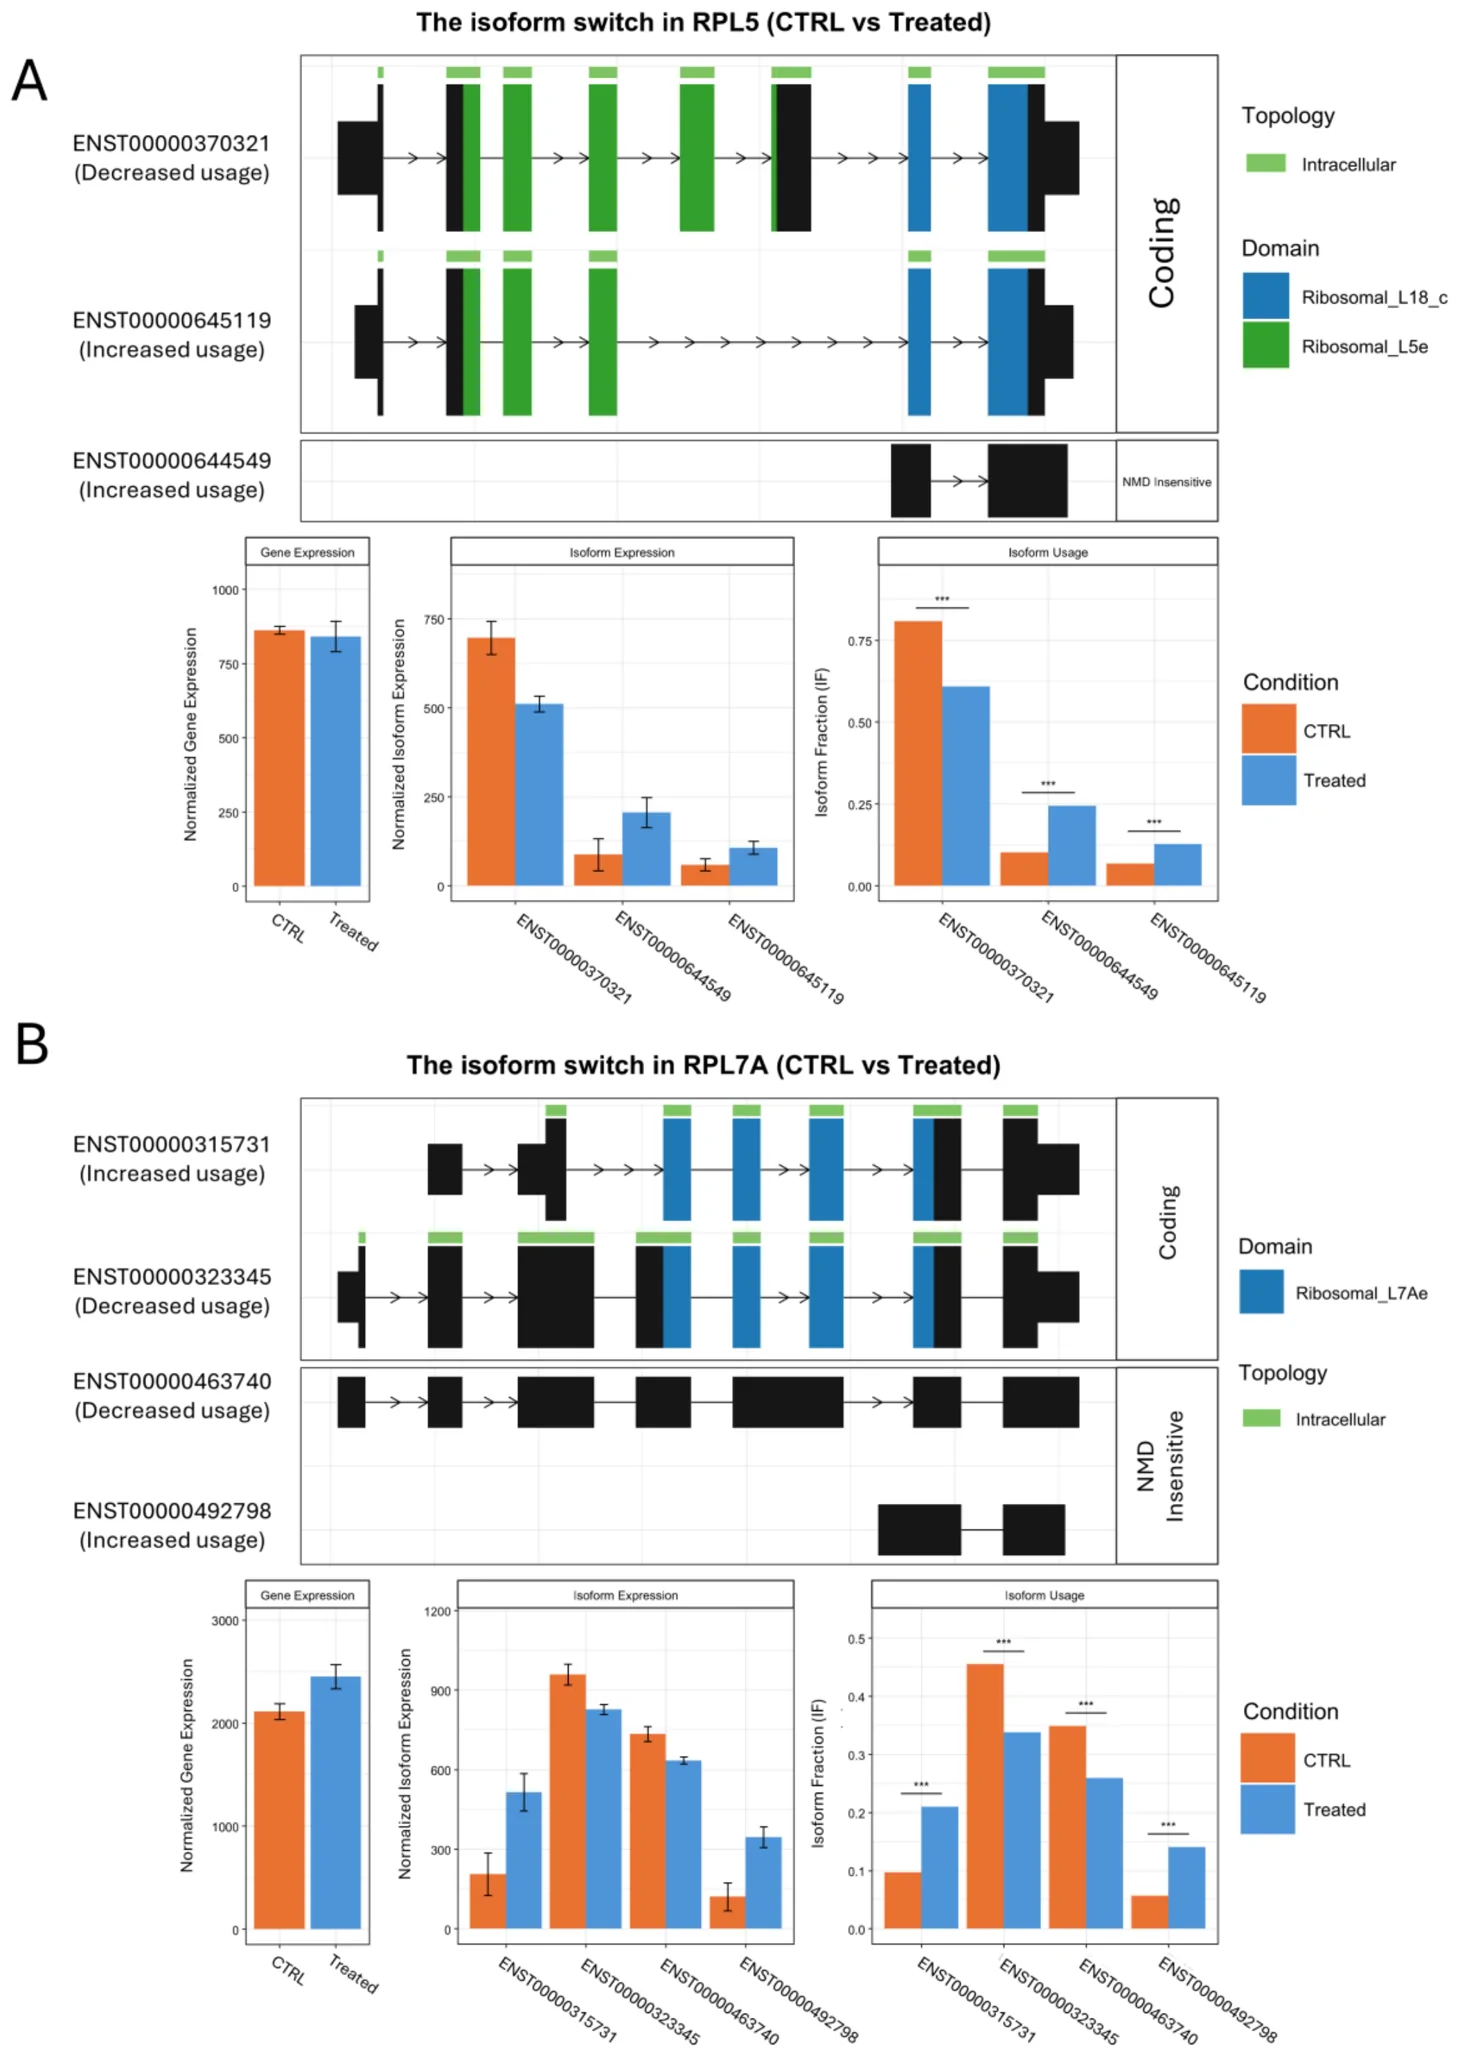
Switch plots of representative translation-related genes affected by isoform switching. (**A**) RPL5; (**B**) RPL7A. For each gene, the left panel shows normalized gene expression, the middle panel shows normalized isoform expression, and the right panel shows isoform fraction (IF), defined as the relative contribution of each isoform to total gene expression. Control and radiotherapy-treated cells are shown separately. Transcript structures, predicted coding regions, protein domains, and transmembrane topology are shown when available. (*** = adjusted *p*-value < 0.001).

**Figure 7:**
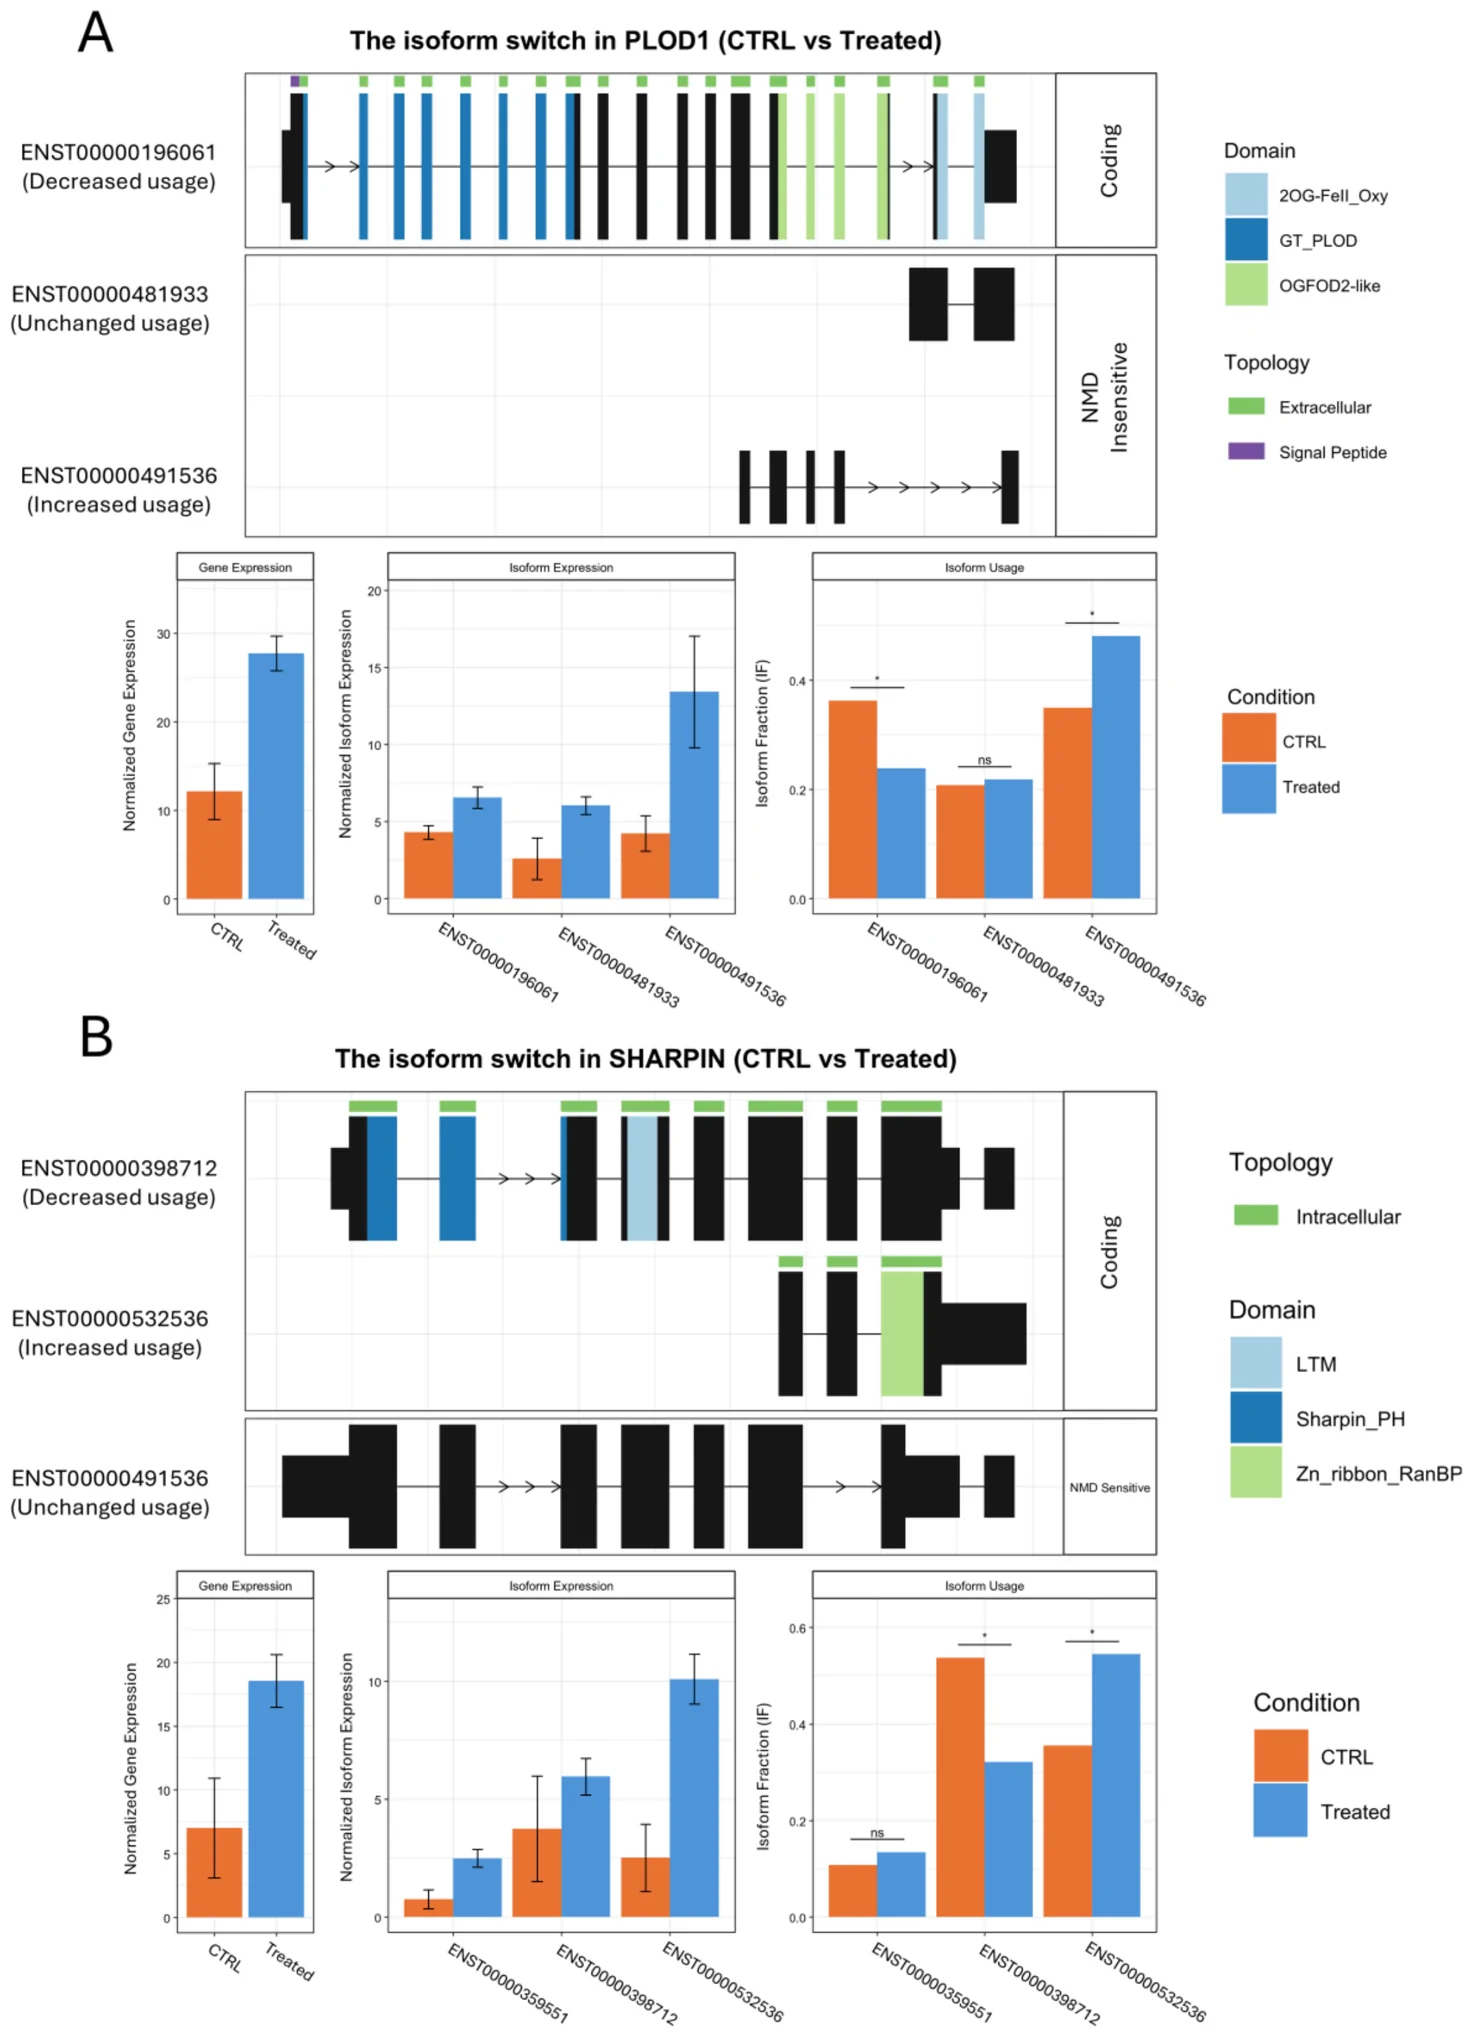
Switch plots of representative non-translation pathway genes affected by isoform switching. (**A**) PLOD1; (**B**) SHARPIN. For each gene, the left panel shows normalized gene expression, the middle panel shows normalized isoform expression, and the right panel shows isoform fraction (IF), defined as the relative contribution of each isoform to total gene expression. Control and radiotherapy-treated cells are shown separately. Transcript structures, predicted coding regions, protein domains, and transmembrane topology are shown when available. (ns = not significant; * = adjusted *p*-value < 0.05).

**Figure 8:**
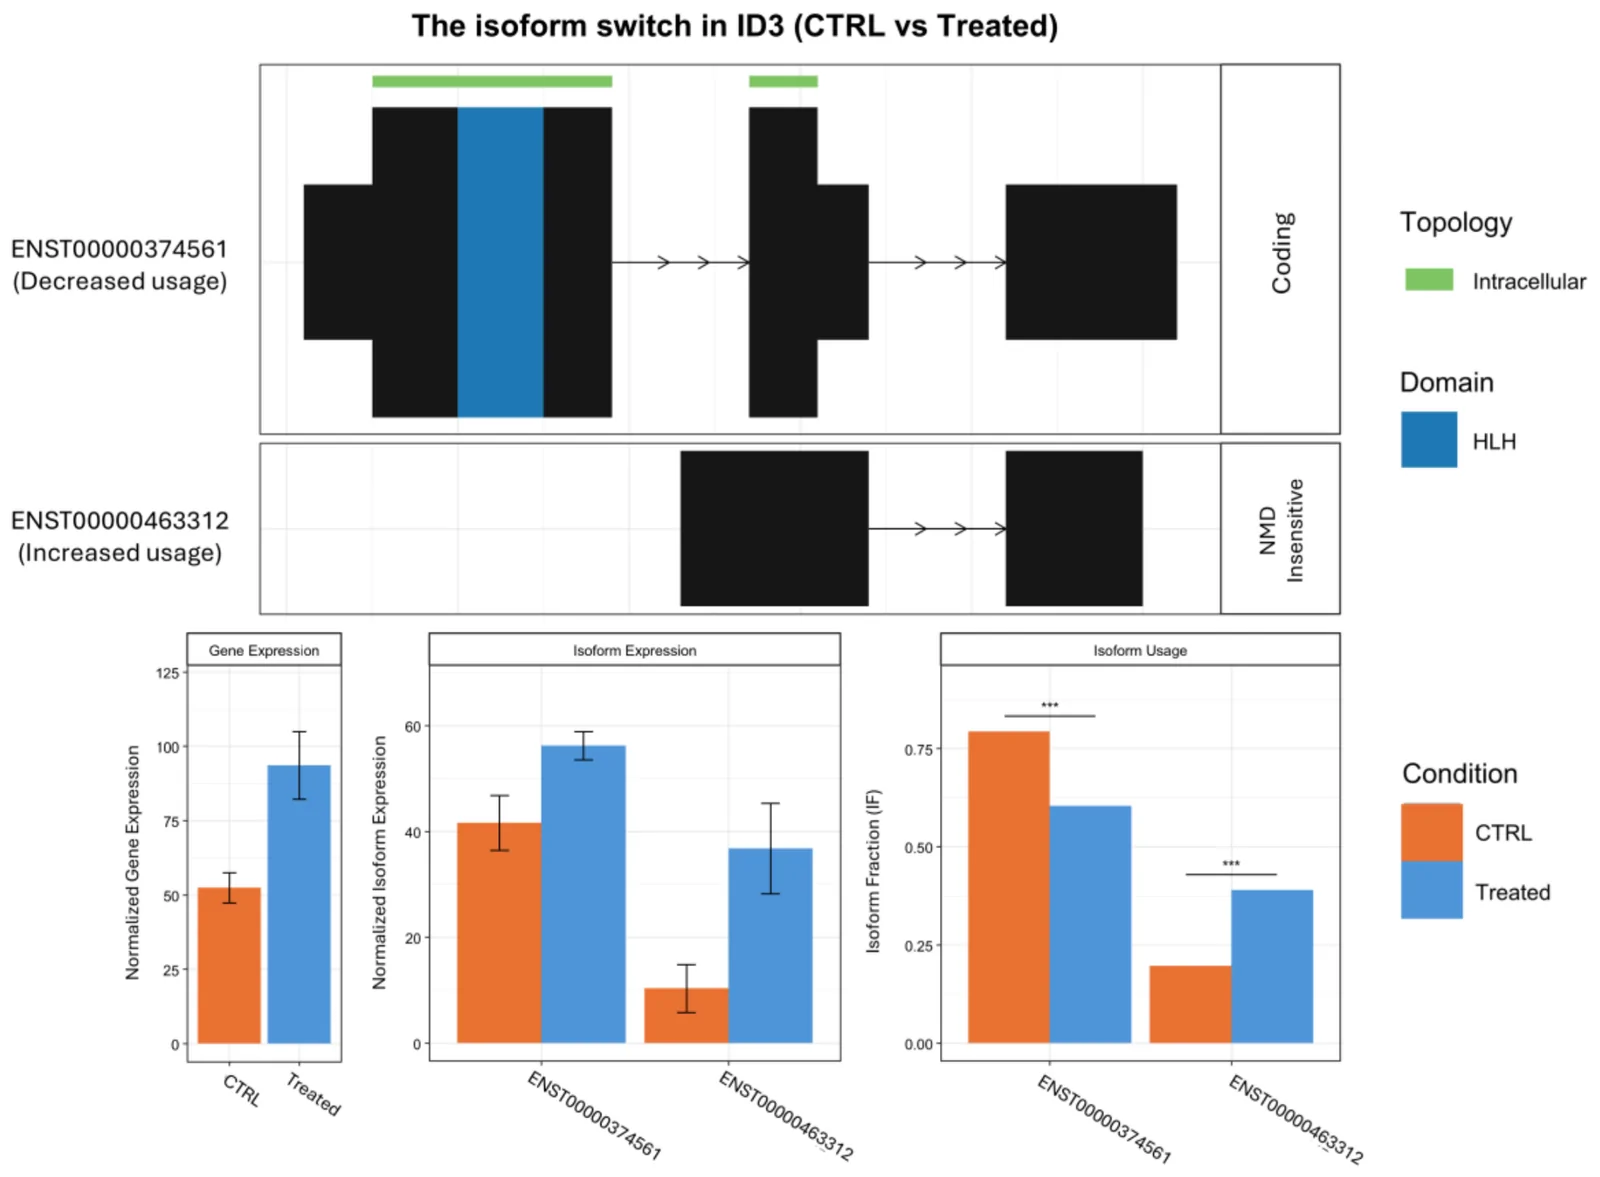
Switch plot of ID3, a representative gene associated with NTRK signaling and affected by isoform switching. The left panel shows normalized gene expression, the middle panel shows normalized isoform expression, and the right panel shows isoform fraction (IF), defined as the relative contribution of each isoform to total gene expression. Control and radiotherapy-treated cells are shown separately. (*** = adjusted *p*-value < 0.001).

**Figure 9:**
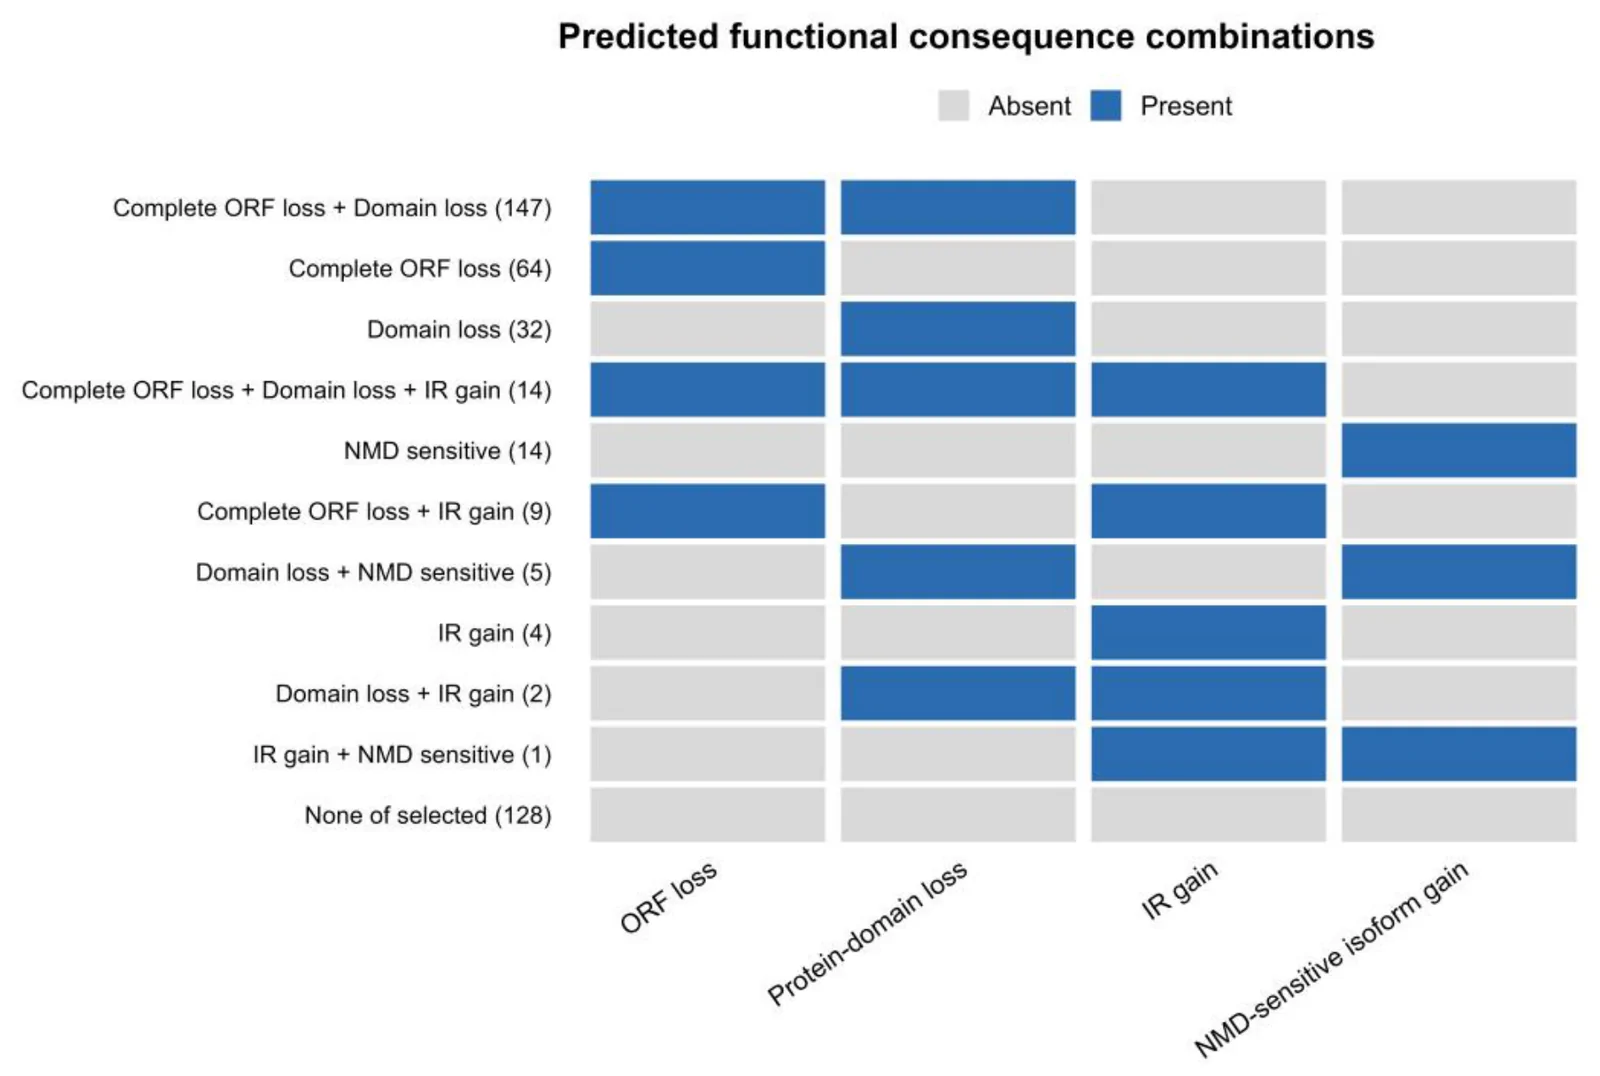
Predicted functional consequence combinations associated with significant isoform-switching events. Rows indicate the most frequent combinations of predicted consequences, including open reading frame loss, protein-domain loss, intron-retention gain, and increased usage of NMD-sensitive isoforms. Blue cells indicate the presence of the corresponding consequence, whereas gray cells indicate its absence. The number of switching events assigned to each combination is reported in parentheses.

**Figure 10:**
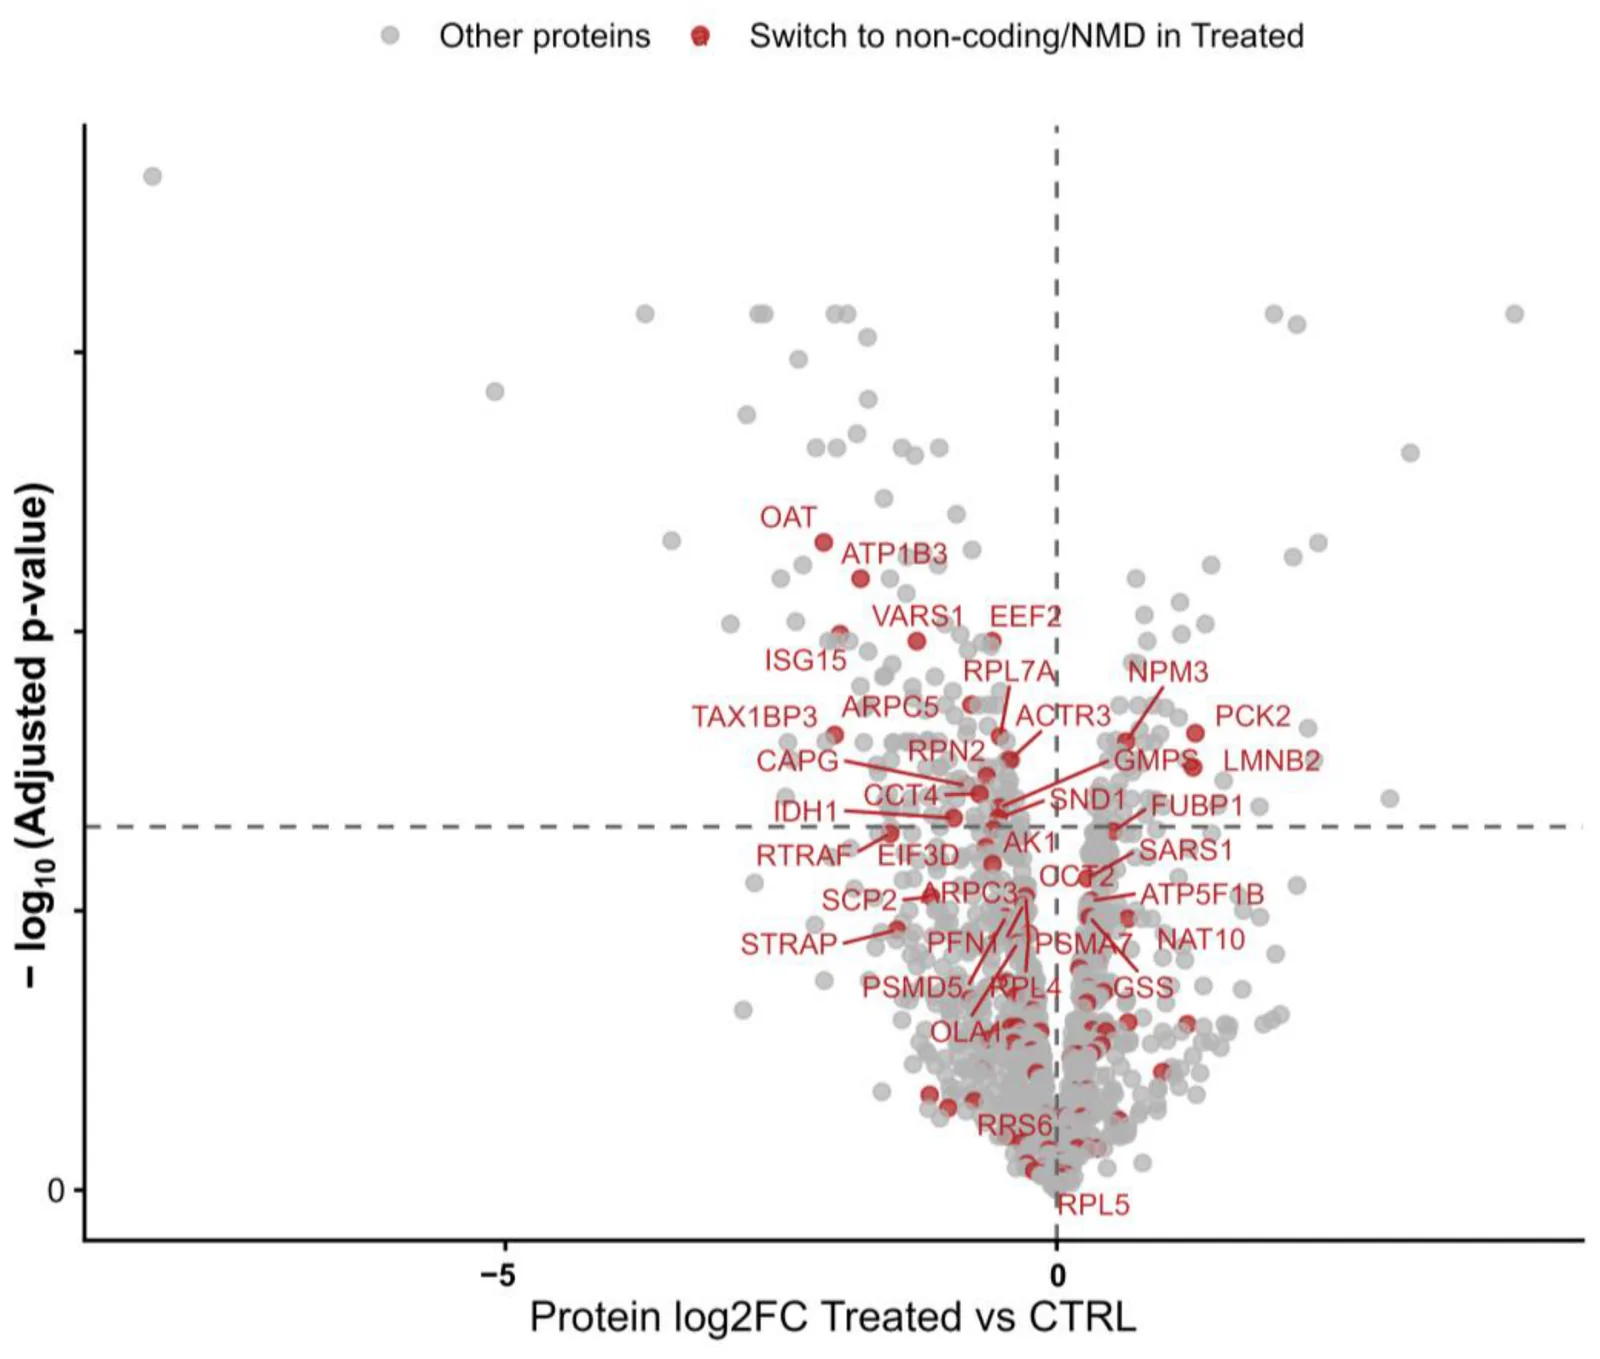
Proteomic changes associated with genes undergoing isoform switching after radiotherapy. Volcano plot showing differential protein abundance in radiotherapy-treated versus control HMC3 cells. The *x*-axis represents protein log2 fold change, and the *y*-axis represents −log10 of the Benjamini–Hochberg-adjusted *p*-value obtained using limma. The horizontal dashed line indicates an adjusted *p*-value of 0.05, while the vertical dashed line indicates a log2 fold change of 0. Red points indicate proteins encoded by genes showing increased usage of at least one non-coding, retained-intron, or NMD-associated transcript after radiotherapy; gray points represent all other quantified proteins.

**Figure 11:**
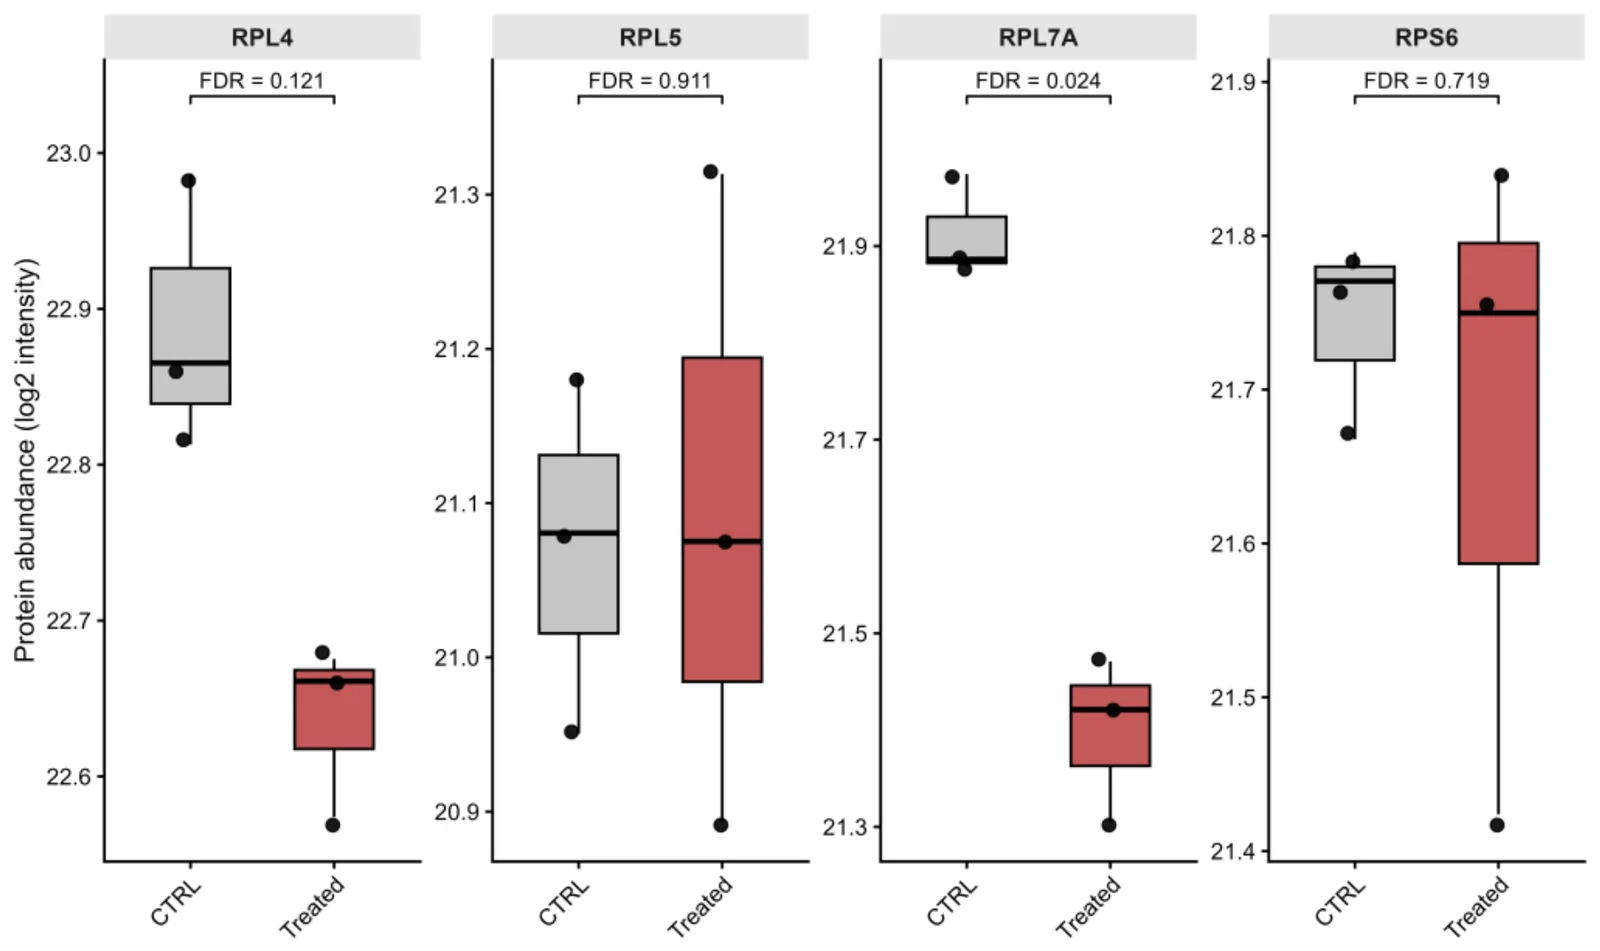
Protein abundance of selected translation-related proteins in control and irradiated HMC3 cells. Boxplots show the log2-transformed normalized protein intensities of RPL4, RPL5, RPL7A, and RPS6 in control and radiotherapy-treated HMC3 cells. Individual dots represent biological replicates (*n* = 3 per condition), central lines indicate medians, and boxes represent the interquartile range. Statistical significance was assessed using the limma moderated *t*-test, with Benjamini–Hochberg correction for multiple testing across the proteomic dataset. RPL7A showed significantly reduced abundance after radiotherapy, whereas RPL4, RPL5, and RPS6 did not remain significant after proteome-wide multiple-testing correction.

**Table 1:** Representative overlap between gene-level Reactome GSEA pathways and genes undergoing significant isoform switching. The table reports selected pathways with positive or negative GSEA normalized enrichment scores (NES) whose core-enrichment genes overlap with genes showing significant isoform switching. Negative NES values indicate enrichment toward the downregulated side of the gene-level ranked list in treated versus control cells, whereas positive NES values indicate enrichment toward the upregulated side. Gained and reduced isoform classes refer to transcript biotype-derived classes of isoforms whose usage increased or decreased after radiotherapy, respectively. The complete gene- and isoform-level overlap is provided in Supplementary Table S5.

Reactome_Pathway	NES	GSEA_Direction	GSEA_FDR	n_Switching_Genes	Switching_Genes	Gained_Isoform_Classes	Reduced_Isoform_Classes	Min_Switch_q_Value
Translation	−3.247	Enriched in control/downregulated side	2.08 × 10^−9^	17	EIF2B2; EIF2S1; EIF3M; EIF4EBP1; MRPL1; MRPL13; MRPL15; MRPL2; MRPL38; RPL4; +7 more	Protein-coding: 12; Retained intron: 6	Protein-coding: 16; Retained intron: 2	7.05 × 10^−8^
Aerobic respiration and respiratory electron transport	−2.786	Enriched in control/downregulated side	2.08 × 10^−9^	15	ATP5F1C; ATP5PB; COX16; DMAC1; GLO1; MPC2; NDUFA9; NDUFAB1; NDUFAF4; NDUFV2; +5 more	Protein-coding: 15; Retained intron: 2; NMD-associated: 1	Protein-coding: 15	7.47 × 10^−7^
Metabolism of amino acids and derivatives	−2.985	Enriched in control/downregulated side	2.08 × 10^−9^	13	APIP; NQO1; PSMA1; PSMA5; PSMA7; PSMB2; PSMB7; RPL4; RPL5; RPL7A; +3 more	Protein-coding: 13; Retained intron: 1	Protein-coding: 12; Retained intron: 2	2.37 × 10^−11^
rRNA processing	−3.271	Enriched in control/downregulated side	2.08 × 10^−9^	11	EBNA1BP2; EMG1; RIOK2; RPL4; RPL5; RPL7A; RPLP1; RPS6; UTP6; WDR12; +1 more	Protein-coding: 9; Retained intron: 3	Protein-coding: 9; Retained intron: 2	1.39 × 10^−8^
DNA replication	−2.382	Enriched in control/downregulated side	2.08 × 10^−9^	11	FEN1; H2BC11; MCM5; PSMA1; PSMA5; PSMA7; PSMB2; PSMB7; PSMD11; RFC4; +1 more	Protein-coding: 11	Protein-coding: 11	2.37 × 10^−11^
Respiratory electron transport	−2.76	Enriched in control/downregulated side	2.08 × 10^−9^	10	COX16; DMAC1; NDUFA9; NDUFAB1; NDUFAF4; NDUFV2; SFXN4; TIMM21; TIMMDC1; UQCRC2	Protein-coding: 9; Retained intron: 2; NMD-associated: 1	Protein-coding: 10	1.10 × 10^−6^
Axon guidance	−2.382	Enriched in control/downregulated side	2.08 × 10^−9^	10	ARPC1A; PFN1; PSMA7; PSMB2; PSMB7; RPL4; RPL5; RPL7A; RPLP1; RPS6	Protein-coding: 9; Retained intron: 2	Protein-coding: 9; Retained intron: 2	2.37 × 10^−11^
Nervous system development	−2.335	Enriched in control/downregulated side	2.08 × 10^−9^	10	ARPC1A; PFN1; PSMA7; PSMB2; PSMB7; RPL4; RPL5; RPL7A; RPLP1; RPS6	Protein-coding: 9; Retained intron: 2	Protein-coding: 9; Retained intron: 2	2.37 × 10^−11^
Extracellular matrix organization	2.294	Enriched in treated/upregulated side	2.08 × 10^−9^	1	PLOD1	Protein-coding: 1	Protein-coding: 1	1.83 × 10^−2^
Neuronal system	1.968	Enriched in treated/upregulated side	2.63 × 10^−6^	1	SHARPIN	Protein-coding: 1	Protein-coding: 1	1.03 × 10^−3^
Signaling by NTRKs	2.108	Enriched in treated/upregulated side	6.91 × 10^−6^	1	ID3	Protein-coding: 1	Protein-coding: 1	4.80 × 10^−4^
RHO GTPase cycle	1.572	Enriched in treated/upregulated side	5.18 × 10^−5^	1	STOM	Protein-coding: 1	Protein-coding: 1	1.94 × 10^−2^
HS-GAG degradation	2.014	Enriched in treated/upregulated side	2.08 × 10^−3^	1	GLB1	Protein-coding: 2		4.37 × 10^−3^
Cytokine signaling in immune system	1.276	Enriched in treated/upregulated side	6.60 × 10^−3^	1	BST2	NMD-associated: 1	Protein-coding: 1	8.37 × 10^−3^
Heparan sulfate/heparin (HS-GAG) metabolism	1.898	Enriched in treated/upregulated side	7.02 × 10^−3^	1	GLB1	Protein-coding: 2		4.37 × 10^−3^
Death receptor signaling	1.568	Enriched in treated/upregulated side	8.77 × 10^−3^	1	SHARPIN	Protein-coding: 1	Protein-coding: 1	1.03 × 10^−3^

## Data Availability

The raw LR-RNA-seq data and processed expression matrices generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE336257 and are publicly available. Proteomics data have been deposited in ProteomeXchange with identifier PXD081768 and are publicly available. Additional processed results are provided in the Supplementary Information.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ncrna12040031/s1, Supplementary Figure S1: Integration of isoform-switching analysis with transcript-level DESeq2 differential abundance; Supplementary Table S1: Gene-level DESeq2 analysis results; Supplementary Table S2: Transcript-level DESeq2 analysis results; Supplementary Table S3: Full list of significant switching genes and transcripts; Supplementary Table S4: Full list of pathways enriched in switching genes; Supplementary Table S5: Complete list of overlapping genes with GSEA enrichment; Supplementary Table S6: Complete Limma results on differential protein abundance.

## Abbreviations

The following abbreviations are used in this manuscript:

RT	Radiotherapy
IF	Isoform Fraction
PCR	Polymerase Chain Reaction
NMD	Nonsense-Mediated Decay
FBS	Fetal Bovine Serum
GSEA	Gene Set Enrichment Analysis
ORF	Open Reading Frame

How the deposited data were processed for this re-analysis (not part of the article)

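RNA of HMC3 cells, a human microglial cell line, was measured by Oxford Nanopore cDNA-PCR sequencing in 6 libraries, 3 from independent control cultures (0 Gy) and 3 from independent cultures irradiated with 15 Gy, all collected after 24 h. Both groups were compared as irradiated over control, and no other group was sequenced. The deposited values are counts per transcript and library. The authors aligned the reads to GRCh38 with minimap2 and quantified them with Salmon, whose versions are not given in the sources used here. The annotation release behind the transcript models is not named in the paper's text, and transcript classes, lengths and coordinates were taken from GENCODE release 29, which holds 70.2% of the kept transcripts and 86% of their counts. The paper's text names no step that collapses reads by molecular identifiers. The strand handling of the counting is not given in the sources used here.

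Genes were kept if their summed counts reached 10 in at least 3 libraries, transcripts if they reached 3 counts in at least 1 library, and genes if at least 2 such transcripts remained, as the paper states. Kept transcript counts were summed per gene. Library totals ran from 4870897 to 9082409 counts, and a gene with a mean under 10 CPM is measured with few reads. Genes and transcripts were tested with edgeR 4.0.16 (TMM factors, glmQLFit with the robust setting and glmQLFTest) in R 4.3.3, with Benjamini-Hochberg adjustment over all features tested, and called at an adjusted p under 0.05 with an absolute log2 fold change over 1. The standard error given is the absolute log2 fold change divided by the square root of the F statistic. CPM are TMM-normalized counts scaled to an equal library size, given as means with SDs over 3 cultures, and those of cell type markers were computed over all transcripts. Isoform fractions were computed from counts without division by length, and usage was tested with edgeR's diffSpliceDGE at transcript level, called at an adjusted p under 0.05 with an absolute dIF of at least 0.1. Two-sided exact permutation tests of dIF cannot go below 0.1 with 3 cultures against 3.

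A set of 29 gene lists was written by hand, since the Reactome sets were not used here. The 25 lists with at least 5 tested genes were tested with fry and camera of limma 3.58.1 (preset correlation 0.01) on the edgeR fit, adjusted over the 25 lists, and by preranked enrichment with fgsea 1.28.0 on the Wald statistic of DESeq2 1.42.0. List membership among genes with a switched isoform was tested with two-sided Fisher's exact tests against all genes tested for switching, adjusted over the 25 lists. Annotated classes of gained and reduced isoforms were compared with two-sided Fisher's exact tests over 4 classes.

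The genes named in the text are those of Table 1, those the paper treats as representative or labels in Figure 1A, the 10 largest increases and 10 largest decreases among differentially expressed genes with a mean of at least 10 CPM and non-overlapping groups, and in each list the 4 members with the smallest adjusted p. The values of the paper's tables and figures had been seen when this rule was written. The transcripts named are those the paper names or labels in Figures 1B, 3 and 5 to 8 and the 5 gained and 5 reduced isoforms with the smallest adjusted p, and others are said to be chosen after their values were seen. The values of some genes this rule covers are not reported here.

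Simulated counts of 3 against 3 libraries held 10512 tested genes. The gene test recovered 100 of 100 genes changed 2-fold and 100 of 100 changed 4-fold, with 13 false calls among unchanged genes. DESeq2 recovered 98 of 100 changed 2-fold with 2 false calls. A 2-fold change lies on the limit set for the log2 fold change. These recoveries and false calls therefore do not measure calls made with that limit. The set tests called 0 of 20 unchanged lists. The alternatives were RLE factors and library totals in place of TMM, other filters on low counts, DESeq2 and limma's diffSplice as other tools, isoform fractions from counts divided by transcript length, the adjusted p alone, the replicate number as a block and each library left out in turn. Added after seeing the data were an offset that removes each library's trend of counts on transcript length, a limit of 10 CPM, DESeq2 on transcripts with at least 3 counts in at least 3 libraries, limma's diffSplice together with length-divided fractions, and length-divided gene counts of the paper's representative genes. Predicted consequences of switches and the proteomic data were not analysed here. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.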

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

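The comparison of the interferon-stimulated and lysosomal genes with random lists and the length-trend offset were chosen after the results were seen, and the other tests of this part were not. Genes that p53 binds and activates, which the paper does not discuss as a group, rose in irradiated cells: 16 of 40 tested were higher and 0 lower by edgeR's quasi-likelihood test at an adjusted p under 0.05 (18 and 0 adjusted over the list alone, 20 and 1 at an unadjusted p under 0.05, 15 and 0 by DESeq2). Their median log2 fold change was 0.573 (fry adjusted p = 0.00224, and 0.13 with an estimated correlation) and 1.009 with library totals alone. CDKN1A, FDXR, MDM2 and TP53I3, a quinone oxidoreductase, had the smallest adjusted p of the list, with TP53I3 rising from 28.33 to 62.19 CPM (log2 fold change 1.14, standard error 0.15, adjusted p = 0.000401, edgeR). The normalized enrichment score was 2.60. FBXO22 and BLOC1S2, named after their values were seen, were the switching genes among the 40, FBXO22 with a gained NMD-associated isoform and BLOC1S2 with an isoform that fell from 52.6% to 36.1%.

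Interferon-stimulated genes, which the paper does not discuss either, had 18 of 46 tested genes higher and 3 lower (19 and 3 adjusted over the list alone, edgeR), with a median of 0.339 (fry adjusted p = 0.0129, and 0.203 with an estimated correlation). The transcription factor IRF7 (log2 fold change 0.98), the antiviral synthetase OAS3 (0.90) and TRIM22 (1.44) rose. TRIM22 belongs to the list of p53 targets as well. BST2, the antiviral tetherin, rose too (0.65, adjusted p = 0.00593, edgeR). The list's median lay at percentile 100 of 10000 random lists matched on length and expression, whose central 95% ran from −0.309 to 0.115.

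Lysosomal genes had 9 of 40 tested genes higher and 3 lower (13 and 4 adjusted over the list alone, edgeR), with a median of 0.227 (fry adjusted p = 0.0424, and 0.378 with an estimated correlation). The protease CTSD (0.71), CTSF (1.00) and the membrane protein LAMP1 (1.03) rose and CTSB (−0.64) fell, the latter not passing with library totals alone (−0.179, adjusted p = 0.0784), and LAMP2, chosen after its value was seen, had −0.75. GLB1, the lysosomal beta-galactosidase, had 0.48 (adjusted p = 0.0458, edgeR), a call lost with RLE factors (adjusted p = 0.057), other filters (0.0514 to 0.0682), the length-trend offset (0.0552), DESeq2 (0.0615) and without control 1 (0.0672), control 2 (0.157), irradiated culture 1 (0.0962), 2 (0.107) or 3 (0.117). STOM, an integral membrane protein, had 0.37 (adjusted p = 0.218, edgeR). The list's median lay at percentile 97.7 of random lists matched on length and expression. The fry call was lost with RLE factors (0.0603) and without control 1 (0.0806), control 2 (0.133), control 3 (0.144) or irradiated culture 1 (0.098) or 2 (0.108).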

How the results depend on the processing

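The length-trend offset, the limit of 10 CPM, DESeq2 on transcripts with at least 3 counts in at least 3 libraries, limma's diffSplice with length-divided isoform fractions and length-divided gene counts were chosen after the results were seen. Among alternatives for single genes, transcripts and lists, 3097 values kept their direction and side of the threshold, 229 kept the direction but no longer passed, 77 newly passed, 36 changed sign and 4 without a test moved by more than their standard error. Among the counts of calls, the medians of 4 lists and the other overall results, 155 values stayed, 100 counts moved by more than 1.5 times, 14 no longer passed and 1 changed sign. Of the 634 differentially expressed genes, 365 had a mean under 10 CPM. Length-divided fractions leave out transcripts with no length in GENCODE release 29. Where a setting tests fewer libraries or drops a threshold its construction changes the count, and otherwise the cause was not tested.

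Differentially expressed genes (634, 445 higher, 189 lower) numbered 1949 (1927, 22) with library totals alone, 973 (691 higher) with no filter, 2859 (1292, 1567) at the adjusted p alone and 269 (177, 92) at a mean of at least 10 CPM. Leaving out 1 library gave 387 (control 2) to 1215 (control 3), with 279 to 835 higher and 108 to 380 lower. With RLE factors 596 of 641 genes were shared with TMM, with DESeq2 548 of 591, and with the length-trend offset 386 of 544. Transcripts (5758, 2516 higher, 3242 lower) numbered 13185 (12545, 640) with library totals alone, 2963 (782 higher) with DESeq2, 3458 (894 higher) with DESeq2 at 3 counts in 3 libraries and 14410 (6393, 8017) at the adjusted p alone, and leaving out 1 library gave 3085 (control 2) to 9638 (control 3), with 1358 to 4725 higher and 1727 to 4913 lower.

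Switched isoforms (302, 201 gained, 101 reduced, in 287 genes) numbered 913 (330, 583, in 742 genes) with limma's diffSplice, 543 (381, 162, in 505) with length-divided fractions, 1211 (509, 702, in 940) with both and 3324 (2642, 682, in 1495) at the adjusted p alone. Reduced isoforms numbered 155 with transcripts of at least 10 counts and 61 with library totals alone. Leaving out 1 library gave 109 (control 2, irradiated culture 3) to 771 (control 3), with 83 to 434 gained, 17 to 337 reduced and 103 to 659 genes. Of the 24 isoforms of the representative genes 1 was called, 4 with limma's diffSplice, 5 with length-divided fractions, 9 with both, and 1 to 2 without single libraries. Isoforms of switching genes called for abundance alone numbered 118 with DESeq2. The odds ratio of protein-coding isoforms was 0.134 to 0.423 without single libraries.

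Lists called by fry (23, 7 higher, 16 lower) were 15 higher and 5 lower with library totals alone. Camera with a preset correlation and fgsea each called 4 higher, and camera with an estimated correlation 0 (0 higher, 0 lower, and 6 at an unadjusted p under 0.05), with adjusted p = 0.203 for the cytosolic ribosome (median −0.692), translation factors (−0.390), extracellular matrix (0.452) and PI3K/AKT (0.397). Leaving out 1 library gave 5 (control 1) to 20 (control 3) lists, 2 to 6 higher and 3 to 15 lower, with medians of −0.793 to −0.606 for the cytosolic ribosome, −0.466 to −0.358 for translation factors, 0.380 to 0.579 for the extracellular matrix and 0.303 to 0.499 for PI3K/AKT.

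With library totals alone, list medians turned to 0.062 (translation factors), 0 (proteasome), 0.145 (chaperonin), 0.273 (DNA replication), 0.132 (G2/M), 0.258 (integrated stress response), 0.185 (oxidative stress), 0.324 (glycolysis) and 0.198 (cytoskeleton), and log2 fold changes to 0.036 (CCT8), 0.029 (FGF1), 0.118 (GLO1), 0.010 (MPC2), 0.218 (NDUFAB1), 0.215 (NDUFV2), 0.111 (NQO1), 0.189 (OLFML3), 0.007 (PFDN1), 0.066 (PFN1), 0.131 (PSMA1), 0.102 (PSMA5), 0.010 (PSMB7), 0.113 (PSMD11), 0.145 (RFC4), 0.070 (RPL7A), 0.071 (TIMMDC1) and 0.060 (UQCRC2). The length-trend offset gave 0.149 (NDUFAB1) and 0.091 (NDUFV2), and the OLFML3 log2 fold change was 0.115 without control replicate 1 and −0.686 without control replicate 3. The fibroblast list's median was −0.003 with RLE factors and −0.033 (irradiated culture 1) to 0.262 (control 1) without single libraries. ENSG00000293320 ENST00000418824 had a dIF of 0 with length-divided fractions, since it is the gene's single transcript with a length. Length-divided gene counts with totals alone gave 0.329 (RPL4), 0.049 (RPL5) and 0.301 (RPL7A).

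The replicate numbers do not pair the cultures: correlations of same-numbered deviations were −0.00085, 0.0915 and 0.0163, and not every culture correlated best with its own number (control 3 with irradiated culture 1 at 0.0938). With the replicate block, genes numbered 689, transcripts 5458, switched isoforms 360 with 154 reduced, and lists 2 (0 higher, 2 lower), with adjusted p = 0.0509 for the cytosolic ribosome (median −0.691), 0.0582 for translation factors (−0.388), 0.0678 for the extracellular matrix (0.472), 0.0629 for PI3K/AKT (0.402), 0.0509 for the p53 targets (0.57), 0.0738 for interferon-stimulated genes (0.369) and 0.0952 for the lysosome (0.238). The block leaves fewer residual degrees of freedom.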

Differences from the paper's values

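DESeq2 on transcripts with at least 3 counts in at least 3 libraries, limma's diffSplice with length-divided fractions and length-divided gene counts were chosen after the results were seen. The paper reports 3401 differentially abundant transcripts at the same thresholds, and edgeR called 5758 here. Of the alternatives set before the data were examined, DESeq2 (2963), no filter (4513), filterByExpr (4489) and leaving out control 1 (4583), control 2 (3085), irradiated culture 1 (3740) or 3 (4081) came within 1.5 times the paper's value, whereas RLE factors (5901), library totals alone (13185), the replicate block (5458), the adjusted p alone (14410) and leaving out control 3 (9638) or irradiated culture 2 (6683) did not. The paper's higher transcripts number 839 and those here 2516. DESeq2 (782) came within 1.5 times the paper's value and no other alternative fixed then did. DESeq2 on transcripts with at least 3 counts in at least 3 libraries gave 3458 transcripts with 894 higher, a setting chosen after seeing the values, which dropped 0 of the 20 transcripts labelled in Fig. 1B.

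The paper reports 827 switched isoforms, from a tool and test that were not used here, and 302 were called here. limma's diffSplice (913) and leaving out control 3 (771) came within 1.5 times of it, and the other alternatives fixed then did not: transcripts with at least 10 counts (398), a mean fraction of at least 0.01 (341), no filter (268), library totals alone (224), the block (360), length-divided fractions (543), the adjusted p alone (3324) and leaving out control 1 (131), control 2 (109), irradiated culture 1 (110), 2 (324) or 3 (109). For genes with a switched isoform the paper reports 420, and the 287 here came within 1.5 times of that. So did transcripts with at least 10 counts (375), a mean fraction of at least 0.01 (325) and the block (335). Length-divided fractions (505) and leaving out irradiated culture 2 (300) did too. limma's diffSplice (742), leaving out control 3 (659) and the other alternatives did not. limma's diffSplice with length-divided fractions, chosen after seeing the values, gave 1211 isoforms in 940 genes. It dropped 5 of 50 genes that Table 1 lists or the paper treats as representative. edgeR dropped 9 with length-divided fractions and 28 with fractions from counts, where limma's diffSplice dropped 12. GLB1, STOM and BST2, which Table 1 also lists, were not among the 50. The paper reports 401 isoforms called in both tests, 426 for usage alone and 121 for abundance alone, against 76, 226 and 212 here. The 212 are isoforms of switching genes only, and 5470 further differentially abundant transcripts lay outside those genes. The paper states no such limit for its 121. It reports 3401 differentially abundant transcripts, of which 401 were called in both tests, so its 121 cannot cover all the others. With DESeq2 for abundance the counts were 51, 251 and 118. The 118, again in switching genes only, came within 1.5 times the paper's value.

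Isoform fractions read by eye from the paper's figures differ for 6 isoforms, where a value counts as different if it lies more than 1.5 times and more than the SD of the 3 libraries away. RPS6 ENST00000498815 is about 0.06 in control and about 0.19 in irradiated cells in Fig. 5A, against 0.0228 and 0.0792 here. RPL4 ENST00000307961 is about 0.27 and about 0.18 in Fig. 5B, against 0.414 and 0.322, and RPL4 ENST00000565723 about 0.14 and about 0.31 in Fig. 5B, against 0.0313 and 0.0854. RPL5 ENST00000644549 is about 0.10 and about 0.24 in Fig. 6A, against 0.0303 and 0.0842. PLOD1 ENST00000491536 is about 0.35 and about 0.48 in Fig. 7A, against 0.12 and 0.196, and SHARPIN ENST00000532536 about 0.36 and about 0.54 in Fig. 7B, against 0.175 and 0.306. With fractions from counts divided by transcript length, planned before the data were examined, all 12 values lay within that tolerance of the figures: these were 0.0602 and 0.189, 0.27 and 0.175, 0.136 and 0.311, 0.101 and 0.244, 0.348 and 0.48, and 0.406 and 0.589 in the same order. With limma's diffSplice and the block the fractions are those from counts, and leaving out single libraries left them outside that tolerance apart from the control value of RPL4 ENST00000307961 without control 2, which at 0.404 lies just inside it.

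The paper reports switched isoforms in 7 representative genes. Of the 24 isoforms it shows for them edgeR called ID3 ENST00000463312, limma's diffSplice called 4, length-divided fractions 5 and both together 9, and the 11 isoforms whose fractions were read from Figs. 5 to 8 had the same sign of dIF here. Of the 12 isoforms labelled in Fig. 3 edgeR called 3, limma's diffSplice 9, length-divided fractions 6, both together 12, and edgeR called 4 without control 3. The paper shows gene expression rising in irradiated cells for RPL4, RPL7A, PLOD1, SHARPIN and ID3, level for RPL5 and falling for RPS6. Here RPL4 (−0.48) and RPL5 (−0.71) fell, and RPL7A had −0.39, while PLOD1 (0.51), SHARPIN (0.81), ID3 (0.27) and RPS6 (−0.85) had the paper's direction. With length-divided gene counts and totals alone, chosen after seeing the values, the log2 ratios were 0.33 for RPL4, 0.05 for RPL5, 0.30 for RPL7A, −0.15 for RPS6, 1.27 for PLOD1, 1.56 for SHARPIN and 1.00 for ID3, and 0 of the 7 then had the other direction, whereas with length-divided gene counts and TMM factors RPL4 (−0.209), RPL5 (−0.491) and RPL7A (−0.237) still fell. The paper places cytosolic ribosomal proteins among the genes with switched isoforms, where edgeR called 0 of 79 (1 at an unadjusted p under 0.05), limma's diffSplice 4 and edgeR with length-divided fractions 8, among them RPS6, RPL4, RPL5, RPL7A and RPLP1. The paper finds cell cycle and DNA replication enriched among switching genes, where the adjusted p of Fisher's exact test was 0.353 for DNA replication and 0.863 for G2/M, with limma's diffSplice giving 0.00645 and 0.189. The sets differ, since the paper's DNA replication set holds proteasome subunits that the list here does not, and the proteasome list had an adjusted p of 0.00178.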

Other observations

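The test of isoform usage between control libraries below was chosen after its result was seen, as were the comparisons of lists with random lists other than those of the cytosolic ribosome, respiratory chain, extracellular matrix and p53 targets. Replication-dependent histone genes, whose mRNAs mostly lack a poly(A) tail, fell: 7 of 9 tested were lower and 0 higher by edgeR's quasi-likelihood test at an adjusted p under 0.05 (9 and 0 adjusted over the list alone, 9 and 0 unadjusted, 7 and 0 by DESeq2). H2BC12 fell from 60.12 ± 7.8 to 22.63 ± 2.57 CPM (SD, n = 3), H2AC6 (−1.13), H3C10 (−2.51) and the linker histone H1-2 (−0.81) fell too (with library totals alone H2AC6 had −0.676, adjusted p = 0.0566, and H1-2 −0.357, adjusted p = 0.12), and the median was −1.06 (fry adjusted p = 0.00224, and 0.13 with an estimated correlation). Spliced host genes of snoRNAs, many of which are degraded during translation, fell as well, 21 of 27 with 1 higher (22 and 1 adjusted over the list alone) and a median of −0.71 (fry adjusted p = 0.00836, 0.0521 without control 1, and 0.196 with an estimated correlation). SNHG1 fell from 255 to 88.56 and SNHG17 from 716 to 309.8 CPM, SNHG19 (−1.13) and SNHG15 (−0.81) fell, and SNHG7, chosen after its value was seen, had 0.99.

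NRF2 targets and antioxidant enzymes had 9 of 26 genes lower and 1 higher (11 and 1 adjusted over the list alone), with the ferritin chain FTL (−1.06), PRDX3 (−0.98) and GPX4 (−0.92) lower and a median of −0.27 that becomes 0.185 with library totals alone (fry adjusted p = 0.0129, 0.0602 without control 1, and 0.203 with an estimated correlation). Glycolytic genes had 7 of 17 lower and 4 higher (7 and 5 adjusted over the list alone), with TPI1 (−0.88) and LDHB (−0.74) lower and the glucose transporter SLC2A1 (0.92) higher, and a median of −0.13 that becomes 0.324 with library totals alone (fry adjusted p = 0.038, and 0.438 with an estimated correlation). That call was lost with RLE factors (0.0603) and without control 1 (0.171), control 2 (0.148) or irradiated culture 1 (0.098), 2 (0.0602) or 3 (0.103). Tubulins, actins and actin regulators had 13 of 34 lower and 4 higher (15 and 6 adjusted over the list alone), with CFL1 (−0.65, and −0.195 with adjusted p = 0.126 for library totals alone) and TMSB4X (−0.67) lower and the tubulins TUBB3 (1.41) and TUBB2B (1.10) higher, and a median of −0.25 that becomes 0.198 with library totals alone (fry adjusted p = 0.0168, 0.0867 without control 1, 0.0858 without control 2, and 0.282 with an estimated correlation).

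Of 14 microglia markers in the table, 9 were under 1 CPM in controls, and CD68 had 27.6 ± 5.74 CPM (SD, n = 3). Of the 5 tested, edgeR called 0 higher and 0 lower (0 and 0 adjusted over the list alone, 2 and 0 unadjusted, 0 and 0 by DESeq2), with a median of 0.23 (fry adjusted p = 0.102, and 0.438 with an estimated correlation). Among fibroblast and pericyte markers, 6 of 20 reached 10 CPM, TAGLN at 914 and COL1A1 at 178. Too few genes were tested for the astrocyte list (3 of 9), the neuron list (2 of 12), the oligodendrocyte list (2 of 9) and the mRNAs encoded in mitochondria (0 of 13). In controls 2 of 8 astrocyte markers reached 10 CPM (SLC1A3 at 24.5, GJA1 at 19.8), 1 of 6 neuron markers (SNAP25 at 23.6) and 1 of 4 oligodendrocyte markers (CNP at 38.5). TUBB3, a neuron marker that many dividing cells also express, rose from 8.45 to 21.9 CPM.

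Genes with longer annotated transcripts had higher log2 fold changes (Spearman's rho 0.366 across 10668 genes, which are not independent replicates), with medians of −0.372, −0.102, 0.097, 0.26 and 0.333 in 5 equal groups from the shortest to the longest transcripts. The listed pathways alone do not carry the trend, since rho was 0.341 among the 9718 genes in none of the lists. Differences between libraries in how well long transcripts are carried may contribute, since rho reached 0.256 in size between control 2 and control 3 and was 0.2 to 0.356 between the groups. A response of the cells to irradiation that goes with transcript length stays open and was not tested separately. With each library's length trend removed, an offset chosen after seeing the data, 544 genes were called (363 higher, 181 lower).

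Length and expression alone do not account for the movement of 3 of 4 lists. Among 10000 random lists matched on both, the median of the cytosolic ribosome lay at percentile 0 (−0.692 against a central 95% of −0.615 to −0.48), that of the extracellular matrix at percentile 100 (0.452 against 0.053 to 0.297) and that of the p53 targets at percentile 100 (0.573 against −0.087 to 0.382). The respiratory chain lay at percentile 12 (−0.535 against −0.554 to −0.388), so length and expression may account for its fall. Percentiles were 0 for rRNA processing, mitochondrial ribosomal proteins, snoRNA hosts and histones, 0.01 for mitochondrial import and G2/M, 7.47 for translation factors, 8.09 for DNA replication, 16.4 for the proteasome, 17.5 for the integrated stress response, 38.7 for fibroblast markers, 58.3 for microglia markers, 61.5 for receptor tyrosine kinases, 73.6 for chaperonin and prefoldin, 76.1 for oxidative stress, 86 for glycolysis, 94.6 for cytokines, 96.7 for the cytoskeleton and 97.4 for PI3K/AKT. Other effects of the libraries, and irradiation itself, stay open for the lists beyond the random range.

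Isoforms that gained usage tend to start further downstream. Of 195 gained isoforms with a start, 151 (77.4%) began at least 50 nt downstream of the gene's most used reduced isoform. Of 573 uncalled isoforms 322 did (56.2%, odds ratio 2.67, Fisher's exact p = 1.01e-07). In 73.6% of 5354 genes the mean isoform start lay further downstream in irradiated libraries, with a median shift of 39.1 nt. The share was 68.2% for control 3 against control 1 and 67.7% against control 2, with median shifts of 11.4 and 11.3 nt. For control 2 against control 1 the share was 49.1%. Without irradiation, 89.1% of the isoforms gained against control 1 were used more in control 3 than in control 2, 84.8% of those gained against control 2 were used more in control 3 than in control 1, and 64.3% of those gained against control 3 were used more in control 1 than in control 2. Reads or cDNA that miss the 5′ end more often in the irradiated libraries, or differences between libraries in isoform usage, may therefore contribute to the gained isoforms, although the mean annotated length of counted transcripts was higher in irradiated (1707 to 1801 nt) than in control libraries (1510 to 1607 nt). A change of splicing or transcription start by irradiation stays open and was not tested apart from these.

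The 6 libraries can be split into 2 groups of 3 in 10 ways, too few for a share under 0.05. The real split, 1 of the 10, gave 634 genes, 5758 transcripts, 302 switched isoforms and 23 lists, and the highest of the other splits gave 0 for each.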
